# IRAK1-dependent Regnase-1-14-3-3 complex formation controls Regnase-1-mediated mRNA decay

**DOI:** 10.7554/eLife.71966

**Published:** 2021-10-12

**Authors:** Kotaro Akaki, Kosuke Ogata, Yuhei Yamauchi, Noriki Iwai, Ka Man Tse, Fabian Hia, Atsushi Mochizuki, Yasushi Ishihama, Takashi Mino, Osamu Takeuchi

**Keywords:** post-transcriptional regulation, inflammation, 14-3-3, phosphorylation, RNase, interactome, Human, Mouse

## Abstract

Regnase-1 is an endoribonuclease crucial for controlling inflammation by degrading mRNAs encoding cytokines and inflammatory mediators in mammals. However, it is unclear how Regnase-1-mediated mRNA decay is controlled in interleukin (IL)-1β- or Toll-like receptor (TLR) ligand-stimulated cells. Here, by analyzing the Regnase-1 interactome, we found that IL-1β or TLR stimulus dynamically induced the formation of Regnase-1-β-transducin repeat-containing protein (βTRCP) complex. Importantly, we also uncovered a novel interaction between Regnase-1 and 14-3-3 in both mouse and human cells. In IL-1R/TLR-stimulated cells, the Regnase-1-14-3-3 interaction is mediated by IRAK1 through a previously uncharacterized C-terminal structural domain. Phosphorylation of Regnase-1 at S494 and S513 is critical for Regnase-1-14-3-3 interaction, while a different set of phosphorylation sites of Regnase-1 is known to be required for the recognition by βTRCP and proteasome-mediated degradation. We found that Regnase-1-14-3-3 and Regnase-1-βTRCP interactions are not sequential events. Rather, 14-3-3 protects Regnase-1 from βTRCP-mediated degradation. On the other hand, 14-3-3 abolishes Regnase-1-mediated mRNA decay by inhibiting Regnase-1-mRNA association. In addition, nuclear-cytoplasmic shuttling of Regnase-1 is abrogated by 14-3-3 interaction. Taken together, the results suggest that a novel inflammation-induced interaction of 14-3-3 with Regnase-1 stabilizes inflammatory mRNAs by sequestering Regnase-1 in the cytoplasm to prevent mRNA recognition.

## Introduction

The expression of proinflammatory cytokines is the hallmark of innate immune responses against microbial infection. Whereas inflammatory responses are critical for the elimination of invading pathogens, excess and chronic inflammation can culminate in tissue destruction and autoimmune diseases. When innate immune cells encounter pathogen-associated molecular patterns (PAMPs) or damage-associated molecular patterns (DAMPs), they are sensed by pattern-recognition receptors such as Toll-like receptors (TLRs), triggering the transcription of inflammatory genes (Fitzgerald and Kagan, 2020; Takeuchi and Akira, 2010).

The expression of inflammatory genes is also controlled by post-transcriptional mechanisms to facilitate or limit inflammatory responses (Anderson, 2010; Carpenter et al., 2014; Turner and Díaz-Muñoz, 2018). Regnase-1 (also referred to as Mcpip1, Gene name: *Zc3h12a*), an RNase, is a critical regulator of inflammation. Regnase-1 binds to and degrades inflammatory mRNAs such as *Il6* or *Il12b* by recognizing stem-loop structures present in the 3’ untranslated regions (Matsushita et al., 2009; Mino et al., 2015). *Zc3h12a*-deficient mice exhibit an autoimmune phenotype, indicating its importance as a negative regulator of inflammation (Matsushita et al., 2009; Uehata et al., 2013). Regnase-1 efficiently suppresses the expression of its target genes by degrading CBP80-bound mRNAs during the pioneer-round of translation by associating with ribosome and a helicase protein, UPF1 (Mino et al., 2015; Mino et al., 2019). CBP80 binds to newly synthesized mRNAs in the nucleus and is replaced by eIF4E after the pioneer round of translation following mRNA export from the nucleus (Maquat et al., 2010; Müller-McNicoll and Neugebauer, 2013). Thus, it is possible that Regnase-1 recognizes target mRNAs in the steps leading to the pioneer round of translation.

The stability of cytokine mRNAs is dynamically regulated in innate immune cells under inflammatory conditions (Carpenter et al., 2014; Hao and Baltimore, 2009; Turner and Díaz-Muñoz, 2018). Post-translational control of Regnase-1 in response to inflammatory stimuli contributes to extending half-lives of inflammatory mRNAs. Stimulation of cells with TLR-ligands, IL-1β, or IL-17 results in the activation of IκB kinases (IKKs), which phosphorylate Regnase-1 at S435 and S439, in addition to IκBα (Iwasaki et al., 2011; Kakiuchi et al., 2020; Nanki et al., 2020; Tanaka et al., 2019). Regnase-1, phosphorylated at S435 and S439 is subsequently recognized by βTRCP, one of the components of the SKP1-CUL1-F-box (SCF) complex, which induces K48-linked polyubiquitination of Regnase-1, followed by proteasome-mediated degradation (Iwasaki et al., 2011). On the other hand, these stimuli also induce transcription of *Zc3h12a* (Iwasaki et al., 2011). Consequently, the protein level of Regnase-1 drastically changes during these stimulations; Regnase-1 levels decrease immediately after the stimulation and then increase to levels higher than its pre-stimulation. However, the post-translational regulatory mechanism of Regnase-1 following inflammatory stimuli is still not fully elucidated.

14-3-3 family proteins are conserved among species and are known to form hetero- or homodimer (Aitken, 2006; Pennington et al., 2018). The 14-3-3 dimer binds to various phosphorylated proteins using its two phosphor-S/T binding pockets which recognize unique phospho-peptides (Muslin et al., 1996; Yaffe et al., 1997). Although 14-3-3 itself has no enzymatic activity, 14-3-3 is known to modulate the properties of target proteins, such as protein stability or localization (Aitken, 2006; Pennington et al., 2018).

In this study, we utilized an interactome-based approach to isolate Regnase-1 protein complexes and found that TLR-ligand, IL-1β, or IL-17 stimulation induces the formation of the Regnase-1-14-3-3 complex. The phosphorylation of Regnase-1 at S494 and S513 is responsible for binding with 14-3-3, which in turn stabilizes Regnase-1 protein by excluding βTRCP. However, 14-3-3-bound Regnase-1 is not functional because 14-3-3 prevents Regnase-1 from recognizing target mRNAs. In addition, we found that nuclear-cytoplasmic shuttling of Regnase-1 is inhibited by 14-3-3’s association with Regnase-1. Collectively, we identified a novel 14-3-3-mediated molecular mechanism which controls Regnase-1; a distinctly independent mechanism from βTRCP-mediated protein degradation of Regnase-1.

## Results

### Regnase-1 interactome analysis revealed dynamic recruitment of 14-3-3 upon stimulation

To comprehensively uncover Regnase-1-associating proteins in steady state and under inflammatory conditions, we stimulated HeLa cells expressing FLAG-HA-tagged Regnase-1 with or without IL-1β and immunoprecipitated Regnase-1 immediately after the treatment with a crosslinking reagent, Dithiobis(succinimidyl propionate) (DSP) (Figure 1A). Consistent with the previous reports, mass spectrometry analysis revealed that Regnase-1 interacted with translation-related proteins such as ribosomal proteins in unstimulated cells (Mino et al., 2015). Whereas IL-1β stimulation reduced the association between Regnase-1 and translation-related proteins, the stimulation strongly induced the association between Regnase-1 and SCF complex proteins such as βTRCP1/2, CUL1, and SKP1 (Iwasaki et al., 2011). In addition to these proteins, we identified 14-3-3 family proteins as novel Regnase-1-associating proteins under IL-1β-stimulated conditions (Figure 1B). Consistently, immunoprecipitation analysis revealed that endogenous Regnase-1 was co-precipitated with Myc-tagged 14-3-3ε as well as with HA-tagged βTRCP in HeLa cells in response to IL-1β stimulation (Figure 1C and Figure 1—figure supplement 1).

**Figure 1.**
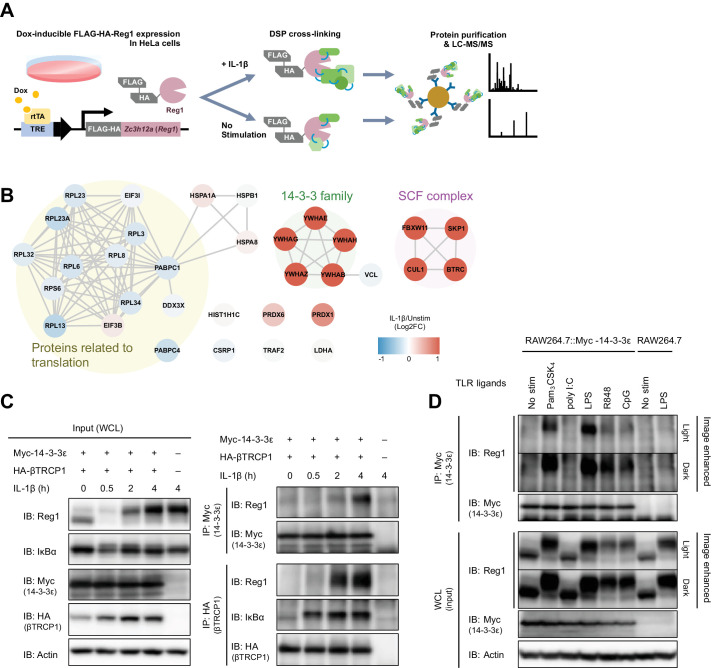
IL-1β or TLR1/2/4/7/8/9-ligand stimulation induces Regnase-1-14-3-3 interaction. (**A**) Schematic illustration of the DSP-crosslinking workflow. (**B**) Protein-protein interaction of the Regnase-1 (Reg1)-associating proteins. Each node represents Regnase-1 associating protein. The proteins whose association with Regnase-1 is weakened or enhanced in IL-1β-stimulated cells are colored in blue or red, respectively. (**C**) Immunoblot analysis of immunoprecipitates (IP: Myc or IP: HA) and WCL (whole cell lysates) from HeLa cells transiently expressing Myc-14-3-3ε and HA-βTRCP1 stimulated with IL-1β (10 ng/ml) for indicated time. (**D**) Immunoblot analysis of immunoprecipitates (IP: Myc) and WCL from RAW264.7 or RAW264.7 stably expressing Myc-14-3-3ε stimulated with Pam_3_CSK_4_ (10 ng/ml), poly I:C (100 μg/ml), LPS (100 ng/ml), R848 (100 nM), or CpG DNA (1 μM) for 4 hr.

**Figure 1—figure supplement 1.**
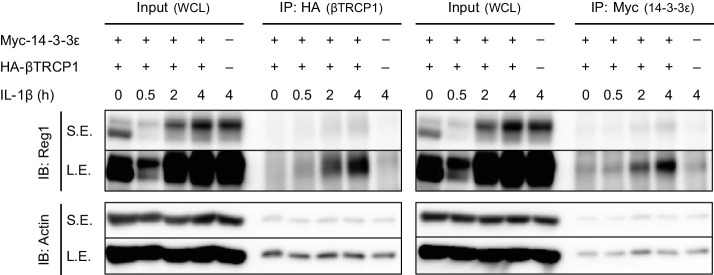
Regnase-1 binds to 14-3-3 and βTRCP in response to IL-1β stimulation. Immunoblot analysis of immunoprecipitates (IP: Myc or IP: HA) and WCL from HeLa cells transiently expressing Myc-14-3-3ε and HA-βTRCP1 stimulated with IL-1β (10 ng/ml) for indicated time. The immunoprecipitates and corresponding WCL samples, both of which were used in Figure 1C, were applied to the same gel and the membranes were blotted with anti Regnase-1 antibody as well as anti-Actin antibody.

**Figure 1—figure supplement 2.**
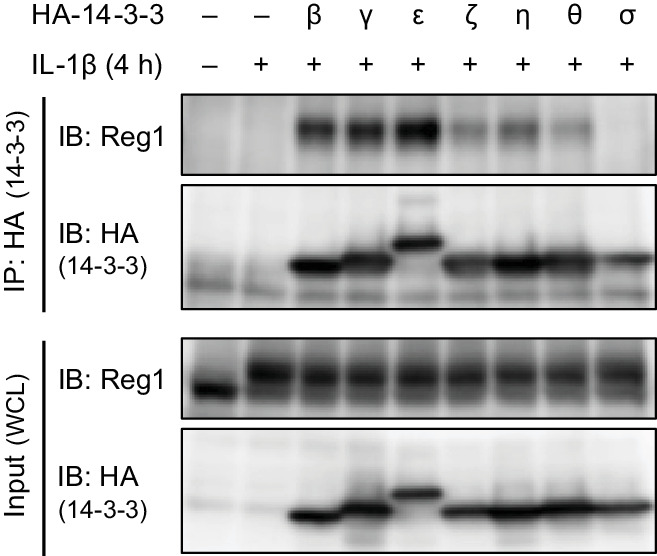
Regnase-1 binds to 14-3-3β/γ/ε/ζ/η/θ but not 14-3-3σ. Immunoblot analysis of immunoprecipitates (IP: HA) and WCL from HeLa cells transiently expressing HA-14-3-3β, γ, ε, ζ, η, θ, or σ stimulated with IL-1β (10 ng/ml) for 4 hr.

As the 14-3-3 family consists of seven paralogs in human and mouse (Aitken, 2006), we investigated the binding of these members to Regnase-1 via immunoprecipitation (Figure 1—figure supplement 2). Among seven of the 14-3-3 proteins, 14-3-3-β, γ, and ε strongly interacted with Regnase-1, while 14-3-3-ζ, η, and θ showed weak interaction. Interestingly, Regnase-1 failed to associate with 14-3-3-σ, the latter of which was reported to exclusively form a homodimer but not a heterodimer with other 14-3-3 isoforms (Verdoodt et al., 2006).

To investigate if stimulation with TLR ligands also induces Regnase-1-14-3-3 binding, we stimulated RAW267.4 macrophages stably expressing Myc-14-3-3ε with Pam_3_CSK_4_ (a ligand for TLR1/2), poly I:C (a ligand for TLR3), LPS (a ligand for TLR4), R848 (a ligand for TLR7/8), or CpG DNA (a ligand for TLR9), and immunoprecipitated 14-3-3ε with an anti-Myc antibody. The Regnase-1-14-3-3 interaction was induced by all TLR ligands tested except for poly I:C (Figure 1D). All TLRs other than TLR3 signal through MyD88, while TLR3 utilizes TRIF as an adaptor to trigger intracellular signaling (Fitzgerald and Kagan, 2020; O'Neill et al., 2013; Takeuchi and Akira, 2010). Considering that IL-1β signal is also dependent on MyD88 (Akira et al., 2006), MyD88-dependent, but not TRIF-dependent, signaling pathways trigger the Regnase-1-14-3-3 binding.

Collectively, these results demonstrate that IL-1R/TLR stimulation induces dynamic remodeling of the Regnase-1-associating protein complex from translation machineries to SCF complexes and/or 14-3-3 proteins.

### Phosphorylation of Regnase-1 at S494 and S513 is necessary for Regnase-1-14-3-3 binding

Since 14-3-3 proteins are known to recognize phosphorylated proteins (Muslin et al., 1996), we investigated if 14-3-3-bound Regnase-1 is phosphorylated by inflammatory stimuli. SDS-PAGE analysis revealed that Regnase-1 band migration was slower in samples stimulated with IL-1β or TLR ligands (except for a TLR3 ligand, poly I:C) - a hallmark of Regnase-1 phosphorylation (Figures 1C–D and 2A, and Figure 2—figure supplement 1; Iwasaki et al., 2011; Tanaka et al., 2019). Indeed, the mobility change of Regnase-1 was abolished when the cell lysates were treated with λ-protein phosphatase (λPP) (Figure 2A–B). Furthermore, the Regnase-1 band in the 14-3-3-precipitate migrated slower; λPP treatment of the 14-3-3-precipitate abolished this phenomenon (Figure 2A–B). Thus, 14-3-3 specifically binds to phosphorylated Regnase-1.

**Figure 2.**
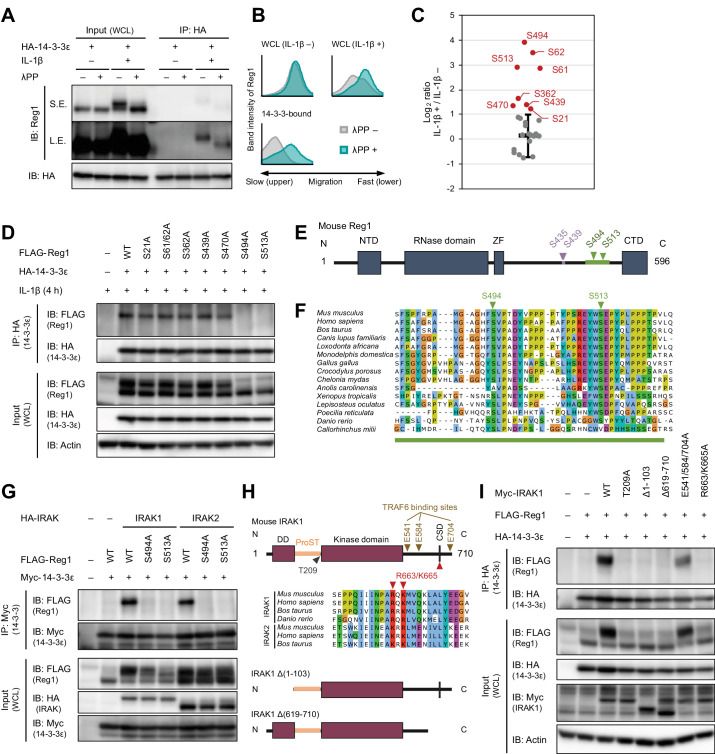
IL-1β-induced phosphorylation of Regnase-1 at S494 and S513 is necessary for Regnase-1-14-3-3 binding. (**A**) Immunoblot analysis of λPP-treated immunoprecipitates (IP: HA) and WCL from HeLa cells transiently expressing HA-14-3-3ε stimulated with IL-1β (10 ng/ml) for 4 hr. S.E.: short exposure, L.E.: long exposure. (**B**) The intensity of Regnase-1-bands in (**A**). (**C**) Quantitation of phosphosites on Regnase-1 in HeLa cells stimulated with or without IL-1β (10 ng/ml) for 4 hr. Each dot shows phosphosite quantitative ratio between IL-1β + and IL-1β -. Phosphosites with log_2_ ratio > one were colored with red. Black horizontal line shows Regnase-1 protein quantitative ratio derived from the average of non-phosphopeptide quantitative ratios, and its error bars show the standard deviation. (**D**) Immunoblot analysis of immunoprecipitates (IP: HA) and WCL from HeLa cells transiently expressing HA-14-3-3ε and FLAG-Regnase-1-WT or indicated mutants stimulated with IL-1β (10 ng/ml) for 4 hr. (**E**) Schematic illustration of Regnase-1 protein. The amino acid sequence including S494 and S513 shown in (**F**) is highlighted in green. NTD: N-terminal domain, ZF: Zinc finger domain, CTD: C-terminal domain. (**F**) The amino acid sequences including S494 and S513 of Regnase-1 from mouse and other indicated vertebrates. (**G**) Immunoblot analysis of immunoprecipitates (IP: Myc) and WCL from HeLa cells transiently expressing Myc-14-3-3ε, HA-IRAK1/2, and FLAG-Regnase-1-WT or indicated mutants. (**H**) Schematic illustration of IRAK1 protein. The amino acid sequence in CSD of IRAK1 and IRAK2 from mouse and other indicated vertebrates are also shown. DD: Death domain, CSD: C-terminal structural domain. (**I**) Immunoblot analysis of immunoprecipitates (IP: HA) and WCL from HeLa cells transiently expressing FLAG-Regnase-1-WT, HA-14-3-3ε, and Myc-IRAK1-WT or indicated mutants.

**Figure 2—figure supplement 1.**
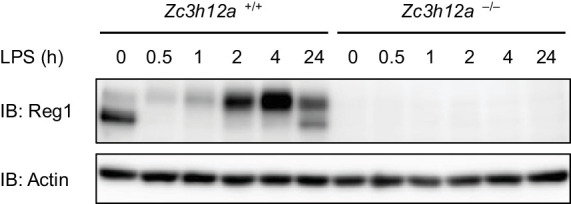
Regnase-1 bands migrate slower in LPS-stimulated samples. Immunoblot analysis of *Zc3h12a*^WT/WT^ and *Zc3h12a*^–/–^ thioglycollate-elicited PECs stimulated with LPS (100 ng/ml) for indicated time.

**Figure 2—figure supplement 2.**
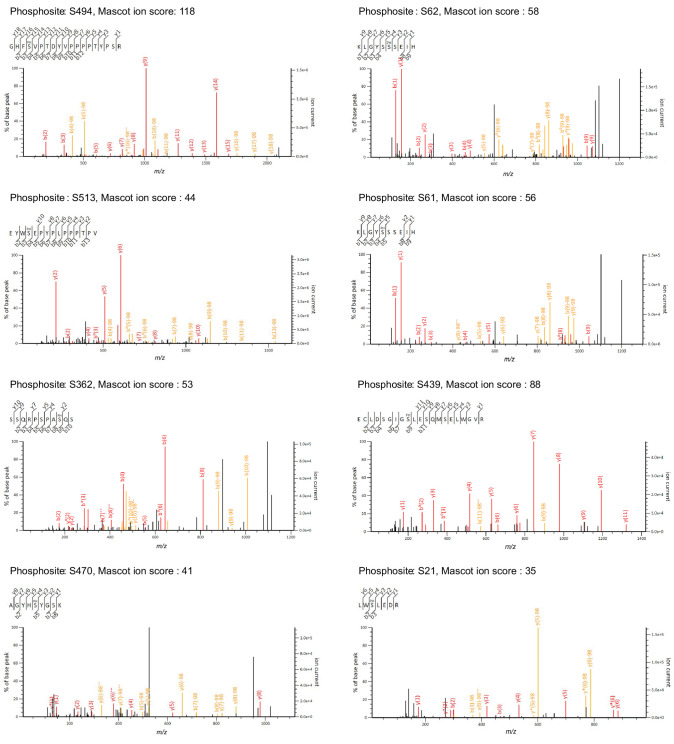
Candidate spectra of Regnase-1 phosphopeptides with confident site localization. Only quantitatively altered phosphopeptides are shown. Fragment ions containing the N-(b-type ions) or C-(y-type ions) terminus are labeled with red (without neutral loss) or orange (with neutral-loss).

**Figure 2—figure supplement 3.**
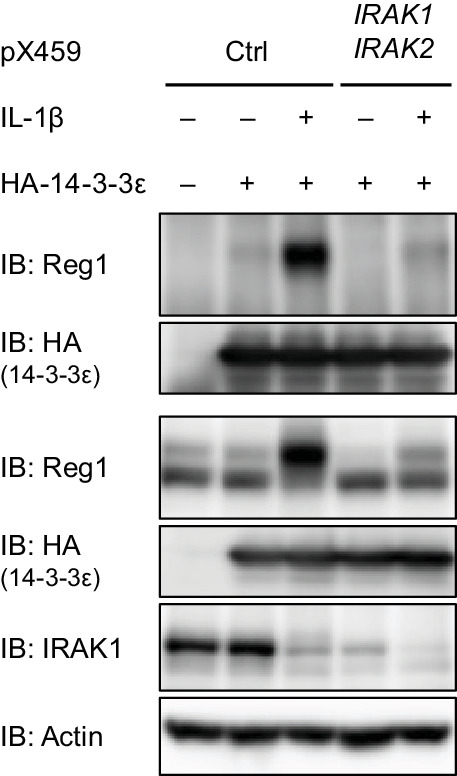
Regnase-1-14-3-3 interaction is impaired in IRAK1/2-depleted cells. HeLa cells were transfected with pX459 to knockout *IRAK1* and *IRAK2*. After the selection with puromycin, the cells were transfected with 14-3-3ε and stimulated with IL-1β (10 ng/ml) for 4 hr. Immunoblot analysis of immunoprecipitates (IP: HA) and WCL is shown.

**Figure 2—figure supplement 4.**
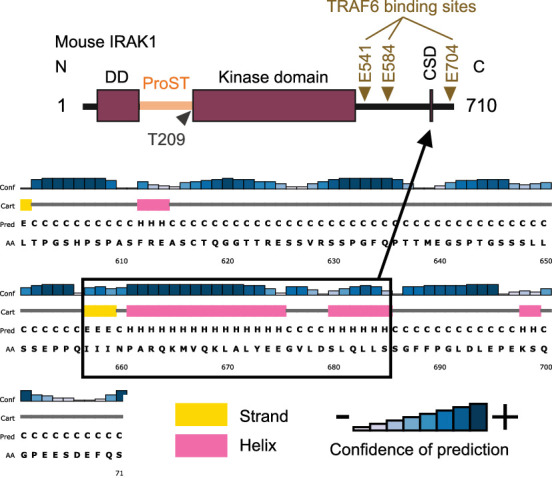
Schematic illustration of IRAK1. The result of secondary structure prediction is shown below. DD: Death domain, CSD: C-terminal structural domain.

**Figure 2—figure supplement 5.**
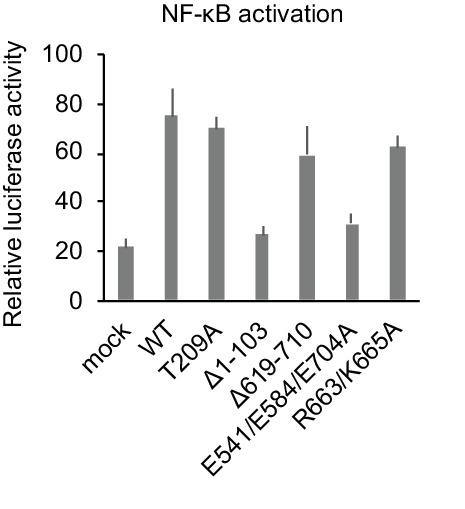
R663/K665A mutation does not abrogate IRAK1-mediated NF-κB activation. Luciferase activity of HeLa cells transiently transfected with NF-κB luciferase reporter plasmid together with expression plasmids of IRAK1-WT or indicated mutants.

**Figure 2—figure supplement 6.**
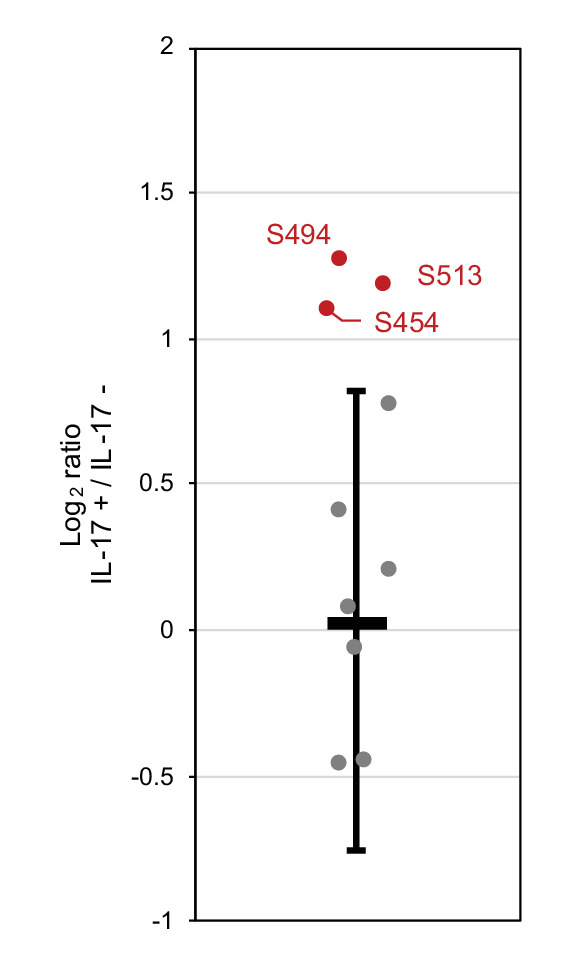
IL-17A stimulation induces phosphorylation at S494 and S513 of Regnase-1. Quantitation of phosphosites on Regnase-1 in HeLa cells stimulated with or without IL-17A (50 ng/ml) for 4 hr. Each dot shows phosphosite quantitative ratio between IL-17A+ and IL-17A-. Phosphosites with log_2_ ratio > 1 were colored with red. Black horizontal line shows Regnase-1 protein quantitative ratio derived from the average of non-phosphopeptide quantitative ratios, and its error bars show the standard deviation.

**Figure 2—figure supplement 7.**
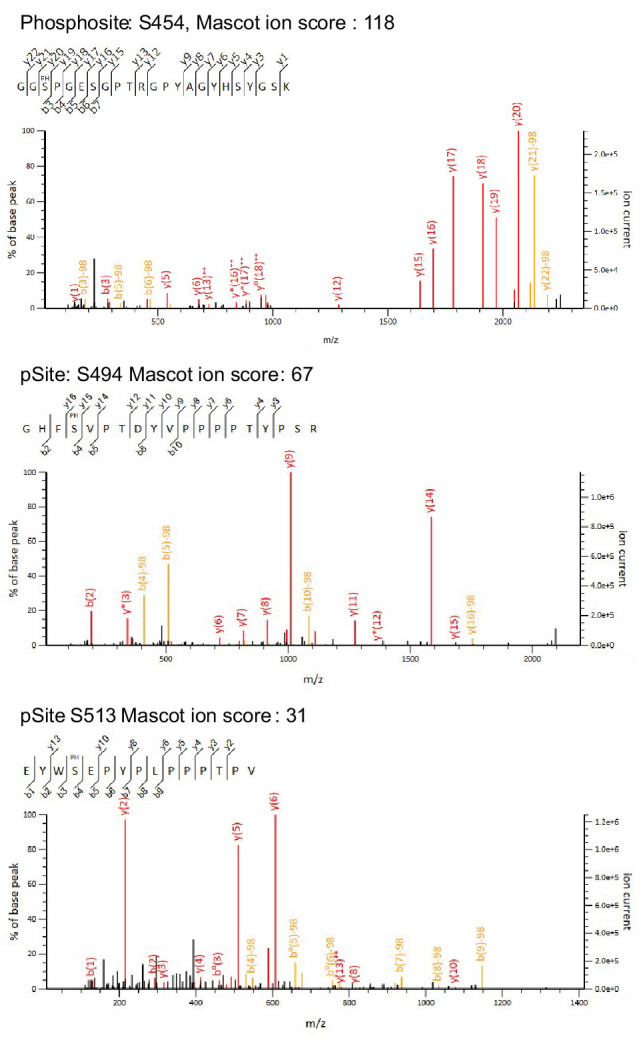
Candidate spectra of Regnase-1 phosphopeptides with confident site localization. Only quantitatively altered phosphopeptides are shown. Fragment ions containing the N-(b-type ions) or C-(y-type ions) terminus are labeled with red (without neutral loss) or orange (with neutral-loss).

**Figure 2—figure supplement 8.**
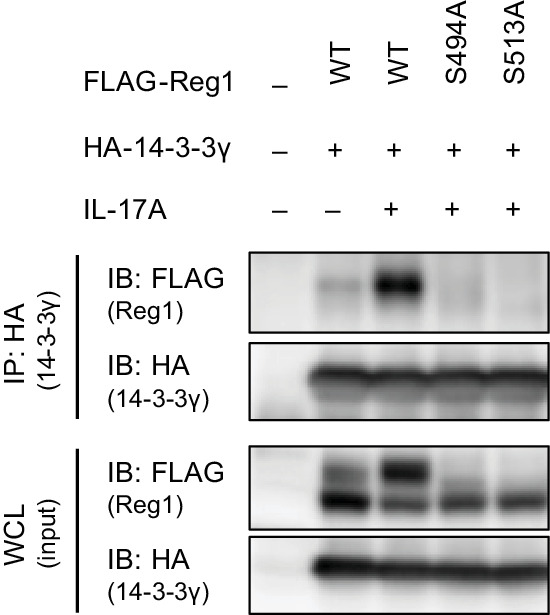
IL-17A stimulation induces Regnase-1-14-3-3 association. Immunoblot analysis of immunoprecipitates (IP: HA) and WCL from HeLa cells transiently expressing HA-14-3-3γ and FLAG-Regnase-1-WT or indicated mutants stimulated with IL-17A (50 ng/ml) for 4 hr.

We next scrutinized Regnase-1 phosphorylation sites induced by IL-1β stimulation to identify phosphorylation sites critical for the Regnase-1-14-3-3 interaction. We purified FLAG-HA-Regnase-1 from HeLa cells stimulated with or without IL-1β and identified IL-1β-inducible phosphorylation sites by LC-MS/MS (Figure 2C and Figure 2—figure supplement 2). We found that the phosphorylation at S21, S61, S62, S362, S439, S470, S494, and S513 of Regnase-1 was increased in response to IL-1β stimulation. To identify Regnase-1 phosphorylation sites responsible for binding with 14-3-3, we mutated serine residues on Regnase-1 phosphorylation sites into alanine and probed its association with 14-3-3. Among the Regnase-1-SA mutants, S494A and S513A mutants failed to be co-precipitated with 14-3-3 (Figure 2D), indicating that phosphorylation at both of S494 and S513 is necessary for the Regnase-1-14-3-3 interaction. Both phosphorylation sites harbor a pSxP sequence, which shows similarity with a known 14-3-3-binding motif, RxxpSxP, mode 1 (Yaffe et al., 1997). Noteworthy, amino acid sequences surrounding S494 and S513 are highly conserved among many species (Figure 2E–F).

We next investigated the mechanism of how Regnase-1 phosphorylation is regulated by inflammatory stimuli. In response to IL-1β or TLR ligands stimulation, MyD88 associates with IRAK kinases, IRAK1 and IRAK2, via the death domain (Gottipati et al., 2008; Wesche et al., 1997). A part of C-terminal region of IRAKs in turn interacts with TRAF6 to activate NF-κB (Ye et al., 2002). It was shown that *Irak1* and *Irak2* double deficiency abolished the phosphorylation of Regnase-1 after LPS stimulation (Iwasaki et al., 2011). We found that gene depletion of *IRAK1/2* using the CRISPR-Cas9 system in HeLa cells severely impaired the association between Regnase-1 and 14-3-3 as well as the phosphorylation of Regnase-1 in response to IL-1β stimulation (Figure 2—figure supplement 3). Reciprocally, overexpression of IRAK1 and IRAK2-induced Regnase-1-14-3-3 binding (Figure 2G). In contrast, the interaction between Regnase-1 and 14-3-3 was not induced by the expression of a kinase-inactive mutant (T209A) IRAK1 (Kollewe et al., 2004) or a deletion mutant lacking death domain (Δ1–103) of IRAK1, indicating that the Regnase-1-14-3-3 binding requires the IRAK1 kinase activity as well as recruitment to MyD88 (Figure 2H–I). Although the C-terminal 619–710 portion of IRAK1 was also required for Regnase-1-14-3-3 binding, point mutations in TRAF6 binding sites (E541/E584/E704A) (Ye et al., 2002) did not abolish the Regnase-1-14-3-3 binding (Figure 2H–I). In silico prediction suggested the presence of a C-terminal structural domain (CSD) in the 619–710 of IRAK1 (Figure 2—figure supplement 4). In the CSD of IRAK1, highly conserved amino acids, R663 and K665, are critical for the Regnase-1-14-3-3 binding (Figure 2H–I), suggesting that the CSD of IRAK1 controls Regnase-1-14-3-3 interaction irrespective of the recruitment of TRAF6. Of note, the R663/K665A mutant IRAK1 was capable of activating NF-κB (Figure 2—figure supplement 5), indicating that the IRAK1 C-terminal region has two distinct functions: NF-κB activation through TRAF6-binding sites and the induction of Regnase-1-14-3-3 interaction through the CSD.

S494 and S513 of Regnase-1 are also reported to be phosphorylated by overexpression of Act1 together with TANK-binding kinase 1 (TBK1) or IKK-i/ε, which mimics IL-17 signaling (Tanaka et al., 2019). We detected phosphorylation at S494 and S513 of Regnase-1 in IL-17A-stimulated cells as well as IL-1β-stimulated cells by LC-MS/MS (Figure 2—figure supplements 6 and 7). Furthermore, we found that IL-17A stimulation also induced Regnase-1-14-3-3 binding (Figure 2—figure supplement 8).

Collectively, these data demonstrate that the IRAK-dependent phosphorylation of Regnase-1 at S494 and S513 is necessary for the association between Regnase-1 and 14-3-3.

### βTRCP binds to 14-3-3-free Regnase-1

MyD88-dependent signaling also induces IKK-mediated phosphorylation of Regnase-1 at S435 and S439, which allows recognition of Regnase-1 by βTRCP (Iwasaki et al., 2011). With this, we examined the relationship between the association of Regnase-1 to 14-3-3 and to βTRCP. We found that Regnase-1 harboring S435A and S439A mutations permitted the interaction with 14-3-3 but failed to recruit βTRCP (Figure 3A–B). Reciprocally, the S494A or S513A mutation of Regnase-1 did not inhibit the association between Regnase-1 and βTRCP (Figure 3B), indicating that the phosphorylation of Regnase-1 at S494 or S513 or the Regnase-1-14-3-3 binding is dispensable for the Regnase-1-βTRCP association. We next compared the phosphorylation status of βTRCP-bound and 14-3-3-bound Regnase-1. Since βTRCP-mediated polyubiquitination potentially alters the molecular weight of Regnase-1, we utilized a βTRCP mutant which is unable to induce polyubiquitination due to the lack of the F-box domain (βTRCP-ΔF). Interestingly, the SDS-PAGE analysis revealed that βTRCP-ΔF-bound Regnase-1 migrated faster than 14-3-3-bound Regnase-1 (Figure 3C–D), indicating that βTRCP likely binds to 14-3-3-free Regnase-1.

**Figure 3.**
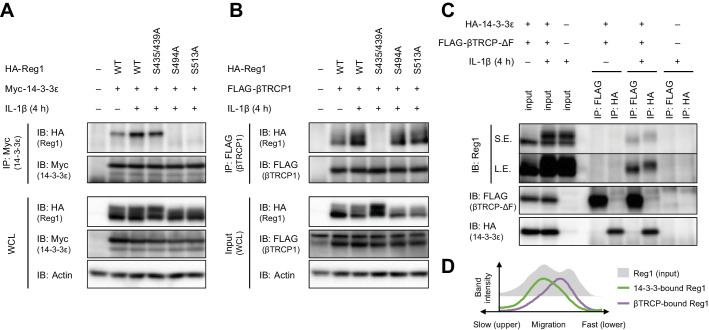
βTRCP binds to 14-3-3-free Regnase-1. (**A**) Immunoblot analysis of immunoprecipitates (IP: Myc) and WCL from HeLa cells transiently expressing Myc-14-3-3ε and HA-Regnase-1-WT or indicated mutants stimulated with IL-1β (10 ng/ml) for 4 hr. (**B**) Immunoblot analysis of immunoprecipitates (IP: FLAG) and WCL from HeLa cells transiently expressing FLAG-βTRCP1 and HA-Regnase-1-WT or indicated mutants stimulated with IL-1β (10 ng/ml) for 4 hr. (**C**) Immunoblot analysis of immunoprecipitates (IP: FLAG or HA) and WCL from HeLa cells transiently expressing FLAG-βTRCP-ΔF and HA-14-3-3ε stimulated with IL-1β (10 ng/ml) for 4 hr. S.E.: short exposure, L.E.: long exposure. (**D**) The intensity of Regnase-1-bands in (**C**).

These results demonstrate that the binding of Regnase-1 to 14-3-3 and βTRCP occurs independently although IL-1β stimulation simultaneously induces phosphorylation of Regnase-1 at S494 and S513 as well as S435 and S439. In addition, 14-3-3 inhibits the Regnase-1-βTRCP binding.

### The S513A mutation destabilizes Regnase-1 protein without affecting target mRNA abundance

To evaluate the functional roles of Regnase-1-14-3-3 interaction, we generated *Zc3h12a*^S513A/S513A^ knock-in mice (Figure 4—figure supplement 1). *Zc3h12a*^S513A/S513A^ mice did not show gross abnormality, nor did they exhibit alteration in the numbers of T, B cells or macrophages (data not shown). We stimulated mouse embryonic fibroblasts (MEFs) derived from *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ mice with IL-1β and checked Regnase-1 expression (Figure 4A). Immunoblot analysis revealed that Regnase-1 was degraded 30 min after stimulation in both WT and S513A mutant MEFs. Following this, Regnase-1 levels increased in WT MEFs at 2 and 4 hr after stimulation (Figure 4A). Notably, most of the newly synthesized Regnase-1 showed slow migration, consistent with the immunoprecipitation experiment using HeLa cells or RAW264.7 cells shown in Figure 1C and D. On the other hand, the slowly migrating Regnase-1 band did not appear in *Zc3h12a*^S513A/S513A^ MEFs after IL-1β stimulation. Interestingly, the amount of Regnase-1 at lower bands, which are not the binding target of 14-3-3 (Figure 2A), was comparable between WT and *Zc3h12a*^S513A/S513A^ at corresponding time points. Consequently, total Regnase-1 protein expression was severely reduced in *Zc3h12a*^S513A/S513A^ MEFs compared with WT after IL-1β stimulation (Figure 4A). Similar results were also obtained when bone marrow-derived macrophages (BMDMs) and thioglycollate-elicited peritoneal exudate cells (PECs) derived from *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ mice were stimulated with LPS (Figure 4B–C). Nevertheless, *Zc3h12a* mRNA levels were comparable between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ cells (Figure 4D–F), suggesting that S513A mutation affects the protein stability of Regnase-1. To address this, we examined the kinetics of Regnase-1 degradation following LPS stimulation by treating cells with cycloheximide (CHX). Indeed, Regnase-1-S513A was more rapidly degraded than Regnase-1-WT in PECs after LPS stimulation (Figure 4—figure supplement 2). Furthermore, treatment of *Zc3h12a*^S513A/S513A^ PECs with MG-132, a proteasome inhibitor, resulted in the increase of smearing in the band patterns of Regnase-1 in LPS-stimulated cells (Figure 4C), possibly due to the inhibition of degradation of polyubiquitinated Regnase-1. These data indicate that the phosphorylation of Regnase-1 at S513 stabilizes Regnase-1 protein after IL-1β or LPS stimulation by binding with 14-3-3.

**Figure 4.**
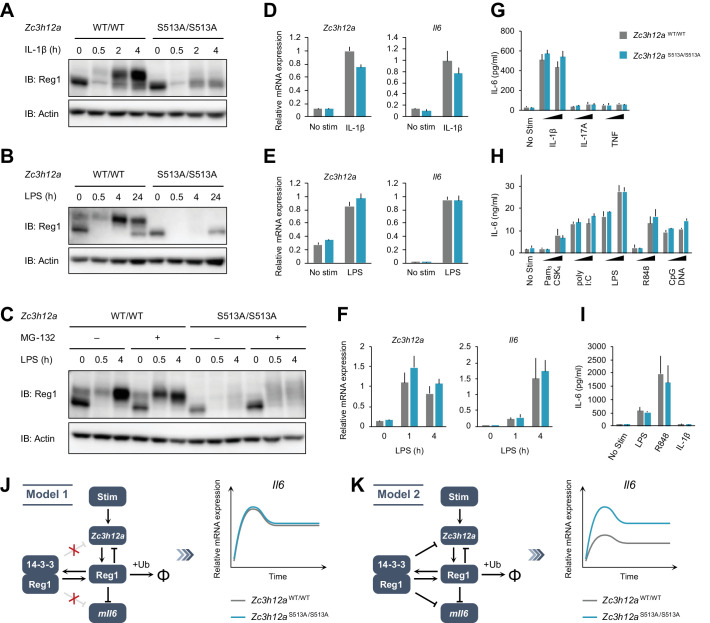
The S513A mutation destabilizes Regnase-1 protein but does not affect target mRNA abundance. (**A**–**C**) Immunoblot analysis of *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ MEFs stimulated with IL-1β (10 ng/ml) (**A**), BMDMs stimulated with LPS (100 ng/ml) (**B**), and thioglycollate-elicited PECs stimulated with LPS (100 ng/ml) (**C**) for indicated time. PECs were pretreated with MG-132 (5 μM) 2 hr before the stimulation. (**D**)-(**F**) mRNA expression of *Zc3h12a* and *Il6* in *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ MEFs stimulated with IL-1β (10 ng/ml) for 4 hr (**D**), BMDMs stimulated with LPS (100 ng/ml) for 4 hr (**E**), and thioglycollate-elicited PECs stimulated with LPS (100 ng/ml) for indicated time (**F**). (**G**)-(**I**) IL-6 secretion in *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ MEFs stimulated with IL-1β (10 ng/ml), IL-17A (50 ng/ml), or TNF (10 ng/ml) for 24 hr (**G**), BMDMs stimulated with Pam_3_CSK_4_ (1 or 10 ng/ml), poly I:C (10 or 100 μg/ml), LPS (10 or 100 ng/ml), R848 (10 or 100 nM), or CpG DNA (0.1 or 1 μM) for 24 hr (**H**), and thioglycollate-elicited PECs stimulated with LPS (100 ng/ml), R848 (100 nM), or IL-1β (10 ng/ml) for 24 hr (**I**). (**J**) Schematic representation of Model 1 in which 14-3-3-bound Regnase-1 does not have the function of degrading its target mRNAs. This model could explain the experimental observations. (**K**) Schematic representation of Model 2 in which 14-3-3-bound Regnase-1 maintains some ability to degrade its target mRNAs. This model is not consistent with the experimental observations. In (**D**)-(**I**), bars represent mean values of biological replicates (*n* = 3), and error bars represent standard deviation. Data is representative of two independent experiments, each with three biological replicates.

**Figure 4—figure supplement 1.**
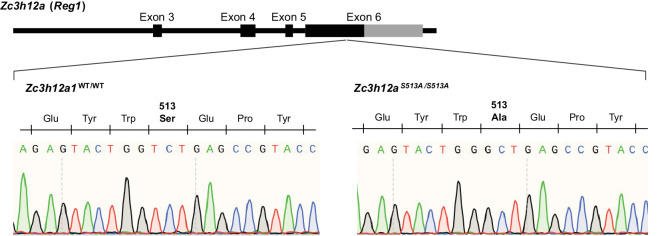
Schematic illustration of *Zc3h12a* gene in mice. The result of Sanger sequencing around S513 of Regnase-1 are shown below.

**Figure 4—figure supplement 2.**
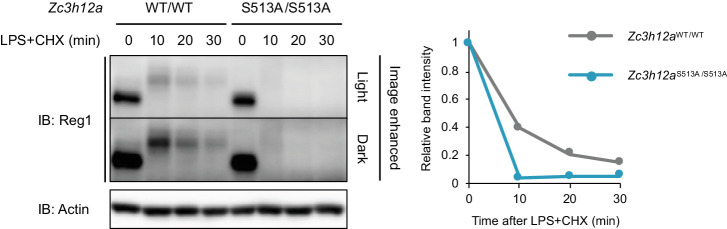
The protein stability of Regnase-1-WT and S513A. Immunoblot analysis of *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ thioglycollate-elicited PECs treated with LPS (100 ng/ml) and CHX (100 μg/ml) for indicated time. CHX and LPS were added at the same time.

**Figure 4—figure supplement 3.**
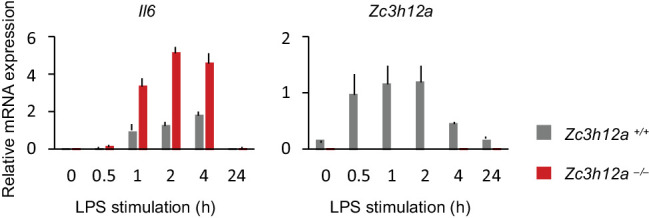
*Il6* expression in *Zc3h12a*^–/–^ PECs mRNA expression of *Il6* and *Zc3h12a* in *Zc3h12a*^WT/WT^ and *Zc3h12a*^–/–^ thioglycollate-elicited PECs stimulated with LPS (100 ng/ml) for indicated time. Bars represent mean values of biological replicates (*n* = 3), and error bars represent standard deviation.

**Figure 4—figure supplement 4.**
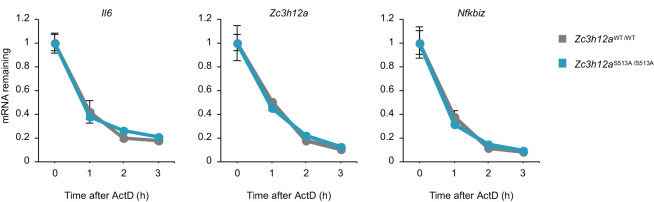
The stability of Regnase-1 target mRNAs. The remaining mRNA levels of indicated genes in *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ MEFs. Actinomycin D (ActD, 10 μg/ml) was added after 4 hr stimulation with IL-1β (10 ng/ml). Dots represent mean values of biological replicates (*n* = 3), and error bars represent standard deviation.

**Figure 4—figure supplement 5.**
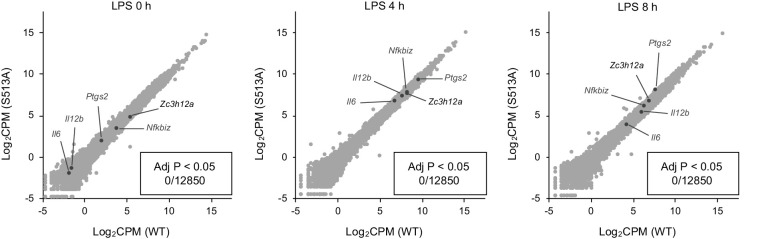
S513A mutation of Regnase-1 does not affect gene expression. Transcriptome analysis of *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ thioglycollate-elicited PECs stimulated with LPS (100 ng/ml) for indicated time. Several known Regnase-1 target transcripts are annotated. None of transcripts shows significant (adjusted p value < 0.05) difference between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^.

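RNA was sequenced from thioglycollate-elicited PECs, the cells that collect in the peritoneal cavity after injection of an irritant, from WT and *Zc3h12a* S513A/S513A (S513A) mice. The cells were left unstimulated (0 hr) or were stimulated with LPS, a bacterial cell wall component, at 100 ng/ml for 4 or 8 hr, and each of the 6 groups had 2 libraries. The authors mapped the reads to the mouse genome as unstranded and counted them on genes. The paper does not state the strand setting of the counting. The deposited values are log2 CPM, the unit of Figure 4—figure supplement 5, computed after 0.5 read was added to each count, with a library size adjusted by a normalization factor per library. Multiplying each value back by that size gave a whole number of reads for every gene and library, with a largest departure of 0.00156 read. The number of reads counted on the listed genes was 12439960 and 11464468 in the WT libraries at 0 hr, 12381047 and 11176647 at 4 hr, and 10712083 and 11097835 at 8 hr. In the S513A libraries it was 10769208 and 11187000 at 0 hr, 10930502 and 9812085 at 4 hr, and 11213135 and 9525979 at 8 hr. Each S513A group was compared with the WT group of the same time point in a single limma model of all 12 libraries with a mean per group. The prior spread in that model followed the mean log2 CPM, and p values were two-sided and adjusted by the Benjamini-Hochberg method. The test covered the 11885 genes with at least 1 CPM in at least 2 libraries. The paper's text does not name the test behind its adjusted p values. The median standard error of a log2 fold change was 0.18 at a single time point. The SD of the log2 difference between replicates, over 8353 genes with a mean log2 CPM of at least 3, was 0.22 in WT and 0.16 in S513A cells at 0 hr. At 4 hr it was 0.40 in WT and 0.29 in S513A cells, and at 8 hr it was 0.16 and 0.34.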

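*Il6* (Entrez gene 16193) lies on chromosome 5 of GRCm38 from 30013114 to 30019975. Before stimulation, 8 and 1 reads were counted on *Il6* in the WT libraries and 3 in each S513A library, so no fold change is given at 0 hr. At 4 hr, the log2 CPM of *Il6* was 6.64 ± 0.37 (SD, n = 2) in WT and 7.00 ± 0.52 (SD, n = 2) in S513A PECs. The difference of 0.36 had a standard error of 0.61 and a 95% confidence interval from -0.99 to 1.70 (limma, Benjamini-Hochberg adjusted p = 0.805). At 8 hr, *Il6* was at 4.12 ± 0.25 (SD, n = 2) in WT and 4.11 ± 0.67 (SD, n = 2) in S513A PECs. That difference lay within the replicate spread, with a confidence interval from -1.35 to 1.34 (limma adjusted p = 0.999). *Zc3h12a* (Entrez gene 230738; chromosome 4, 125118414 to 125127881) encodes Regnase-1. Its log2 CPM at 0 hr was 5.29 ± 0.13 (SD, n = 2) in WT and 5.04 ± 0.07 (SD, n = 2) in S513A PECs, a log2 fold change of -0.25 (limma adjusted p = 0.586). The log2 fold change of *Zc3h12a* was -0.08 at 4 hr (limma adjusted p = 0.761) and 0.21 at 8 hr (limma adjusted p = 0.43). *Ptgs2* (Entrez gene 19225; chromosome 1, 150100031 to 150108234) had the largest difference of these 5 genes at 8 hr, with a log2 CPM of 7.58 ± 0.18 (SD, n = 2) in WT and 8.37 ± 0.02 (SD, n = 2) in S513A PECs. Both S513A libraries lay above both WT libraries, and the log2 fold change was 0.79 (standard error 0.20, limma adjusted p = 0.395 over all genes tested and 0.0265 when adjusted over the list alone). *Nfkbiz* (Entrez gene 80859; chromosome 16, 55811375 to 55838954) had log2 fold changes of -0.13 at 0 hr, -0.01 at 4 hr and 0.21 at 8 hr. *Il12b* (Entrez gene 16160; chromosome 11, 44400063 to 44414677) had log2 fold changes of 0.07 at 4 hr and -0.19 at 8 hr, and 3 to 6 reads per library at 0 hr. At a single time point, these 5 genes had limma adjusted p values of 0.395 or more.
A list of 10 Regnase-1 targets joins these 5 genes with *Cxcl1*, *Cxcl2*, *Cxcl3*, *Mafk* and *Nfkbid*, the mouse genes with the names of human transcripts marked as binding targets in Figure 5—figure supplement 2, which used HeLa cells. None of the 10 passed an adjusted p of 0.05 over all genes tested at 0, 4 or 8 hr, while 3, 2 and 3 of them had an unadjusted p under 0.05. When adjusted over the list alone, 1 gene passed at 0 hr, 0 at 4 hr and 1 at 8 hr, and 2 passed in the mean of the 3 time points. In that mean, 1 of the 10, *Cxcl2*, also passed over all genes tested (limma adjusted p = 0.0465). The gene that passed at 0 hr was *Cxcl2*, with a log2 fold change of 0.74 (limma adjusted p = 0.000785 over the list alone and 0.155 over all genes). The median log2 fold change of the list was 0.16 at 0 hr, 0.05 at 4 hr, 0.21 at 8 hr and 0.14 in the mean of the time points, against medians of 0.0055, 0.0068, 0.011 and 0.0066 over all genes. Without *Il6*, which was at the floor of 3 reads in the S513A libraries, the median at 0 hr was 0.11 over 9 genes. With limma's camera set test at a preset correlation of 0.01, the adjusted p was 0.132 at 0 hr, 0.243 at 4 hr, 0.0261 at 8 hr and 0.0045 in the mean. Neither of the last 2 calls held under fry (adjusted p = 0.246 for both) or with the correlation estimated from the data (adjusted p = 0.36 for both). Without WT replicate 2 of 0 hr, the median in the mean of the time points was 0.017 and the adjusted p of camera 0.0504. At 0 hr, the median was 0.51 without WT replicate 1 and -0.06 without WT replicate 2. At 4 hr, it was 0.14 without S513A replicate 1 and 0.0058 without S513A replicate 2, and at 8 hr it ran from 0.18 to 0.26.

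**Figure D1:**
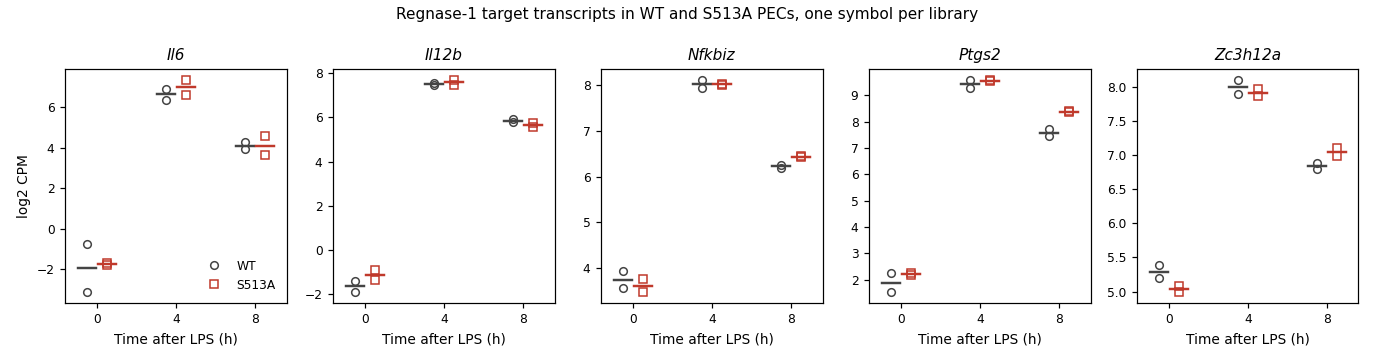
Log2 CPM of the 5 annotated transcripts in WT (circles) and S513A (squares) PECs against hours after LPS; each symbol is 1 library and each bar the mean of 2. The S513A symbols of *Ptgs2* at 8 hr sit above the WT symbols, while those of *Il6* at 4 and 8 hr overlap the WT range.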

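At 0 hr, 4 genes passed an adjusted p of 0.05, all higher in S513A PECs, at 4 hr 2 genes passed, both higher, and at 8 hr 4 genes passed, of which 2 were higher and 2 lower. An unadjusted p under 0.05 was obtained for 949, 833 and 1487 of the 11885 genes at 0, 4 and 8 hr. A model of only the 4 libraries of the time point called 693, 0 and 1 genes at 0, 4 and 8 hr, and moved the count at 0 hr more than the other choices did. At 4 hr, the stricter filter and the prior without a trend also called 0 genes. With a factor estimated from the differences between replicates as a term, an alternative chosen after seeing the data, 7, 4 and 11 genes were called at 0, 4 and 8 hr. On simulated libraries without any difference between genotypes, at least 1 gene was called in 50 of 100 draws at 0 hr, 9 at 4 hr and 8 at 8 hr, and the largest number called was 4, 1 and 2 genes. As many genes as in the PECs were called in 1 of the draws at 0 hr and in 0 at 4 and 8 hr. The draws took genes as independent and left out any factor shared by libraries. They do not bound the calls that such a factor gives.
*G530011O06Rik* (Entrez gene 654820), a long non-coding RNA on chromosome X of GRCm38 from 169975043 to 169978917, was called at every time point. Its log2 CPM at 0 hr was -1.31 ± 0.10 (SD, n = 2) in WT and 1.65 ± 0.70 (SD, n = 2) in S513A PECs. The log2 fold change of 2.96 (standard error 0.34, limma adjusted p = 0.0168) was followed by 3.08 at 4 hr (limma adjusted p = 0.0291) and 3.37 at 8 hr (limma adjusted p = 0.00755). It was counted 5 to 11 times in a WT library and 26 to 111 times in an S513A library, within the bounds of *Mid1*, and reads mapped as unstranded do not by themselves separate these genes. Its call was lost at 0 hr with a further pseudocount of 1 or without a trend in the prior (limma adjusted p = 0.13 and 0.0812). At 4 hr it was lost without a trend (limma adjusted p = 0.0609) and in the model of 4 libraries (0.109), and at 8 hr in the model of 4 libraries (0.0511). The stricter filter left this gene out. *Cdc42bpg* (Entrez gene 240505; chromosome 19, 6306253 to 6325653), which encodes a protein kinase, was also called at every time point in the model of all libraries. Its log2 CPM at 8 hr was 3.82 ± 0.15 (SD, n = 2) in WT and 6.04 ± 0.19 (SD, n = 2) in S513A PECs. The log2 fold change of *Cdc42bpg* was 1.73 at 0 hr, 1.85 at 4 hr and 2.22 at 8 hr (limma adjusted p = 0.0389, 0.0408 and 0.00755). At 0 hr its call was lost with the stricter filter, the further pseudocount, the replicate block and no trend (limma adjusted p = 0.0625, 0.0755, 0.119 and 0.203). At 4 hr it was lost with the stricter filter, the replicate block, no trend and the model of 4 libraries (limma adjusted p = 0.102, 0.134, 0.334 and 0.535). *Gbp5* (Entrez gene 229898; chromosome 3, 142496934 to 142522344) was called at 0 hr only, with a log2 fold change of 1.17 (limma adjusted p = 0.0168) followed by 0.45 and 0.57 at 4 and 8 hr, a change over time that did not pass the interaction test (limma adjusted p = 1.00 at 4 hr and 0.193 at 8 hr). The call of *Gbp5* at 0 hr was lost with the further pseudocount and without a trend (limma adjusted p = 0.0805 and 0.12). Among alternatives chosen after seeing the data, voom weights lost the calls of *G530011O06Rik*, *Cdc42bpg* and *Gbp5* at 0 hr (limma adjusted p = 0.528, 0.0917 and 0.528) and those of *G530011O06Rik* at 4 and 8 hr (0.0974 and 0.0977). One weight per group lost the calls of *G530011O06Rik* and *Cdc42bpg* at 4 hr (limma adjusted p = 0.593 for both). *Cxcl13* (Entrez gene 55985; chromosome 5, 95956939 to 95961068) fell by 2.56 on the log2 scale at 8 hr (limma adjusted p = 0.0119), with log2 fold changes of -1.33 at 0 hr and -1.69 at 4 hr that did not pass (limma adjusted p = 0.586 and 0.469). In the model of 4 libraries, *Cxcl13* passed at 0 hr (limma adjusted p = 0.0403) and did not at 8 hr (0.188), and it did not pass at 8 hr with voom weights (0.222). The remaining gene called at 0 hr was *Ccl5*, with a log2 fold change of 1.14 (limma adjusted p = 0.0168), and the remaining gene called at 8 hr was *Phlda3*, with -1.22 (limma adjusted p = 0.0256). The call of *Ccl5* was lost with the further pseudocount, without a trend and with voom weights, which each called 0 genes at 0 hr. That of *Phlda3* was lost in the model of 4 libraries, where *Cdc42bpg* was the only gene called at 8 hr. *Ccl5* and *Phlda3* were chosen for naming after their values were seen. In each of these comparisons, both S513A libraries lay on one side of both WT libraries.

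**Figure D2:**
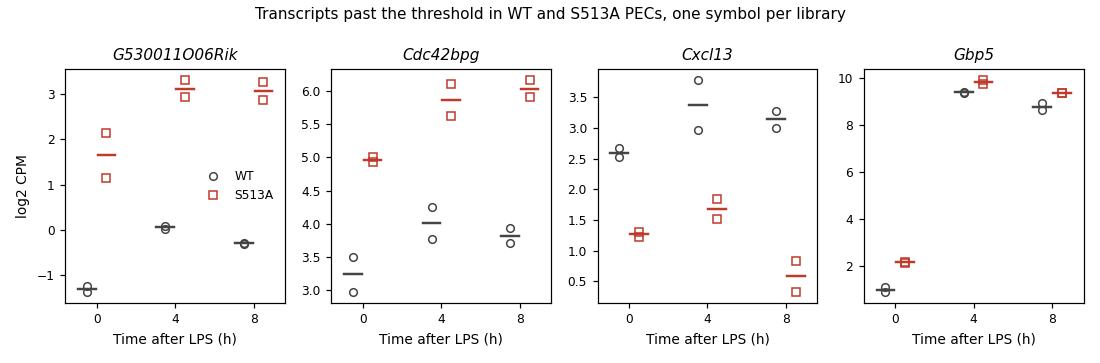
Log2 CPM of *G530011O06Rik*, *Cdc42bpg*, *Cxcl13* and *Gbp5* in WT (circles) and S513A (squares) PECs against hours after LPS; each symbol is 1 library and each bar the mean of 2. The S513A libraries lie above WT for *G530011O06Rik*, *Cdc42bpg* and *Gbp5* and below WT for *Cxcl13*.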

We next checked whether the altered Regnase-1 expression by the S513A mutation affects Regnase-1-mediated mRNA decay. Despite the huge difference in Regnase-1 expression, the expression of *Il6*, a transcript degraded by Regnase-1 (Figure 4—figure supplement 3), was comparable between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ cells (Figure 4D–I). In addition, the stability of Regnase-1 target mRNAs including *Il6*, *Zc3h12a*, and *Nfkbiz* was equivalent between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ cells (Figure 4—figure supplement 4). Furthermore, even when we analyzed gene expression profile comparing *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ macrophages by an RNA-seq analysis (Figure 4—figure supplement 5), we did not identify any differentially expressed genes (adj p<0.05) between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ macrophages irrespective of the stimulation with LPS.

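Averaged over the 3 time points, with 6 libraries of each genotype, 8 genes passed an adjusted p of 0.05 between S513A and WT PECs. Of these, 5 were higher and 3 lower in S513A cells. An unadjusted p under 0.05 was obtained for 798 genes. The paper does not state how many mice gave these libraries. Libraries of the same genotype and replicate number may share a mouse and not be independent. In 100 simulated sets without any difference, the averaged comparison called at most 1 gene. These sets drew genes independently, with the same spread in all groups and no factor shared by libraries. They therefore cannot show how many calls such a factor gives. Among 100 ways of splitting the 12 libraries 2 against 2 at each time point, the genotypes included, 1 other split called 3371 genes. No other split called any. Splits that mix the genotypes at a time point put their difference into the residual spread, which lowers the calls. A factor that holds 67.6% of the variance between replicates was found in these libraries. The averaged log2 fold change was 3.14 for *G530011O06Rik*, which overlaps *Mid1* (limma adjusted p = 0.000107), 1.93 for *Cdc42bpg* (limma adjusted p = 0.00013) and -1.86 for *Cxcl13* (limma adjusted p = 0.00129). Each S513A library of these 3 genes lay beyond both WT libraries of its time point. The other 5 genes were *Gbp5*, *Ccl5* and *Cxcl2*, with log2 fold changes of 0.73, 0.53 and 0.49, and *Phlda3* and *Vsig8*, with -0.63 and -0.56. They were named after their values were seen, and their limma adjusted p values were 0.00294 for *Gbp5* and 0.0465 for each of the others, of which *Cxcl2* belongs to the list of Regnase-1 targets. For *Ccl5*, most of the mean came from 0 hr, with log2 fold changes of 1.14, 0.33 and 0.13 at 0, 4 and 8 hr and overlapping libraries at 8 hr. For *Phlda3*, most came from 8 hr, with -0.29, -0.39 and -1.22. When libraries of the same genotype and replicate number were treated as correlated, 4 genes were called, namely *G530011O06Rik*, *Cdc42bpg*, *Cxcl13* and *Gbp5*. That fit used a consensus correlation of 0.0455 for all genes. It may be too low for *G530011O06Rik* and *Cdc42bpg*, which were higher in S513A replicate 1 than in replicate 2 at each time point. With 1 library left out at a time, *G530011O06Rik*, *Cdc42bpg*, *Cxcl13* and *Gbp5* stayed past the threshold in all 12 fits. The number of called genes was 12 without WT 4 hr replicate 1. It was 5 without either S513A 0 hr library and 4 without WT 0 hr replicate 2, either WT 8 hr library, either S513A 4 hr library or S513A 8 hr replicate 2.
In the test of whether the response to LPS differed between genotypes, 0 genes passed at 4 hr, where 144 (1.2%) had an unadjusted p under 0.05. At 8 hr 0 genes passed as well (smallest limma adjusted p = 0.193), but 2405 (20.2%) had an unadjusted p under 0.05. Across genes, the interaction had r = 0.18 at 4 hr and 0.90 at 8 hr with the loadings of the factor shared by replicates, estimated from the 4 and 8 hr libraries. With that factor as a term, an alternative chosen after seeing the data, 0 genes passed at either time, and 488 and 525 had an unadjusted p under 0.05. The share of changed genes that this interaction test recovers was not simulated, and its median standard error of 0.26 was larger than that of a single time point. LPS itself changed 4906 genes in WT and 5137 in S513A PECs at 4 hr, of which 4323 were called in both genotypes and 1 of these in opposite directions. At 8 hr it changed 4079 genes in WT and 4744 in S513A PECs, of which 2803 were called in both and 9 of these in opposite directions. Simulated libraries had the depth and per-gene spread of these PECs, with 200 genes changed between genotypes. Genes were drawn independently, and no factor shared by libraries was included. For a 2-fold change, 78% of the changed genes were called at 0 hr, 76% at 4 hr and 77.5% at 8 hr. Unchanged genes called there numbered 18, 10 and 5. For a 1.5-fold change, 15.5%, 19.5% and 22.5% were called, with 5, 2 and 5 unchanged genes. The averaged comparison called 75% for that change, with 4 unchanged genes. Each fold change was simulated in a single set. From its comparison of the RNA-seq profiles, the paper states that no gene was differentially expressed between the genotypes with or without LPS (Figure 4—figure supplement 5).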

To examine the mechanisms underlying these observations, we developed two mathematical models based on our previous studies (see Materials and methods) (Iwasaki et al., 2011; Mino et al., 2019). The first model (Model 1) assumes that 14-3-3-bound Regnase-1 is unable to degrade its target mRNAs (Figure 4J). The second model (Model 2) assumes that Regnase-1 binding with 14-3-3 maintains its ability to degrade its target mRNAs to a certain extent (Figure 4K). Mathematical analysis showed that in Model 2, the abundance of the *Il6* mRNAs should be different between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ cells under the condition that the amount of 14-3-3-free Regnase-1 protein (lower bands in Figure 4A–C) is comparable between them. Our observations that the abundance of the target mRNAs did not differ between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ cells in the late phase of stimulation is inconsistent with Model 2, suggesting that Regnase-1 is inactivated upon binding to 14-3-3.

These results imply that the phosphorylation at S513 and the following association with 14-3-3 nullifies Regnase-1’s ability in degrading target mRNAs, although it stabilizes and significantly upregulates the abundance of Regnase-1.

### 14-3-3 inactivates Regnase-1 by inhibiting Regnase-1-RNA binding

The mathematical analysis suggests that 14-3-3-bound Regnase-1 is inactive as the S513A mutation failed to affect *Il6* expression in MEFs or macrophages. To examine if this comparable *Il6* expression was due to increased degradation of Regnase-1-S513A protein via βTRCP, we further mutated βTRCP-recognition sites, S435 and S439, to alanine in Regnase-1-S513A (Regnase-1-S435/439/513A). As shown in Figure 5A, the Regnase-1-S435/439/513A mutant was more abundantly expressed than Regnase-1-S513A after IL-1β stimulation, indicating that Regnase-1-S513A is degraded via the association with βTRCP. It is noteworthy that most of Regnase-1-S435/439/513A showed fast migration, whereas the majority of Regnase-1-S435/439A migrated slowly in response to the stimulation. To verify if 14-3-3-bound Regnase-1 is functional or not, we assessed the target mRNA suppression activity of each mutant by checking the expression of *Il6* co-transfected with Regnase-1. Regnase-1-S435/439/513A was more potent in suppressing *Il6* expression compared to WT or other SA mutants, S513A and S435/439A, in response to IL-1β stimulation (Figure 5B). These results indicate that IL-1β stimulation regulates the activity of Regnase-1 by two independent mechanisms via 14-3-3 and βTRCP, respectively.

**Figure 5.**
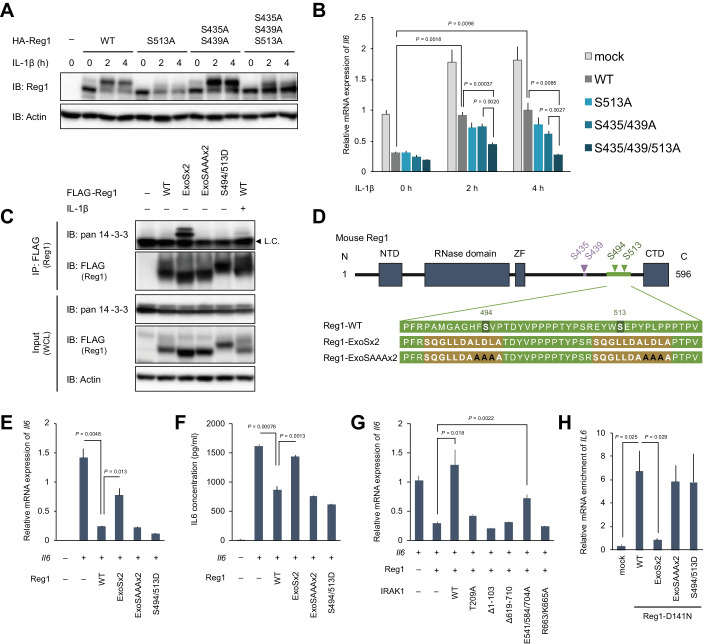
14-3-3 bound to phospho-S494 and S513 inactivates Regnase-1 by inhibiting Regnase-1-mRNA binding. (**A**) Immunoblot analysis of *ZC3H12A*-KO HeLa cells transiently expressing Regnase-1-WT or indicated mutants. Cells were stimulated with IL-1β (10 ng/ml) for indicated time. (**B**) mRNA expression of *Il6* in HeLa cells transiently expressing Regnase-1-WT or indicated mutants together with *Il6*. Cells were stimulated with IL-1β (10 ng/ml) for indicated time. (**C**) Immunoblot analysis of immunoprecipitates (IP: FLAG) and WCL from HeLa cells transiently expressing FLAG-Regnase-1-WT or indicated mutants. For the IL-1β stimulation, cells were stimulated with IL-1β (10 ng/ml) for 4 hr. L.C.: light chain. (**D**) Schematic illustration of Regnase-1 and the amino acid sequences of Regnase-1-WT, -ExoSx2, and ExoSAAAx2. NTD: N-terminal domain, ZF: Zinc finger domain, CTD: C-terminal domain. (**E**) mRNA expression of *Il6* in HeLa cells transiently expressing Regnase-1-WT or indicated mutants together with *Il6*. (**F**) Secreted IL6 concentration in (**E**). (**G**) mRNA expression of *Il6* in HeLa cells transiently expressing Regnase-1-WT and IRAK1-WT or indicated mutants together with *Il6*. (**H**) The amount of *IL6* mRNAs immunoprecipitated with FLAG-Regnase-1-D141N or other indicated mutants in HeLa cells. In (**B**), (**E**)-(**H**), bars represent mean values of biological replicates (*n* = 3), and error bars represent standard deviation. p-Values were calculated using unpaired, two-sided t-test. Data is representative of two independent experiments, each with three biological replicates.

**Figure 5—figure supplement 1.**
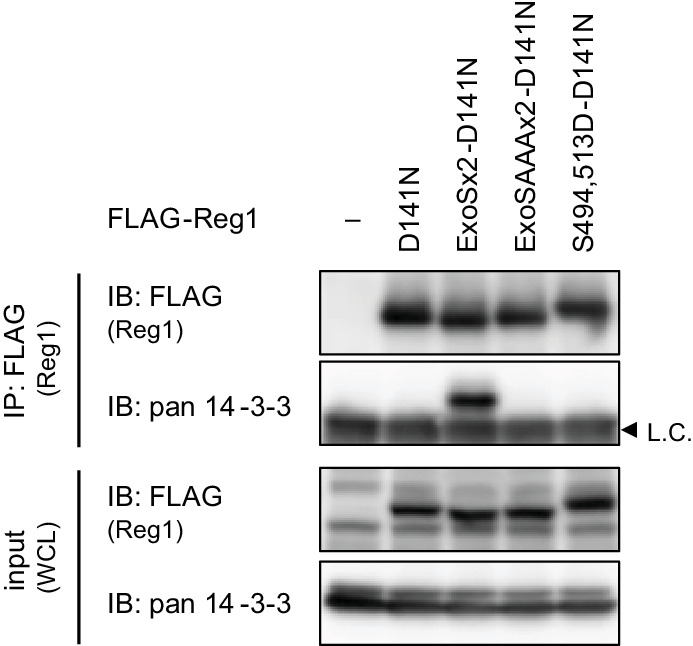
Regnase-1-ExoSx2-D141N binds to 14-3-3. Immunoblot analysis of immunoprecipitates (IP: FLAG) and WCL from HeLa cells transiently expressing FLAG-Regnase-1-D141N or indicated mutants. L.C.: light chain.

**Figure 5—figure supplement 2.**
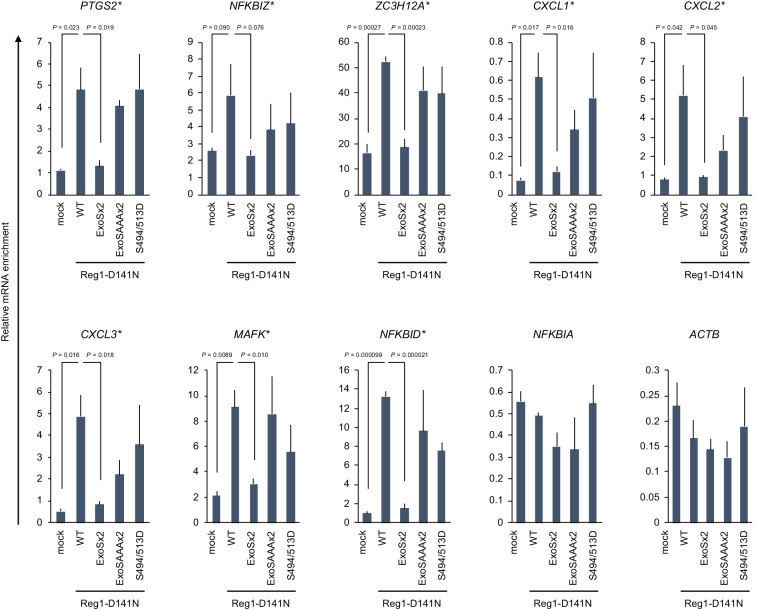
Regnase-1-ExoSx2-D141N failed to bind to target mRNAs. The amount of mRNAs immunoprecipitated with FLAG-Regnase-1-D141N or other indicated mutants in HeLa cells. The binding targets of Regnase-1 are denoted with *. Bars represent mean values of biological replicates (n=3), and error bars represent standard deviation. p-Values were calculated using unpaired, two-sided t-test.

To further examine the mechanism of how 14-3-3 inactivates Regnase-1, we attempted to generate a Regnase-1 mutant which constitutively binds to 14-3-3 even without stimulation. We generated a phospho-mimic mutant of Regnase-1 (S494D/S513D). However, this mutant failed to bind 14-3-3 (Figure 5C), indicating that the phosphate moiety, but not negative charge, is recognized by 14-3-3. Then we utilized a sequence of Exoenzyme S (ExoS), which is a bacterial protein derived from *Pseudomonas aeruginosa* and is known to bind to 14-3-3 without phosphorylation (Fu et al., 1993; Karlberg et al., 2018; Masters et al., 1999). The 22 amino acids of Regnase-1 covering S494 and S513 were substituted with two ExoS (419-429) sequences (Figure 5D). As a control, we additionally mutated Regnase-1-ExoSx2 by substituting its core sequences for 14-3-3 binding (L426, D427, and L428) with alanine residues (Regnase-1-ExoSAAAx2) (Ottmann et al., 2007; Yasmin et al., 2006). We observed that Regnase-1-ExoSx2, but not Regnase-1-ExoSAAAx2, interacted with endogenous 14-3-3 without any stimulation (Figure 5C). Using these mutants, we investigated whether 14-3-3 binding alters the activity of Regnase-1 to suppress *Il6* expression. Consistent with its 14-3-3 binding capacity, Regnase-1-ExoSx2, but not Regnase-1-ExoSAAAx2 and -S494D/S513D, lost the activity to inhibit *Il6* expression (Figure 5E). Furthermore, the production of IL-6 protein was similarly inhibited depending on the capacity of Regnase-1 to bind 14-3-3 (Figure 5F). In addition, Regnase-1-mediated suppression of *Il6* expression was impaired by the overexpression of IRAK1-WT and E541/E584/E704A mutants, both of which induce Regnase-1-14-3-3 association (Figure 5G). On the other hand, IRAK1 mutants that failed to induce the Regnase-1-14-3-3 association (T209A, Δ1–103, Δ619–710, and R663/K665A) did not affect the activity of Regnase-1.

We next examined how 14-3-3 inhibits the activity of Regnase-1 by investigating Regnase-1-mRNA binding activity using various Regnase-1 mutants in HeLa cells. To stabilize Regnase-1-RNA binding, we generated a nuclease inactive version of Regnase-1 by introducing the D141N mutation to each of Regnase-1 mutant (Matsushita et al., 2009; Figure 5—figure supplement 1). As shown in Figure 5H, forced interaction of Regnase-1-D141N with 14-3-3 by the ExoSx2 mutation in HeLa cells abrogated the binding with *IL6* mRNA, whereas *IL6* was co-precipitated with Regnase-1-D141N, -ExoSAAAx2-D141N and -S494D/S513D-D141N (Figure 5H). In addition to *IL6*, Regnase-1-ExoSx2 failed to bind to other reported target mRNAs such as *NFKBIZ*, *PTGS2*, and CXC chemokines (Figure 5—figure supplement 2). Collectively, these data demonstrate that 14-3-3 inhibits Regnase-1-mRNA binding, thereby abrogating Regnase-1-mediated mRNA degradation.

### 14-3-3 inhibits nuclear import of Regnase-1

We have previously shown that Regnase-1 interacts with CBP80-bound, but not eIF4E-bound, mRNAs (Mino et al., 2019), indicating that Regnase-1 degrades mRNAs immediately after the export from the nucleus to the cytoplasm (Maquat et al., 2010; Müller-McNicoll and Neugebauer, 2013). Although Regnase-1 mainly localizes in the cytoplasm (Mino et al., 2015), we hypothesized Regnase-1 shuttles between the nucleus and the cytoplasm to recognize its target mRNAs in association with their nuclear export. To test this hypothesis, we examined the subcellular localization of Regnase-1 following the treatment with Leptomycin B (LMB), which inhibits CRM1 (also known as Exportin-1)-mediated protein export from the nucleus to the cytoplasm (Yashiroda and Yoshida, 2003). Although Regnase-1 localized in the cytoplasm in the steady state condition, LMB treatment induced rapid accumulation of Regnase-1 in the nucleus within 30 min (Figure 6A). These results suggest that Regnase-1 dynamically changes its localization between the cytoplasm and the nucleus. Given that Regnase-1 dominantly localizes in the cytoplasm in the steady state conditions, the frequency of its nuclear export seems to be higher than its nuclear import.

**Figure 6.**
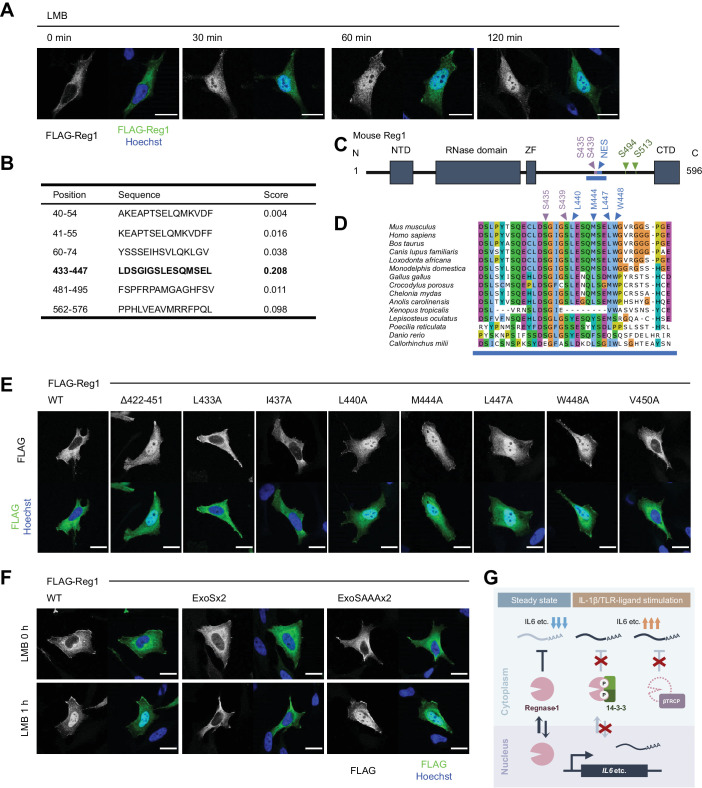
14-3-3 inhibit nuclear-cytoplasmic shuttling of Regnase-1. (**A**) Immunofluorescence analysis of HeLa cells transiently expressing FLAG-Regnase-1-WT treated with Leptomycin B (LMB) (10 ng/ml) for indicated time. (**B**) The result of NES prediction of Regnase-1 by LocNES. Higher score indicates higher probability. (**C**) Schematic illustration of Regnase-1. The amino acid sequence shown in (**D**) is highlighted in blue. NTD: N-terminal domain, ZF: Zinc finger domain, CTD: C-terminal domain. (**D**) The amino acid sequences including S435/S439 and NES of Regnase-1 from mouse and other indicated vertebrates. (**E**) Immunofluorescence analysis of HeLa cells transiently expressing FLAG-Regnase-1-WT or indicated mutants. (**F**) Immunofluorescence analysis of HeLa cells transiently expressing FLAG-Regnase-1-WT or indicated mutants treated with LMB (10 ng/ml) for 1 hr. (**G**) Model of 14-3-3- and βTRCP-mediated regulation of Regnase-1. In the steady state, Regnase-1 shuttles between the nucleus and the cytoplasm and degrades target mRNAs such as *Il6*. Under IL-1β or TLR-ligands stimulation, two different regulatory mechanisms suppress the activity of Regnase-1 not to disturb proper expression of inflammatory genes; βTRCP induces protein degradation of Regnase-1 and 14-3-3 inhibits nuclear-cytoplasmic shuttling and mRNA recognition of Regnase-1. In (**A**), (**E**), and (**F**), white scale bars indicate 20 μm.

CRM1 is known to recognize a nuclear export signal (NES) of a cargo protein for the protein export (Hutten and Kehlenbach, 2007). Thus, we investigated if Regnase-1 harbors a NES. In silico prediction deduced amino acids 433–447 of Regnase-1 as a potential NES with high probability (Xu et al., 2015; Figure 6B–D). Indeed, Regnase-1 lacking 422–451 spontaneously accumulated in the nucleus (Figure 6E). Since NESs are characterized by hydrophobic residues (la Cour et al., 2003), we also inspected which hydrophobic resides of Regnase-1 were important for the efficient nuclear export of Regnase-1. We found that L440, M444, L447, and W448 of Regnase-1 were critical for the nuclear export of Regnase-1 (Figure 5E). Noteworthy, all the residues are highly conserved among species (Figure 5D).

We next examined whether 14-3-3 binding controls the localization of Regnase-1. Interestingly, Regnase-1-ExoSx2 failed to accumulate in the nucleus even after LMB treatment while Regnase-1-WT and -ExoSAAAx2 accumulated in the nucleus by LMB treatment (Figure 6F). This result indicates that Regnase-1-ExoSx2 is unable to translocate into the nucleus like Regnase-1-WT. Taken together, 14-3-3 inhibits the nuclear import of Regnase-1 as well as its binding to target mRNAs.

## Discussion

In the present study, we discovered that IL-1β and TLR stimulation dynamically changes protein-protein interaction of Regnase-1. Particularly, these stimuli trigger the interaction of Regnase-1 with 14-3-3 as well as βTRCP via phosphorylation at distinct amino acids. Whereas phosphorylation of Regnase-1 at S494 and S513 is recognized by 14-3-3, βTRCP associates with Regnase-1 phosphorylated at S435 and S439. We demonstrated that each Regnase-1-14-3-3 and Regnase-1-βTRCP binding occurs independently. Furthermore, 14-3-3 prevent Regnase-1-βTRCP binding, resulting in protein stabilization of 14-3-3-bound Regnase-1.

The amino acid sequence surrounding S494 and S513 of Regnase-1 is widely conserved among species. Particularly, both S494 and S513 harbor the pSxP sequence motif, which overlaps with a known 14-3-3 binding motif, RxxpSxP, mode 1 (Yaffe et al., 1997). It is quite plausible that the 14-3-3 dimer directly binds to phosphorylated S494 and S513 of Regnase-1 with the phospho-peptide binding groove. Interestingly, only 14-3-3σ, which forms a homodimer but not a heterodimer with other 14-3-3 isoforms (Verdoodt et al., 2006), failed to bind with Regnase-1 (Figure 1—figure supplement 2). This result might be a clue to elucidate the target specificity of each 14-3-3 paralog.

14-3-3 and βTRCP inhibit Regnase-1-mediated mRNA decay via distinct mechanisms; 14-3-3 prevents Regnase-1-mRNA binding while βTRCP induces protein degradation of Regnase-1. Analysis of *Zc3h12a*^S513A/S513A^ mice revealed that 14-3-3-mediated abrogation of Regnase-1 can be compensated by the degradation of Regnase-1. The presence of this dual regulatory system underscores the importance of restricting the activity of Regnase-1 to ensure proper inflammatory gene expression when cells encounter PAMPs or DAMPs (Figure 6G).

Notably, exome sequence analysis of the colon samples from ulcerative colitis patients discovered mutations in the βTRCP binding site of Regnase-1 (Kakiuchi et al., 2020; Nanki et al., 2020). Furthermore, a previous report showed that *Zc3h12a*^S435/S439A^ mutant mice were resistant to experimental autoimmune encephalomyelitis (EAE) (Tanaka et al., 2019). All these mutations abolish βTRCP-mediated degradation of Regnase-1. However, genetic association between the 14-3-3-binding site of Regnase-1 and inflammatory diseases has not been identified so far. This is possibly because of the compensation by βTRCP-mediated regulation, which we observed in *Zc3h12a*^S513A/S513A^ mice and HeLa cells transiently expressing Regnase-1-S513A and S435/439/513A. Previous studies have shown that viral proteins or lncRNAs inhibit βTRCP-mediated protein degradation (Guo et al., 2020; Neidel et al., 2019; van Buuren et al., 2014; Yang et al., 2020). 14-3-3-mediated regulation of Regnase-1 may serve as a backup mechanism to control the activity of Regnase-1 when βTRCP-mediated protein degradation is dysregulated.

While βTRCP regulates the abundance of Regnase-1 through protein degradation, 14-3-3 regulates the activity of Regnase-1. We found that 14-3-3-bound Regnase-1 failed to associate with mRNAs, indicating that 14-3-3 prevents Regnase-1 from recognizing target mRNA. We have previously shown that an RNase domain and an adjacent zinc finger domain play an important role in Regnase-1-RNA binding (Yokogawa et al., 2016). However, the 14-3-3-binding site of Regnase-1 is in the C-terminal part of Regnase-1, which is distant from RNase and zinc finger domains. Therefore, 14-3-3 is unlikely to inhibit Regnase-1-mRNA binding by simple competition between 14-3-3 and mRNAs for the RNA binding domain of Regnase-1. We have previously reported that Regnase-1 interacts with CBP80-bound, but not eIF4E-bound, mRNAs, indicating that Regnase-1 recognizes its target mRNA before or immediately after the nuclear export of the mRNA (Mino et al., 2019). In this study, we found that Regnase-1 shuttles between the nucleus and the cytoplasm while 14-3-3-bound Regnase-1 cannot enter the nucleus. Thus, it is tempting to speculate that Regnase-1 recognizes mRNA in the nucleus and induce mRNA decay during pioneer rounds of translation immediately after the nuclear export (Maquat et al., 2010; Müller-McNicoll and Neugebauer, 2013). Nevertheless, further investigation is required to clarify the mechanisms of Regnase-1-mediated mRNA decay depending on its nuclear-cytoplasmic shuttling. In addition, further studies are also necessary to clarify the molecular mechanisms how 14-3-3 controls the nuclear-cytoplasmic shuttling of Regnase-1 as well as how it regulates Regnase-1-mRNA binding by exploiting systems beyond the ExoS sequence-mediated interaction with 14-3-3.

βTRCP is likely to recognize 14-3-3-free Regnase-1, indicating that 14-3-3 inhibits Regnase-1-βTRCP interaction. There are two possible mechanisms to explain this. One posits that 14-3-3 bound to phosphorylated S494 and S513 of Regnase-1 conceals βTRCP-binding site (pS435 and pS439), although the 14-3-3-binding site does not overlap with βTRCP-binding site completely. The other possible explanation is that 14-3-3-mediated inhibition of nuclear-cytoplasmic shuttling of Regnase-1 controls βTRCP-mediated Regnase-1 degradation. Indeed, βTRCP localizes not only in the cytoplasm, but also in the nucleus (Davis et al., 2002). It is plausible that 14-3-3 prevents Regnase-1-βTRCP interaction in the nucleus, by inhibiting nuclear-cytoplasmic shuttling of Regnase-1. Of note, the NES of Regnase-1 is located just adjacent to βTRCP-binding site (Figure 6C–D), implying possibility of competitive binding of βTRCP and CRM1 to Regnase-1.

Among the molecules involved in MyD88-dependent signaling, we found that IRAK1/2 are potent inducers of the interaction between Regnase-1 and 14-3-3, thereby abrogating Regnase-1-mediated mRNA decay. We also found that kinase-inactive IRAK1 failed to induce the Regnase-1-14-3-3 complex, suggesting that the kinase activity of IRAK1 is required for the phosphorylation of Regnase-1 at S494 and S513. However, previously identified substrate sequence motifs of IRAK1, pSxV, and KxxxpS (Sugiyama et al., 2019) do not match the sequence surrounding S494 and S513 of Regnase-1 (Figure 2F). Although the motif analysis does not exclude the possibility of direct phosphorylation of Regnase-1 by IRAK1, it is possible that kinases activated by IRAK1/2 phosphorylates Regnase-1 at S494 and S513.

IRAKs are involved in stabilization of inflammatory mRNAs as well as NF-κB activation (Flannery et al., 2011; Hartupee et al., 2008; Wan et al., 2009). A previous study showed that IRAK1-mediated mRNA stabilization does not require IRAK1-TRAF6 association (Hartupee et al., 2008). Interestingly, the IRAK1-TRAF6 association is also dispensable for the Regnase-1-14-3-3 binding. Instead, other evolutionarily conserved amino acids in the C-terminal structural domain (CSD) of IRAK1, R663, and K665, are critical for Regnase-1-14-3-3 binding. Considering 14-3-3-mediated inactivation of Regnase-1, it is plausible that the CSD of IRAK1 is the key for stabilization of inflammatory mRNAs.

In summary, Regnase-1 interactome analysis revealed dynamic 14-3-3-mediated regulation of Regnase-1 in response to IL-1β and TLR stimuli. Since recent studies identified Regnase-1 as a high-potential therapeutic target in various diseases (Kakiuchi et al., 2020; Nanki et al., 2020; Wei et al., 2019), our findings may help maximize the effect of Regnase-1 modulation or provide an alternative way to control the activity of Regnase-1.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Zc3h12a*	NA	Gene ID: 230738	
Gene (*Homo sapiens*)	*ZC3H12A*	NA	Gene ID: 80149	
Strain, strain background (*Mus musculus*)	*Zc3h12a* ^WT/WT^	CLEA Japan	C57BL/6	C57BL/6JJcl
Strain, strain background (*Mus musculus*)	*Zc3h12a* ^-/-^	https://doi.org/10.1038/nature07924		
Strain, strain background (*Mus musculus*)	*Zc3h12a* ^S513A/S513A^	this paper		generated using CRISPR-Cas9 system
Sequence-based reagent	DNA oligo (for pX330)	this paper	CACCGCGGCTCAGACCAGTACTCTC	for *Zc3h12a*^S513A/S513A^ generation
Sequence-based reagent	DNA oligo (for pX330)	this paper	AAACGAGAGTACTGGTCTGAGCCGC	for *Zc3h12a*^S513A/S513A^ generation
Sequence-based reagent	Donor single strand oligo	this paper	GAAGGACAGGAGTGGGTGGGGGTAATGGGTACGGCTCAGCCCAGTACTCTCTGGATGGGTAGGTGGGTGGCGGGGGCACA	for *Zc3h12a*^S513A/S513A^ generation
Sequence-based reagent	DNA oligo (for pX459-*IRAK1*KO)	https://doi.org/10.1093/bioinformatics/btu743	CACCGGTCTGGTCGCGCACGATCA	
Sequence-based reagent	DNA oligo (for pX459-*IRAK1*KO)	https://doi.org/10.1093/bioinformatics/btu743	AAACTGATCGTGCGCGACCAGACC	
Sequence-based reagent	DNA oligo (for pX459-*IRAK2*KO)	https://doi.org/10.1038/nbt.3437	CACCGAAAACCGCAAAATCAGCCAG	
Sequence-based reagent	DNA oligo (for pX459-*IRAK2*KO)	https://doi.org/10.1038/nbt.3437	AAACCTGGCTGATTTTGCGGTTTTC	
Antibody	Anti-mouse-Regnase-1 (rabbit polyclonal)	MBL life science		custom antibody production (1:1000)
Antibody	Anti-human-Regnase-1 (rabbit polyclonal)	Atlas Antibodies	Cat # HPA032053	(1:500)
Antibody	Anti-14-3-3 (pan) (mouse monoclonal)	Santa Cruz Biotechnology	Cat # sc-1657	(1:1000)
Antibody	Anti-IκB-α (rabbit polyclonal)	Santa Cruz Biotechnology	Cat # sc-371	(1:1000)
Antibody	Anti-IRAK1 (mouse monoclonal)	Santa Cruz Biotechnology	Cat # sc-5288	(1:500)
Antibody	Anti-FLAG (mouse monoclonal)	Sigma	Cat # F3165	(WB:1:2000, IF:1:5000)
Antibody	Anti-FLAG (rabbit polyclonal)	Sigma	Cat # F7425	(1:2000)
Antibody	Anti-HA (mouse monoclonal)	Sigma	Cat # H3663	(1:2000)
Antibody	Anti-HA (rabbit polyclonal)	Sigma	Cat # H6908	(1:2000)
Antibody	Anit-Myc (mouse monoclonal)	Sigma	Cat # M4439	(1:2000)
Antibody	Anti-Myc (rabbit polyclonal)	Sigma	Cat # C3956	(1:2000)
Antibody	Anti-β-Actin-HRP (mouse monoclonal)	Santa Cruz Biotechnology	Cat # sc-47778-HRP	(1:2000)
Antibody	Anti-Mouse IgG-HRP F(ab')2 (sheep polyclonal)	cytiva	Cat # NA9310-1ML	(1:5000)
Antibody	Anti-Rabbit IgG-HRP F(ab')2 (donkey polyclonal)	cytiva	Cat # NA9340-1ML	(1:5000)
Antibody	F(ab')2-anti-Mouse IgG (H+L)-AF488 (Goat polyclonal)	Invitrogen	Cat # A11017	(1:2000)
Recombinant DNA reagent	pX330-U6-Chimeric_BB-CBh-hSpCas9	Addgene	RRID:Addgene_42230	
Recombinant DNA reagent	pSpCas9(BB)-2A-Puro (PX459) V2.0	Addgene	RRID:Addgene_62988	
Recombinant DNA reagent	pMD2.G	Addgene	RRID:Addgene_12259	
Recombinant DNA reagent	pMDLg/pRRE	Addgene	RRID:Addgene_12251	
Recombinant DNA reagent	pRSV-Rev	Addgene	RRID:Addgene_12253	
Recombinant DNA reagent	pInducer20	Addgene	RRID:Addgene_44012	
Recombinant DNA reagent	pInducer20-puro	this paper		NeoR of pInducer20 (Addgene_44012) was replaced with PuroR
Recombinant DNA reagent	pFLAG-CMV2	Sigma	Cat # E7033	
Recombinant DNA reagent	pEGFP-C1	Clontech		
Peptide, recombinant protein	FLAG Peptide	Sigma	Cat # F3290	
Peptide, recombinant protein	HA peptide	MBL Life science	Cat # 3320	HA tagged Protein PURIFICATION KIT
Peptide, recombinant protein	recombinant human IL-1β	R and D Systems	Cat # 201-LB-005	
Peptide, recombinant protein	recombinant mouse IL-1β	BioLegend	Cat # 575102	
Peptide, recombinant protein	recombinant human IL-17A	BioLegend	Cat # 570502	
Peptide, recombinant protein	recombinant human TNF	BioLegend	Cat # 570104	
Commercial assay or kit	Dynabeads Protein G	Invitrogen	Cat # 10004D	
Commercial assay or kit	Lambda Protein Phosphatase	NEB	Cat # P0753S	
Commercial assay or kit	Signal Enhancer HIKARI	nacalai tesque	Cat # 02270-81	
Commercial assay or kit	Immobilon Forte Western HRP Substrate	Millipore	Cat # WBLUF0500	
Commercial assay or kit	TRIzol Reagent	Invitrogen	Cat # 15596018	
Commercial assay or kit	RNA Clean and Concentrator-5	Zymo Research	Cat # R1014	
Commercial assay or kit	PowerUp SYBR Green Master Mix	Applied Biosystems	Cat # A25742	
Commercial assay or kit	IL-6 Mouse Uncoated ELISA Kit	Invitrogen	Cat # 88-7064-88	
Chemical compound, drug	DSP (dithiobis(succinimidyl propionate))	TCI	Cat # D2473	
Chemical compound, drug	Pam3CSK4	InvivoGen	Cat # tlrl-pms	
Chemical compound, drug	poly I:C	cytiva	Cat # 27473201	
Chemical compound, drug	LPS	InvivoGen	Cat # tlrl-smlps	
Chemical compound, drug	R848	InvivoGen	Cat # tlrl-r848-5	
Chemical compound, drug	CpG DNA	InvivoGen	Cat # tlrl-1668-1	ODN 1668
Chemical compound, drug	MG-132	Sigma	Cat # 474790	
Chemical compound, drug	Actinomycin D	Sigma	Cat # A9415	
Chemical compound, drug	Leptomycin B	Sigma	Cat # L2913	

### Mice

*Zc3h12a*-deficient mice have been described previously (Matsushita et al., 2009). *Zc3h12a*^S513A/S513A^ knock-in mice were generated using CRISPR/Cas9-mediated genome-editing technology as previously described (Fujihara and Ikawa, 2014). 

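In the reference genome (GRCm38), *Zc3h12a* lies on the minus strand of chromosome 4 and encodes a protein of 596 amino acids. Both serines whose phosphorylation the paper ties to 14-3-3 binding, S494 and S513, are encoded in exon 6 of 6. The codon of S513, TCT, occupies positions 125119531 to 125119533. It stands in the middle of the coding sequence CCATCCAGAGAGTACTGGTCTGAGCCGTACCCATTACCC, which encodes PSREYWSEPYPLP. The codon of S494, AGT, occupies positions 125119588 to 125119590, in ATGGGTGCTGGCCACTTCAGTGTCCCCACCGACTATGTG, which encodes MGAGHFSVPTDYV. In the PECs, *Zc3h12a* was counted 362 to 600 times per library at 0 hr and 1167 to 3007 times per library with LPS over both genotypes. The deposited values are counts per gene and do not show the base at either codon.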

Briefly, a pair of complementary DNA oligos was annealed and inserted into pX330 (Addgene plasmid # 42230) (Cong et al., 2013). The plasmid was injected together with the donor single strand oligo into fertilized eggs of C57BL/6J mice. Successful insertion was confirmed by direct sequencing.

All mice were grown under specific pathogen-free environments. All animal experiments were conducted in compliance with the guidelines of the Kyoto University animal experimentation committee (Approval number: MedKyo21057).

### Reagents

Recombinant cytokines, TLR ligands, and chemical compounds were listed in the key resources table.

### Cell culture

HeLa cells, HEK293T cells, RAW264.7 cells, and MEFs were maintained in DMEM (nacalai tesque) with 10% fetal bovine serum (FBS), 1% Penicillin/Streptomycin (nacalai tesque), and 100 µM 2-Mercaptoethanol (nacalai tesque). Mycoplasma contamination was routinely tested and found negative.

For the preparation of bone marrow-derived macrophages (BMDMs), bone marrow cells were cultured in RPMI-1640 (nacalai tesque) with 10% FBS, 1% Penicillin/Streptomycin, 100 μM 2-mercaptoethanol, and 20 ng/ml of macrophage colony-stimulating factor (M-CSF) (BioLegend) for 6 days.

For the preparation of thioglycolate-elicited peritoneal exudate cells (PECs), mice were intraperitoneally injected with 2 ml of 4% (w/v) Brewer’s thioglycollate medium. 3.5 days after the injection, peritoneal macrophages were collected and cultured in RPMI-1640 with 10% FBS, 1% Penicillin/Streptomycin, and 100 μM 2-mercaptoethanol.

### Plasmids

For the expression of FLAG-tagged proteins, pFLAG-CMV2 (Sigma) was used as a backbone. For the expression of HA- or Myc-tagged proteins, the FLAG sequence of pFLAG-CMV2 was replaced by HA- or Myc-sequence. Mouse *Zc3h12a* cDNA was inserted into these vectors as previously described (Matsushita et al., 2009). The coding sequences of 14-3-3 and βTRCP were amplified by using cDNAs derived from HeLa cell as templates and inserted into vectors above using In-Fusion HD Cloning Kit (Takara Bio). For Myc-IRAK1 expression vector, coding sequence of IRAK1 derived from HA-IRAK1 expression vector (Iwasaki et al., 2011) was used. For the mouse *Il6* expression vector, the EGFP sequence in pEGFP-C1 was replaced with *Il6* gene.

Deletions or point mutations were introduced using the QuikChange Lightning Site-Directed Mutagenesis Kit (Agilent) or In-Fusion HD Cloning Kit.

For the lentiviral packaging vectors, pInducer20 (Addgene plasmid #44012) (Meerbrey et al., 2011) was modified to generate pInducer20-puro. FLAG-HA-Regnase-1 sequence was inserted into pInducer20-puro using In-Fusion HD Cloning Kit.

For the Cas9 and gRNA expression plasmids (pX459-IRAK1 and pX459-IRAK2), pX459 (Addgene Plasmid #62988) was digested at BbsI sites, and the annealed oligo coding guide sequence (key resources table) was inserted.

### Plasmid transfection

Plasmids were transfected to HeLa cells or HEK293T cells using Lipofectamine 2000 (Invitrogen) or PEI max (Polysciences) respectively according to manufacturer's instructions.

### Generation of doxycycline-inducible FLAG-HA-Regnase-1-expressing HeLa cells

HeLa cells expressing FLAG-HA-Regnase-1 in a doxycycline-dependent manner were generated by lentiviral transduction. To produce lentivirus, HEK293T cells were transfected with pInducer20-puro-FLAG-HA-Regnase1 together with third generation lentiviral packaging vectors. 6 hr after the transfection, the medium was changed to fresh medium and then the cells were incubated at 37°C for 48 hr. After the incubation, the medium containing lentivirus was harvested and filtrated through 0.45 μm filter. HeLa cells were incubated with the virus-containing medium at 37°C for 24 hr, followed by 48-hr-incubation with fresh medium. The transduced cells were selected by 0.5 μg/ml of puromycin (InvivoGen). Single clones were picked and evaluated for their expression of FLAG-HA-Regnase-1 in a dox-dependent manner by immunoblotting.

### Knockout of *IRAK1* and *IRAK2*

HeLa cells were transfected with two pX459 plasmids which contains gRNA sequence for *IRAK1* and *IRAK2*. As the negative control, empty pX459 plasmid was transfected. Forty-eight hr after the pX459 transfection, puromycin (2 μg/ml) was added to the medium. After 48 hr selection with puromycin, the same number of cells were seeded to new dishes and incubated in fresh media without antibiotics for 48 hr. Knockout efficiency was check by immunoblotting using WCL samples.

### DSP-crosslinking

Doxycycline-inducible FLAG-HA-Regnase-1-expressing HeLa cells were treated with doxycycline (1 μg/ml, Sigma) and incubated at 37°C for 4 hr before the DSP-crosslinking. As a negative control, cells were incubated without doxycycline, and for the IL-1β-stimulated sample, cells were stimulated with human IL-1β (10 ng/ml, R and D Systems) 2 hr before the crosslinking. After the incubation, cells were washed twice with pre-warmed PBS, and then incubated in PBS containing 0.1 mM DSP (TCI) at 37°C for 30 min. After crosslinking, cells were washed once with pre-warmed PBS and incubated in STOP solution (PBS containing 1 M Tris-HCl pH 7.4) at room temperature for 15 min. Cells were then washed with ice-cold PBS twice, followed by cell lysis and immunoprecipitation.

### Immunoprecipitation

Before immunoprecipitation, pre-washed Dynabeads Protein G (Invitrogen) were incubated with either anti-FLAG antibody (Sigma), anti-HA antibody (Sigma), or anti-Myc antibody (Sigma) at 4°C with rotation for 1 hr.

For DSP-crosslinked samples, cells were lysed in IP buffer (20 mM Tris-HCl pH 7.4, 150 mM NaCl, and 0.5% (vol/vol) NP-40) with cOmplete Mini EDTA-free (Sigma), PhosSTOP (Sigma), and 200 U/ml of Benzonase (Millipore) and incubated on ice for 10 min. The lysates were centrifuged at 15,000 rpm for 5 min and the supernatants were incubated with anti-FLAG-antibody-bound Dynabeads at 4°C with rotation for 2 hr. The beads were then washed with IP buffer three times and incubated in FLAG-elution buffer (100 μg/ml FLAG peptides (Sigma), 50 mM Tris-HCl pH7.4, and 150 mM NaCl) at 4°C with rotation for 10 min twice. Eluted proteins were then immunoprecipitated using anti-HA-antibody-bound Dynabeads at 4°C with rotation for 2 hr. After the second immunoprecipitation, the beads were washed three times with IP buffer and the proteins were eluted in Urea elution buffer (8 M Urea and 50 mM Tris-HCl pH 8.0). The samples were stored at -80°C until trypsin digestion. Proteins were reduced with 10 mM dithiothreitol (Fujifilm Wako) for 30 min, alkylated with 50 mM iodoacetamide (Fujifilm Wako) for 30 min in the dark, diluted fourfold with 50 mM ammonium bicarbonate (ABC) buffer, and then trypsin digestion was performed. After overnight incubation, digestion was stopped by adding trifluoroacetic acid (TFA) (Fujifilm Wako) to a final concentration of 0.5%. The peptide mixture solution was desalted with SDB-XC StageTips (Rappsilber et al., 2007). The eluates were dried and resuspended in 200 mM 2-[4-2(2-hydroxyethyl)-1-piperazine]ethanesulfonic acid (HEPES) pH 8.5, mixed with 0.1 mg of TMT10-plex labeling reagents (Thermo Fisher Scientific) dissolved in 5 μL acetonitrile (ACN), and incubated for 1 hr at room temperature. The reaction mixtures were quenched by adding hydroxylamine (Sigma) to give a final concentration of 0.33%. After 15 min incubation, the samples were acidified with trifluoroacetic acid, diluted to 5% ACN, and desalted using SDB-XC StageTips. Peptides were dried, resolved in 5 mM ABC buffer and fractionated with a C18-StageTip. Peptides were eluted with 5 mM ABC containing acetonitrile (12.5%, 15%, 17.5%, 20%, 22.5% and 80%) in step gradient manner. Totally six fractions were obtained and analyzed by LC/MS/MS.

For the identification of phosphorylation sites of Regnase-1, HeLa cells expressing FLAG-HA-Regnase-1 or FLAG-Regnase-1 were stimulated with IL-1β (10 ng/ml) or IL-17A (50 ng/ml) respectively for 4 hr. The cells were washed with ice-cold PBS twice and lysed in IP buffer with cOmplete Mini EDTA-free and PhosSTOP. Regnase-1 was immunoprecipitated using anti FLAG antibody as described above and eluted from Dynabeads in SDS sample buffer (50 mM Tris–HCl pH 6.8, 2% (wt/vol) SDS, 15% (vol/vol) 2-mercaptoethanol, 10% (vol/vol) glycerol and bromophenol blue), followed by incubation at 95°C for 5 min. Regnase-1was isolated by electrophoresis and the pieces of the gel containing Regnase-1 was stored at 4°C until trypsin digestion. The gels were de-stained for 30 min with 200 μL of 50 mM ABC / 50% ACN. Then the gels were dehydrated by the addition of 100% ACN. Proteins were reduced with 500 μL of 10 mM dithiothreitol / 50 mM ABC for 30 min, alkylated with 50 mM iodoacetamide / 50 mM ABC for 30 min in the dark. The gels were washed two times with 200 μL of 0.5% acetic acid / 50% methanol. After washing, gels were re-equilibrated with 50 mM ABC, and subsequently dehydrated by the addition of 100% ACN. 10 μL of trypsin solution (10 ng/μL in 50 mM ABC) was added to gel pieces and incubated for 5 min. Another 50 μL of 50 mM ABC buffer was added to gel samples and incubated at 37°C for overnight. After that, elastase (Promega) (150 ng/μL in water) was added to the final concentration of 7.5 ng/μL and incubated for 30 min at 37°C (Dau et al., 2020). Digestion was stopped by the addition of 5 μL of 10% TFA. The supernatants were recovered into fresh Eppendorf tubes, and two additional extraction steps were performed with 50% ACN / 0.1% TFA and 80% ACN / 0.1% TFA. The peptides in the supernatants were dried, resuspended in 0.1% TFA, and desalted using SDB-XC StageTips.

For detecting protein-protein binding, cells were lysed in IP Buffer with cOmplete Mini EDTA-free and PhosSTOP and immunoprecipitated as described above using indicated antibodies. The proteins were eluted in the mixture of IP Buffer and SDS sample buffer (2:1) and incubated at 95°C for 5 min.

For detecting protein-RNA binding, cells were lysed in IP Buffer with cOmplete Mini EDTA-free and RNaseOut (Invitrogen) and immunoprecipitated as described above using indicated antibodies. Some of the precipitates were eluted in the mixture of IP Buffer and SDS sample buffer (2:1) to elute proteins and the others were eluted in TRIzol Reagent (Invitrogen) for RNA isolation.

### LC-MS/MS

LC/MS/MS analyses were performed with an Orbitrap Fusion Lumos (Thermo Fisher Scientific) connected to an Ultimate 3000 pump (Thermo Fisher Scientific) and an HTC-PAL autosampler (CTC analytics). Peptides were separated by a self-pulled needle column (150 mm length, 100 μm ID, 6 μm needle opening) packed with Reprosil-Pur 120 C18-AQ 3 μm reversed-phase material (Dr. Maisch GmbH), using a 20 min or 65 min gradient of 5–40% B (mobile phase A: 0.5% acetic acid, mobile phase B: 0.5% acetic acid / 80% acetonitrile) at a flow rate of 500 nL/min. The applied ESI voltage was 2.4 kV. For TMT-labeled samples, the following parameters were applied: MS scan range of 375–1500, MS1 orbitrap resolution of 120,000, quadrupole isolation window of 0.7, HCD (higher-energy collision dissociation) collision energy of 38%, MS2 orbitrap resolution of 50,000, AGC target value of 50000. For non-labeled samples, the following parameters were applied: MS scan range of 300–1500, MS1 orbitrap resolution of 120,000, quadrupole isolation window of 1.6, HCD collision energy of 30%, MS2 orbitrap resolution of 15,000, MS2 AGC target value of 50,000.

### Database searching and data processing

For DSP-crosslinked samples, peptides were identified with Mascot version 2.6.1 (Matrix Science) against the sequence of Mouse Regnase-1 in addition to the human database from UniprotKB/Swiss-Prot release 2017/04 and with a precursor ion mass tolerance of 5 ppm and a product ion mass tolerance of 20 ppm. Carbamidomethyl (C), TMT6plex (K) and TMT6plex (N-term) were set as a fixed modification, oxidation (M) was allowed as a variable modification, and up to two missed cleavages are allowed with strict Trypsin/P specificity. Identified peptides were rejected if the Mascot score was below the 95% confidence limit based on the identity score of each peptide. The quantification of peptides was based on the TMT reporter ion intensities in MS2 spectra. Protein quantitative values were calculated by summing the corresponding peptide intensity values. Only proteins with at least two unique peptides were used for further analysis.

For the identification of phosphorylation sites of Regnase-1, peptides were identified with Mascot version 2.7.0 against the sequence of mouse Regnase-1 with a precursor ion mass tolerance of 5 ppm and a product ion mass tolerance of 20 ppm. Carbamidomethyl (C) was set as a fixed modification, oxidation (M) and phosphorylation (STY) were allowed as variable modifications, and up to two missed cleavages are allowed with semitrypsin specificity. Identified peptides were rejected if the Mascot score was below the 99% confidence limit based on the identity score of each peptide. The label-free quantification of peptides was based on the peak area in the extracted ion chromatograms using Skyline-daily software version 21.0.9.118 (MacLean et al., 2010). The peak area ratios between stimulated and non-stimulated samples were calculated, log-scaled, and normalized by the median. For quantitation of phosphosites, the peak area ratios of all monophosphopeptides containing the phosphosites of interest were averaged. Phosphosite localization was evaluated with a site-determining ion combination method based on the presence of site-determining y- or b-ions in the peak lists of the fragment ions, which supported the phosphosites unambiguously (Nakagami et al., 2010).

Protein-protein interaction network of the Regnase-1-associating proteins (Log_2_ fold change over negative control > 2) was analyzed using STRING database (Szklarczyk et al., 2019) and visualized in Cytoscape (Shannon et al., 2003). Keratins contaminated in the samples were omitted from the analysis.

### λ-protein phosphatase (λPP) treatment

HeLa cells transiently expressing HA-14-3-3ε were stimulated with or without IL-1β (10 ng/ml) for 4 hr and lysed in IP Buffer. Some of the lysates were used in immunoprecipitation as described above. The proteins were eluted using 250 μg/ml of HA peptides as described above. The lysate and the precipitates were treated with Lambda Protein Phosphatase (NEB) according to manufacturer's instructions. For the λPP-negative samples, the same amount of IP Buffer was added instead of λPP.

### Immunoblotting

Cells were lysed in IP Buffer or RIPA buffer (1% (vol/vol) NP-40, 0.1% (wt/vol) SDS, 1% (wt/vol) sodium deoxycholate, 150 mM NaCl, 20 mM Tris-HCl pH 8.0, and 10 mM EDTA) with cOmplete Mini EDTA-free and PhosSTOP. The lysates were incubated on ice for 5 min and centrifuged at 15,000 rpm for 5 min. The supernatants were mixed with SDS sample buffer (2:1) and incubated at 95°C for 5 min. SDS-PAGE was performed using e-PAGEL 7.5% or 5~20% (ATTO) and the proteins were transferred onto 0.2 μm pore size Immun-Blot PVDF membranes (Bio-Rad), followed by blocking with 5% skim milk. The antibodies used in immunoblotting were listed in the key resources table. Luminescence was detected with Amersham Imager 600 (cytiva) and the images were analyzed with Fiji (Schindelin et al., 2012).

### RNA isolation and RT-qPCR

Cells were lysed in TRIzol Reagent, and the RNA was isolated according to manufacturer's instructions. For the isolation of the RNA precipitated with Regnase-1, RNA was isolated using RNA Clean and Concentrator-5 (Zymo Research). RNA was reverse transcribed by using ReverTra Ace (TOYOBO). cDNA was amplified by using PowerUp SYBR Green Master Mix (Applied Biosystems) and measured with StepOnePlus Real-Time PCR System (Applied Biosystems). To analyze mRNA expression, each RNA level was normalized with 18S or ACTB. The primers used in qPCR were listed in Supplementary file 1.

### RNA sequencing

PECs were harvested from *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ mice as described above. PECs were stimulated with LPS (100 ng/ml) for indicated time and the RNA was collected and isolated using TRIzol Reagent. cDNA library was prepared using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB) and sequenced on NextSeq 500 System (Illumina) according to the manufacturer’s instructions. Acquired data was analyzed using Galaxy (Afgan et al., 2018). Briefly, identified reads were mapped on the murine genome (mm10) using HISAT2 (paired end, unstranded) (Galaxy Version 2.1.0), and the mapped reads were counted using featureCounts (Galaxy Version 1.6.3).

### ELISA

Cytokine concentration was measured by using IL-6 Mouse Uncoated ELISA Kit (Invitrogen) according to manufacturer's instructions. Luminescence was detected with iMark Microplate Reader (Bio-Rad).

### Luciferase assay

5xNF-κB firefly luciferase reporter vector, Renilla luciferase vector, and IRAK1-expressing vector were transfected in HeLa cells and the luciferase activity was measured by using PicaGene Dual Sea Pansy Luminescence Kit (TOYO B-Net). NF-κB activation was calculated by normalizing Firefly luciferase activity with Renilla luciferase activity.

### Mathematical model

We developed two dynamical models for the inflammation system regulated by Regnase-1 based on different assumptions of the functions of 14-3-3-bound Regnase-1.

### Model 1

In the first model, we assumed that the 14-3-3-bound Regnase-1 does not have the function of degrading its target mRNAs (Figure 4J). The ordinary differential equations are given as follows:

(1.1) $$\frac{dx_{1}}{dt}=k_{1}signal\left(t\right)-d_{1}x_{1}x_{3}-d_{4}x_{1}$$

$$\frac{dx_{2}}{dt}=k_{2}signal\left(t\right)-d_{2}x_{2}x_{3}-d_{5}x_{2}$$

$$\frac{dx_{3}}{dt}=k_{3}x_{2}-{(d}_{3}+d_{6}signal\left(t\right)+d_{7}signal\left(t\right))x_{3}+d_{9}x_{4}$$

$$\frac{dx_{4}}{dt}=d_{7}signal\left(t\right)x_{3}-{(d}_{8}+d_{9})x_{4}$$

where $x_{1}$, $x_{2}$, $x_{3}$, and $x_{4}$ is the abundance of *Il6* mRNA, *Zc3h12a* mRNA, Reg1 Protein, and 14-3-3-bound Reg1 Protein, respectively; $k_{1}$ and $k_{2}$ is the transcription rate constant of *Il6*, and *Zc3h12a*, respectively; $k_{3}$ is the translation rate constant of *Zc3h12a*; $d_{1}$ and $d_{2}$ is the Reg1-induced degradation rate constant of *Il6* mRNA and *Zc3h12a* mRNA, respectively; $d_{3}$, $d_{4}$, and $d_{5}$ is the Reg1-independent degradation rate constant of Reg1 protein, *Il6* mRNA, and *Zc3h12a* mRNA, respectively; $d_{6}$ is the ubiquitin-dependent degradation rate constant of Reg1 protein; $d_{7}$ is the binding rate constant of Reg1 protein to 14-3-3; $d_{8}$ is the natural degradation rate constant of 14-3-3-bound Reg1 protein; $d_{9}$ is the dissociation rate constant of Reg1 from 14-3-3. $signal\left(t\right)$ is the strength of TLR stimulation, which is given as the following form (Mino et al., 2019):

(1.2) $$signal\left(t\right)=\left\{ \begin{array}{c} s_{base}\left(if\;0\leq t\leq t_{delay}\right),\\ \frac{s_{input}-s_{base}}{t_{raise}}\left(t-t_{delay}\right)+s_{base}\left(if\;t_{delay}\leq t\leq t_{delay}+t_{raise}\right),\\ s_{input}\left(if\;t_{delay}+t_{raise}\leq t\leq t_{delay}+t_{raise}+t_{pulse}\right),\\ \left(s_{input}-s_{base}\right)\times \exp\left(-\frac{-t(t_{delay}+t_{raise}+t_{pulse})}{t_{delay}}\right)+sinput\\ \left(if\;t>t_{delay}+t_{raise}+t_{pulse}\right) \end{array}\right.$$

### Model 2

We also developed an alternative model in which the 14-3-3-bound Regnase-1 maintains functions of degrading its target mRNAs (Figure 4J). The ordinary differential equations are given as follows:

(1.3) $$\frac{d{\hat{x}}_{1}}{dt}=k_{1}signal\left(t\right)-d_{1}{\hat{x}}_{1}{\hat{x}}_{3}-d_{1}^{\prime }{\hat{x}}_{1}{\hat{x}}_{4}-d_{4}{\hat{x}}_{1}$$

$$\frac{d{\hat{x}}_{2}}{dt}=k_{2}signal\left(t\right)d_{2}-{\hat{x}}_{2}{\hat{x}}_{3}-d_{2}^{\prime }{\hat{x}}_{2}{\hat{x}}_{4}-d_{5}x_{2}$$

$$\frac{d{\hat{x}}_{3}}{dt}=k_{3}x_{2}-\left(d_{3}+d_{6}signal\left(t\right)+d_{7}signal\left(t\right)\right){\hat{x}}_{3}+d_{9}{\hat{x}}_{4}$$

$$\frac{d{\hat{x}}_{4}}{dt}=d_{7}signal\left(t\right){\hat{x}}_{3}-\left(d_{8}+d_{9}\right){\hat{x}}_{4}$$

where ${\hat{x}}_{1}$, ${\hat{x}}_{2}$, ${\hat{x}}_{3}$, and ${\hat{x}}_{4}$ is the abundance of *Il6* mRNA, *Zc3h12a* mRNA, Reg1 Protein, 14-3-3-bound Reg1 Protein, respectively; $d_{1}^{\prime }$ and $d_{2}^{\prime }$ is the 14-3-3-bound Reg1-induced degradation rate constant of *Il6* mRNA and *Zc3h12a* mRNA, respectively. The other parameters are defined in the same way as Model 1.

To determine which model is consistent with the experimental observations, we focus on the experimental findings that there was no difference in the abundance of *Il*6 mRNA, *Zc3h12a* mRNA, and Reg1- protein (without 14-3-3 bound) between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ cells in the late phase of stimulation (Figure 4A,B,D and E). We will show that in Model 2 (Equation 1.3), the abundance of the *Il6* mRNAs should be different between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ cells under the condition that amount of the 14-3-3-free Reg1 protein is comparable between them.

### Analysis of the equilibrium

#### Lemma 1

For *Zc3h12a*^WT/WT^ cells, there exists only one nonnegative (biologically meaningful) equilibrium of the system (Equation 1.3) if and only if $d_{3}+d_{6}s_{input}+d_{7}s_{input}-\frac{d_{7}d_{9}s_{input}}{d_{7}s_{input}+d_{9}}\geq 0$. If $d_{3}+d_{6}s_{input}+d_{7}s_{input}-\frac{d_{7}d_{9}s_{input}}{d_{7}s_{input}+d_{9}}<0$, there is no equilibrium. For *Zc3h12a*^S513A/S513A^ cells, there always exists only one nonnegative (biologically meaningful) equilibrium.

#### Proof of lemma 1

Setting all the derivatives of Equation (1.3) equal to zero yields

(1.4) $$0=k_{1}s_{input}-d_{1}{\hat{X}}_{1}^{WT}{\hat{X}}_{3}^{WT}-d_{1}^{\prime }{\hat{X}}_{1}^{WT}{\hat{X}}_{4}^{WT}-d_{4}{\hat{X}}_{1}^{WT}$$

$$0=k_{2}s_{input}-d_{2}{\hat{X}}_{2}^{WT}{\hat{X}}_{3}^{WT}-d_{2}^{\prime }{\hat{X}}_{2}^{WT}{\hat{X}}_{4}^{WT}-d_{5}{\hat{X}}_{2}^{WT}$$

$$0=k_{3}{\hat{X}}_{2}^{WT}-\left(d_{3}+d_{6}s_{input}+d_{7}s_{input}\right){\hat{X}}_{3}^{WT}+d_{9}{\hat{X}}_{4}^{WT}$$

$$0=d_{7}s_{input}{\hat{X}}_{3}^{WT}-\left(d_{8}+d_{9}\right){\hat{X}}_{4}^{WT}$$

where ${\hat{X}}_{1}^{WT}$, ${\hat{X}}_{2}^{WT}$, ${\hat{X}}_{3}^{WT}$, and ${\hat{X}}_{4}^{WT}$ are fixed points of ${\hat{x}}_{1}$, ${\hat{x}}_{2}$, ${\hat{x}}_{3}$, and ${\hat{x}}_{4}$, respectively. Given that $signal\left(t\right)\to s_{input}$ as t→∞, we assume $signal\left(t\right)\approx s_{input}$ at the equilibrium.

It follows from Equation (1.4) that

(1.5a) $$\left(d_{2}+\frac{d_{7}s_{input}}{d_{8}+d_{9}}d_{2}^{\prime }\right)K{\left({\hat{X}}_{3}^{WT}\right)}^{2}+d_{5}K{\hat{X}}_{3}^{WT}-k_{2}s_{input}=0$$

(1.5b) $${\hat{X}}_{4}^{WT}=\frac{d_{7}s_{input}}{d_{8}+d_{9}}{\hat{X}}_{3}^{WT}$$

(1.5c) $${\hat{X}}_{2}^{WT}=K{\hat{X}}_{3}^{WT}$$

(1.5d) $${\hat{X}}_{1}^{WT}=\frac{k_{1}s_{input}}{d_{1}{\hat{X}}_{3}^{WT}+d_{1}^{\prime }{\hat{X}}_{4}^{WT}+d_{4}}$$

where

$$K:=\frac{1}{k_{3}}\left(d_{3}+d_{6}s_{input}+d_{7}s_{input}-\frac{d_{7}d_{9}s_{input}}{d_{7}s_{input}+d_{9}}\right)$$

It is easy to see that the quadratic Equation (1.5a) has a nonnegative solution if K≥0, that is, $d_{3}+d_{6}s_{input}+d_{7}s_{input}-\frac{d_{7}d_{9}s_{input}}{d_{7}s_{input}+d_{9}}\geq 0$. If K<0, Equation (1.5a) has no nonnegative solution. If ${\hat{X}}_{3}^{WT}\geq 0$, it follows from (Equation 1.5b), (Equation 1.5c), and (Equation 1.5d) that ${\hat{X}}_{4}^{WT}$, ${\hat{X}}_{2}^{WT}$, ${\hat{X}}_{1}^{WT}\geq 0$.

For *Zc3h12a*^S513A/S513A^ cells, we assume that $d_{7}=d_{8}=d_{9}=0$. Substituting this equation into Equation (1.4) yields

(1.6) $$0=k_{1}s_{input}-d_{1}{\hat{X}}_{1}^{SA}{\hat{X}}_{3}^{SA}-d_{4}{\hat{X}}_{1}^{SA}$$

$$0=k_{2}s_{input}-d_{2}{\hat{X}}_{2}^{SA}{\hat{X}}_{3}^{SA}-d_{5}{\hat{X}}_{2}^{SA}$$

$$0=k_{3}{\hat{X}}_{2}^{SA}-\left(d_{3}+d_{6}s_{input}\right){\hat{X}}_{3}^{SA}$$

$$0={\hat{X}}_{4}^{SA}$$

where ${\hat{X}}_{1}^{SA}$, ${\hat{X}}_{2}^{SA}$, ${\hat{X}}_{3}^{SA}$, and ${\hat{X}}_{4}^{SA}$ are fixed points of ${\hat{x}}_{1}$, ${\hat{x}}_{2}$, ${\hat{x}}_{3}$, and ${\hat{x}}_{4}$ in *Zc3h12a*^S513A/S513A^ cells, respectively.

It follows from (1.6) that

(1.7a) $$d_{2}\frac{k_{3}}{d_{3}+d_{6}s_{input}}{\left({\hat{X}}_{2}^{SA}\right)}^{2}+d_{5}{\hat{X}}_{2}^{SA}-k_{2}s_{input}=0$$

(1.7b) $${\hat{X}}_{3}^{SA}=\frac{k_{3}}{d_{3}+d_{6}s_{input}}{\hat{X}}_{2}^{SA}$$

(1.7c) $${\hat{X}}_{1}^{SA}=\frac{k_{1}s_{input}}{d_{1}{\hat{X}}_{3}^{SA}+d_{4}}$$

It is easy to see that the quadratic Equation (1.7a) has a nonnegative solution. If ${\hat{X}}_{2}^{SA}\geq 0$, it follows from (Equation 1.7b) and (Equation 1.7c) that ${\hat{X}}_{3}^{SA}$ ${\hat{X}}_{1}^{SA}\geq 0$.

Lemma 2. There exists only one nonnegative (biologically meaningful) equilibrium of the system (Equation 1.1) if and only if $d_{3}+d_{6}s_{input}+d_{7}s_{input}-\frac{d_{7}d_{9}s_{input}}{d_{7}s_{input}+d_{9}}\geq 0$. If $d_{3}+d_{6}s_{input}+d_{7}s_{input}-\frac{d_{7}d_{9}s_{input}}{d_{7}s_{input}+d_{9}}<0$, there is no equilibrium. For *Zc3h12a*^S513A/S513A^ cells, there always exists only one nonnegative (biologically meaningful) equilibrium.

Proof of lemma2:

With $d_{1}^{\prime }=d_{2}^{\prime }=0$ in lemma 1, we get the same conclusion.

### Consistency with the experiments

The experimental observation shows that there was no difference in the abundance of Reg1 protein between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ cells at the late phase of stimulation (Figure 4A–C), which implies

(1.8) $${\hat{X}}_{3}^{WT}\approx {\hat{X}}_{3}^{SA}$$

based on the alternative model (1.3).

From (Equation 1.4) and (Equation 1.6), we get

(1.9a) $${\hat{X}}_{1}^{WT}=\frac{k_{1}s_{input}}{d_{1}{\hat{X}}_{3}^{WT}+d_{1}^{\prime }{\hat{X}}_{4}^{WT}+d_{4}}$$

$${\hat{X}}_{2}^{WT}=\frac{k_{2}s_{input}}{d_{2}{\hat{X}}_{3}^{WT}+d_{2}^{\prime }{\hat{X}}_{4}^{WT}+d_{5}}$$

(1.9b) $${\hat{X}}_{1}^{SA}=\frac{k_{1}s_{input}}{d_{1}{\hat{X}}_{3}^{SA}+d_{4}}$$

$${\hat{X}}_{2}^{SA}=\frac{k_{2}s_{input}}{d_{2}{\hat{X}}_{3}^{SA}+d_{5}}$$

By (Equation 1.8), (Equation 1.9a), and (Equation 1.9b), we obtain

(1.10a) $${\hat{X}}_{1}^{WT}<{\hat{X}}_{1}^{SA}$$

(1.10b) $${\hat{X}}_{2}^{WT}<{\hat{X}}_{2}^{SA}$$

Equation 1.10a and Equation 1.10b implies that in Model 2, the abundance of *Il6* and *Zc3h12a* mRNA in *Zc3h12a*^WT/WT^ cells should be smaller than that in *Zc3h12a*^S513A/S513A^ cells at the late phase under the condition that amount of the Reg1 protein is comparable (Equation 1.8) between these two cells. It contradicts experimental observation that the abundance of the *Il6* and *Zc3h12a* mRNAs did not differ between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ cells (Figure 4D–I). Thus, Model 2 (Equation 1.3) is not consistent with the experimental findings.

In contrast, in Model 1 (Equation 1.1), we assume from experimental findings that

(1.11) $$X_{3}^{WT}\approx X_{3}^{SA}$$

just like (Equation 1.8), where $X_{3}^{WT}$ is the fixed point of $x_{3}$ in *Zc3h12a*^WT/WT^ cells and $X_{3}^{SA}$ is the fixed point of $x_{3}$ in *Zc3h12a*^S513A/S513A^ cells based on the model (Equation 1.1).

By substituting $d_{7}=d_{8}=d_{9}=0$ into (Equation 1.9a) and (Equation 1.9b), we obtain

(1.12a) $$X_{1}^{WT}=\frac{k_{1}s_{input}}{d_{1}X_{3}^{WT}+d_{4}}$$

$$X_{2}^{WT}=\frac{k_{2}s_{input}}{d_{2}X_{3}^{WT}+d_{5}}$$

(1.12b) $$X_{1}^{SA}=\frac{k_{1}s_{input}}{d_{1}X_{3}^{SA}+d_{4}}$$

$$X_{2}^{SA}=\frac{k_{2}s_{input}}{d_{2}X_{3}^{SA}+d_{5}}$$

where $X_{1}^{WT}$ and $X_{2}^{WT}$ are fixed points of $x_{1}$ and $x_{2}$, respectively in *Zc3h12a*^WT/WT^ cells and $X_{1}^{SA}$ and $X_{2}^{SA}$ are fixed points of $x_{1}$ and $x_{2}$, respectively in *Zc3h12a*^S513A/S513A^ cells.

By (Equation 1.11), (Equation 1.12a), and (Equation 1.12b), we obtain

(1.13a) $$X_{1}^{WT}\approx X_{1}^{SA}$$

(1.13b) $$X_{2}^{WT}\approx X_{2}^{SA}$$

In this case, (Equation 1.13a) and (Equation 1.13b) are in agreement with the experimental facts that that the abundance of the target mRNAs did not differ between *Zc3h12a*^WT/WT^ and *Zc3h12a*^S513A/S513A^ cells.

These mathematical analyses indicate that Model 1 (Equation 1.1), but not Model 2 (Equation 1.3), is consistent with the experimental findings.

### Immunofluorescence

Cells were cultured on cover glass, fixed with 4%-Paraformaldehyde Phosphate Buffer Solution (nacalai tesque), and permeabilized with 0.5% (vol/vol) Triton X-100 (nacalai tesque) in PBS, followed by incubation in blocking solution (2% (vol/vol) goat serum (FUJIFILM Wako Pure Chemical) and 0.1% (wt/vol) gelatin in PBS). The antibodies used in Immunofluorescence were listed in the key resources table. DNA was stained with Hoechst 33342 (Invitrogen). Fluorescence was detected with TCS SPE (Leica). Acquired images were analyzed with Fiji (Schindelin et al., 2012).

### Amino acid sequence analysis

Amino acid sequence of each protein was obtained from NCBI. The results of T-coffee alignment (Notredame et al., 2000) were visualized by using Jalview (Waterhouse et al., 2009). Secondary structure was predicted by using PSIPRED 4.0 (Buchan and Jones, 2019; Jones, 1999). NES prediction was performed by using LocNES (Xu et al., 2015).

## Data Availability

Mass spectrometry data (PXD026561) is available at https://repository.jpostdb.org/entry/JPST001201. The following datasets were generated: TakeuchiO 2021Phosphorylation-dependent Regnase-1 interactomeJPOSTPXD026561 AkakiK HiaF KakiuchiN OgawaS TakeuchiO 2021Transcriptome analysis of LPS stimulated PECs (WT and Zc3h12a S513A)NCBI Gene Expression OmnibusGSE180028

# Supplementary material for: IRAK1-dependent Regnase-1-14-3-3 complex formation controls Regnase-1-mediated mRNA decay
**Source:** eLife. 2021 Oct 12;10:e71966. doi: 10.7554/eLife.71966

Figure 1—figure supplement 1

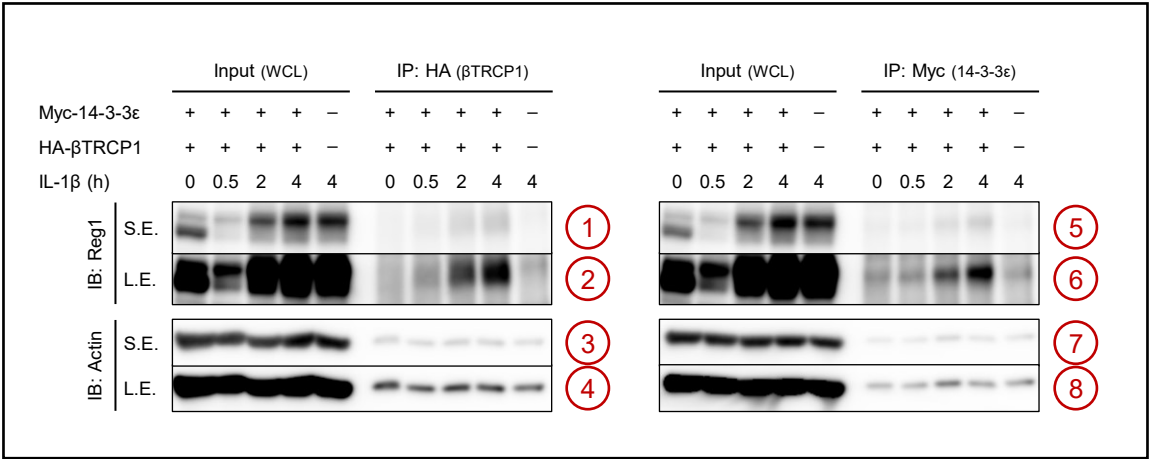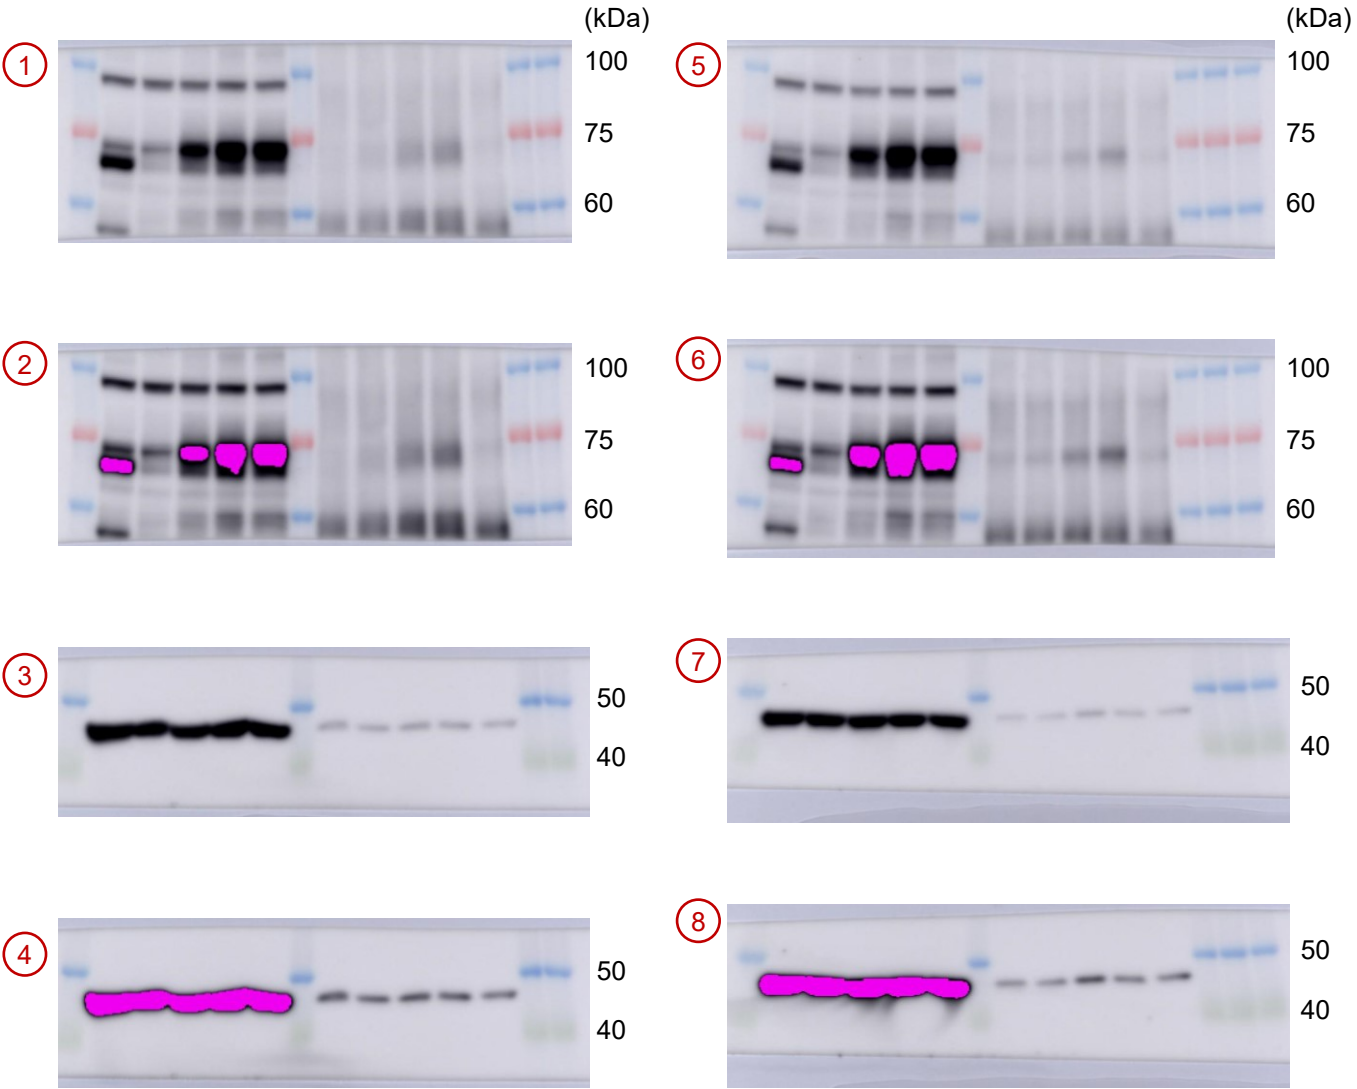

Figure 1—figure supplement 2

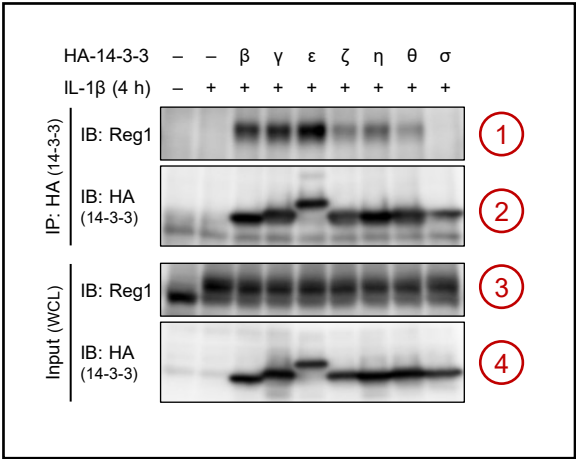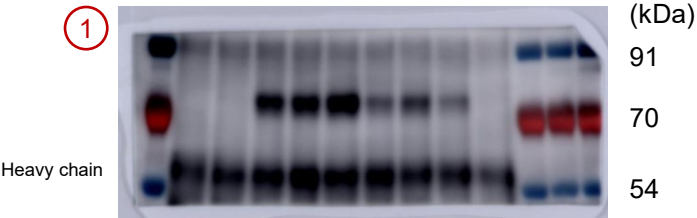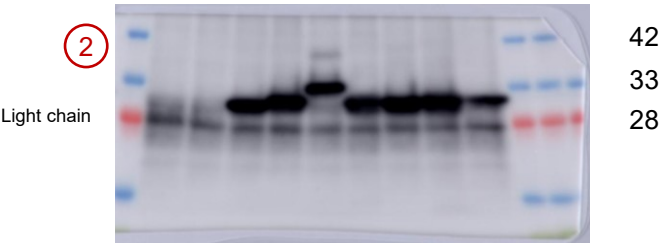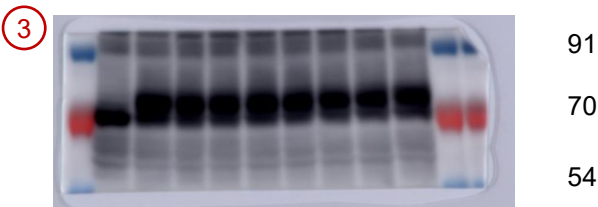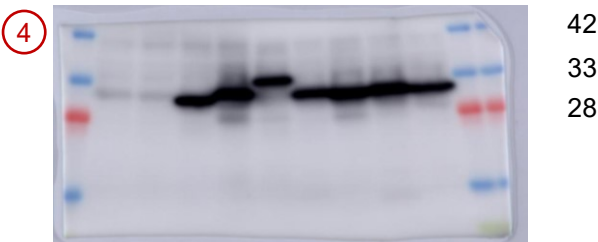

Figure 2—figure supplement 1

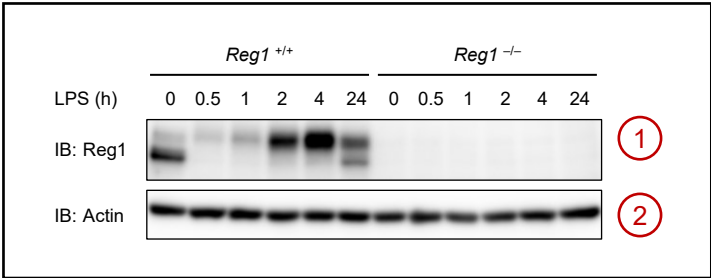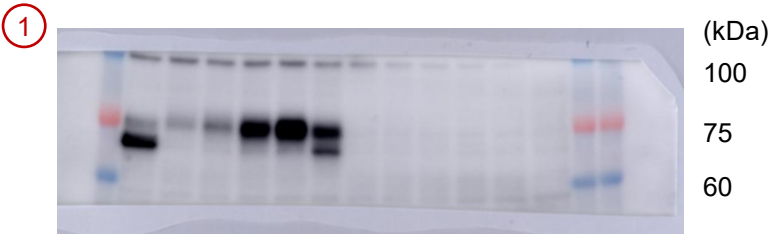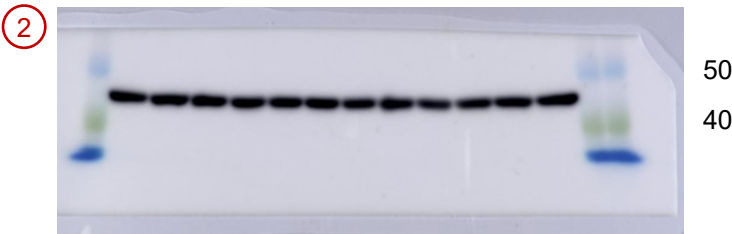

Figure 2—figure supplement 3

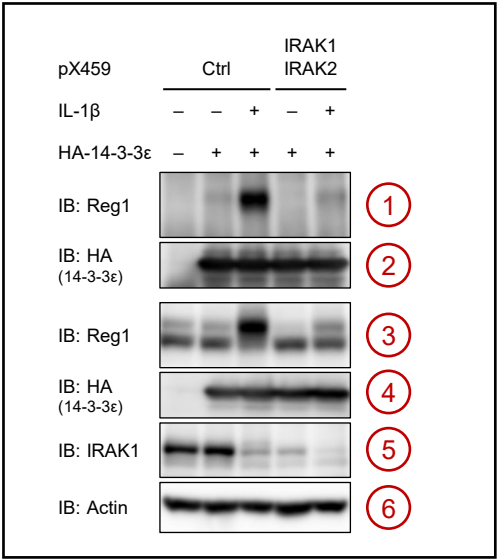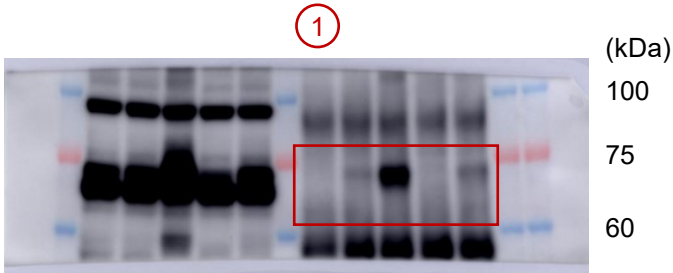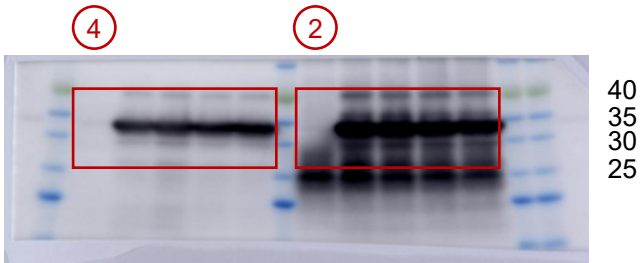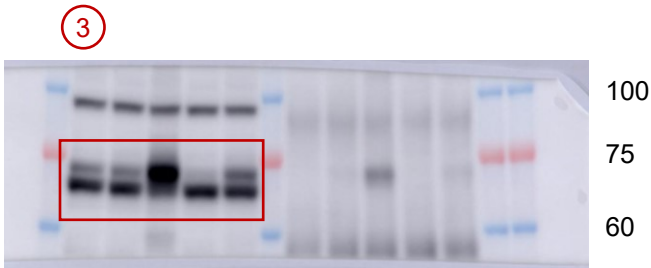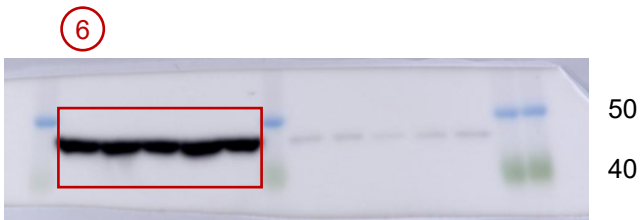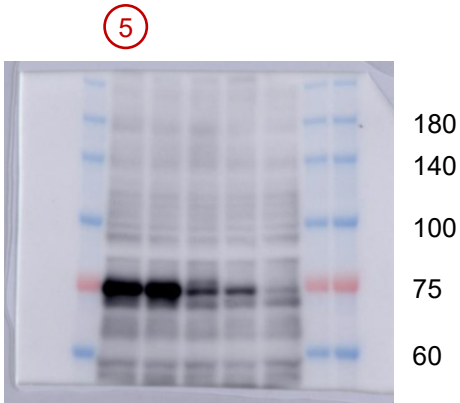

Figure 2—figure supplement 8

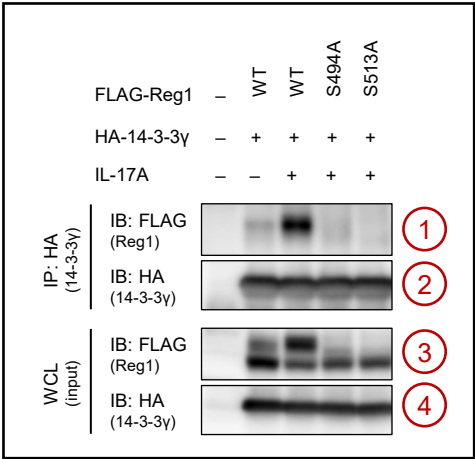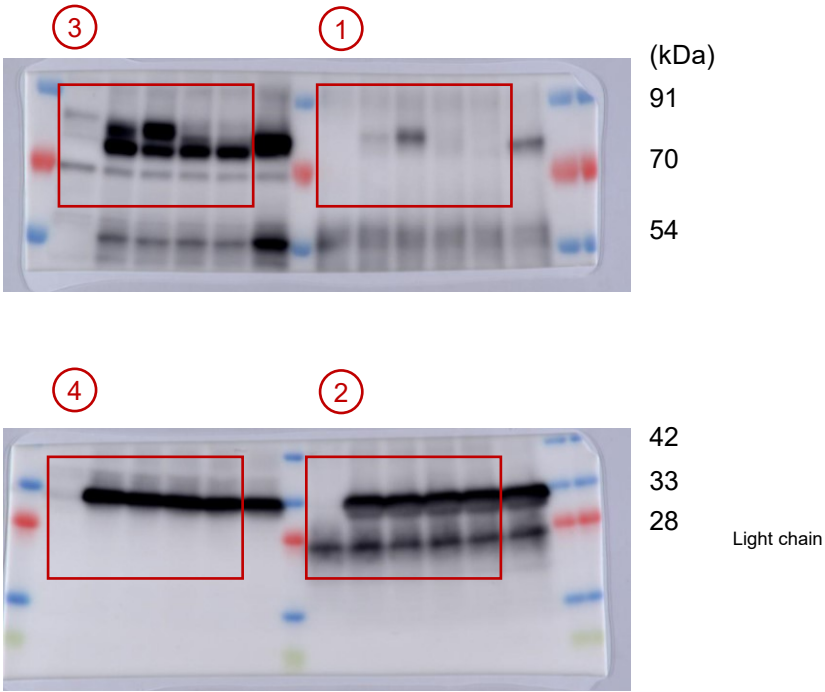

Figure 4—figure supplement 2

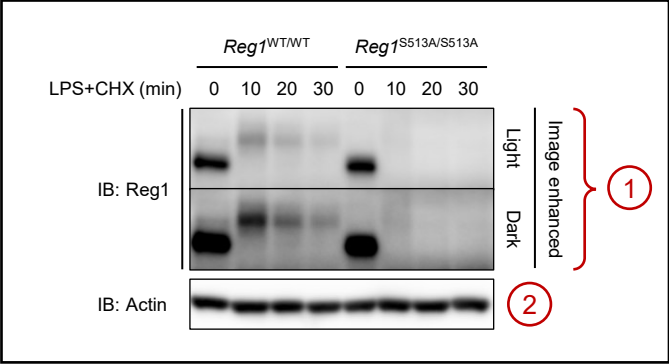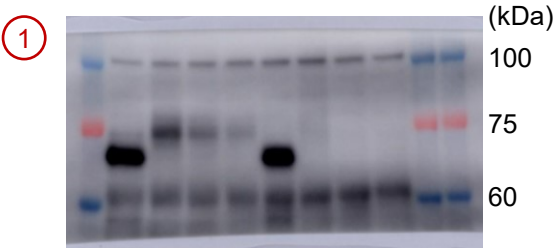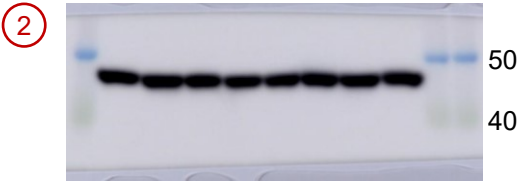

Figure 5—figure supplement 1

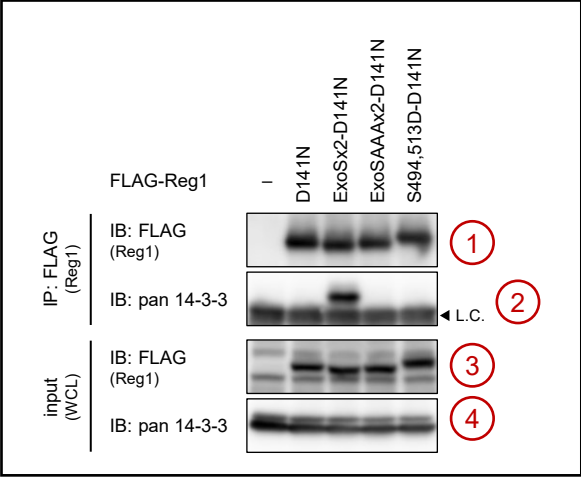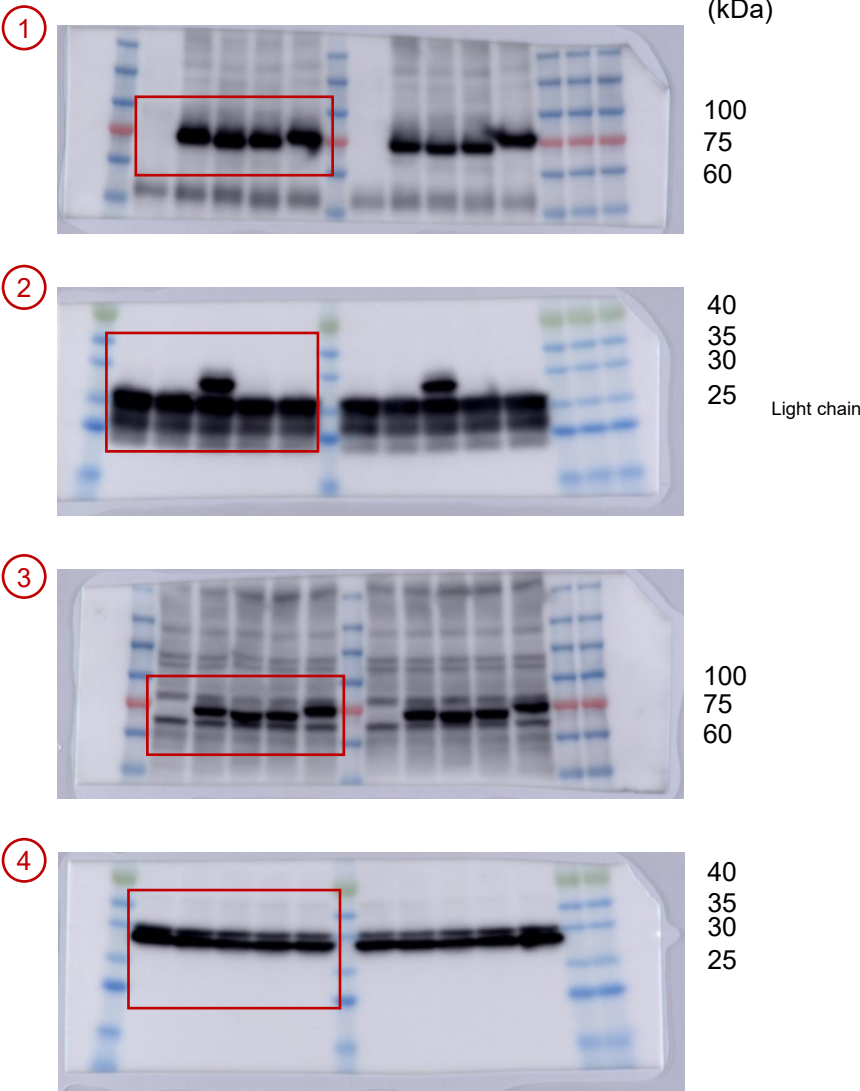

**Supplement:** Source data 1.

# Supplementary material for: IRAK1-dependent Regnase-1-14-3-3 complex formation controls Regnase-1-mediated mRNA decay
**Source:** eLife. 2021 Oct 12;10:e71966. doi: 10.7554/eLife.71966

Figure 1-C

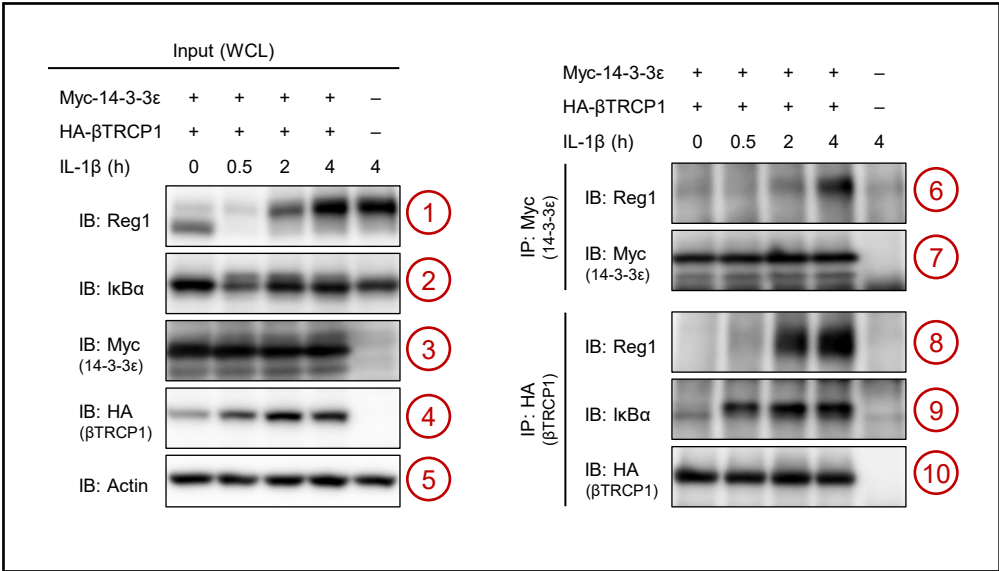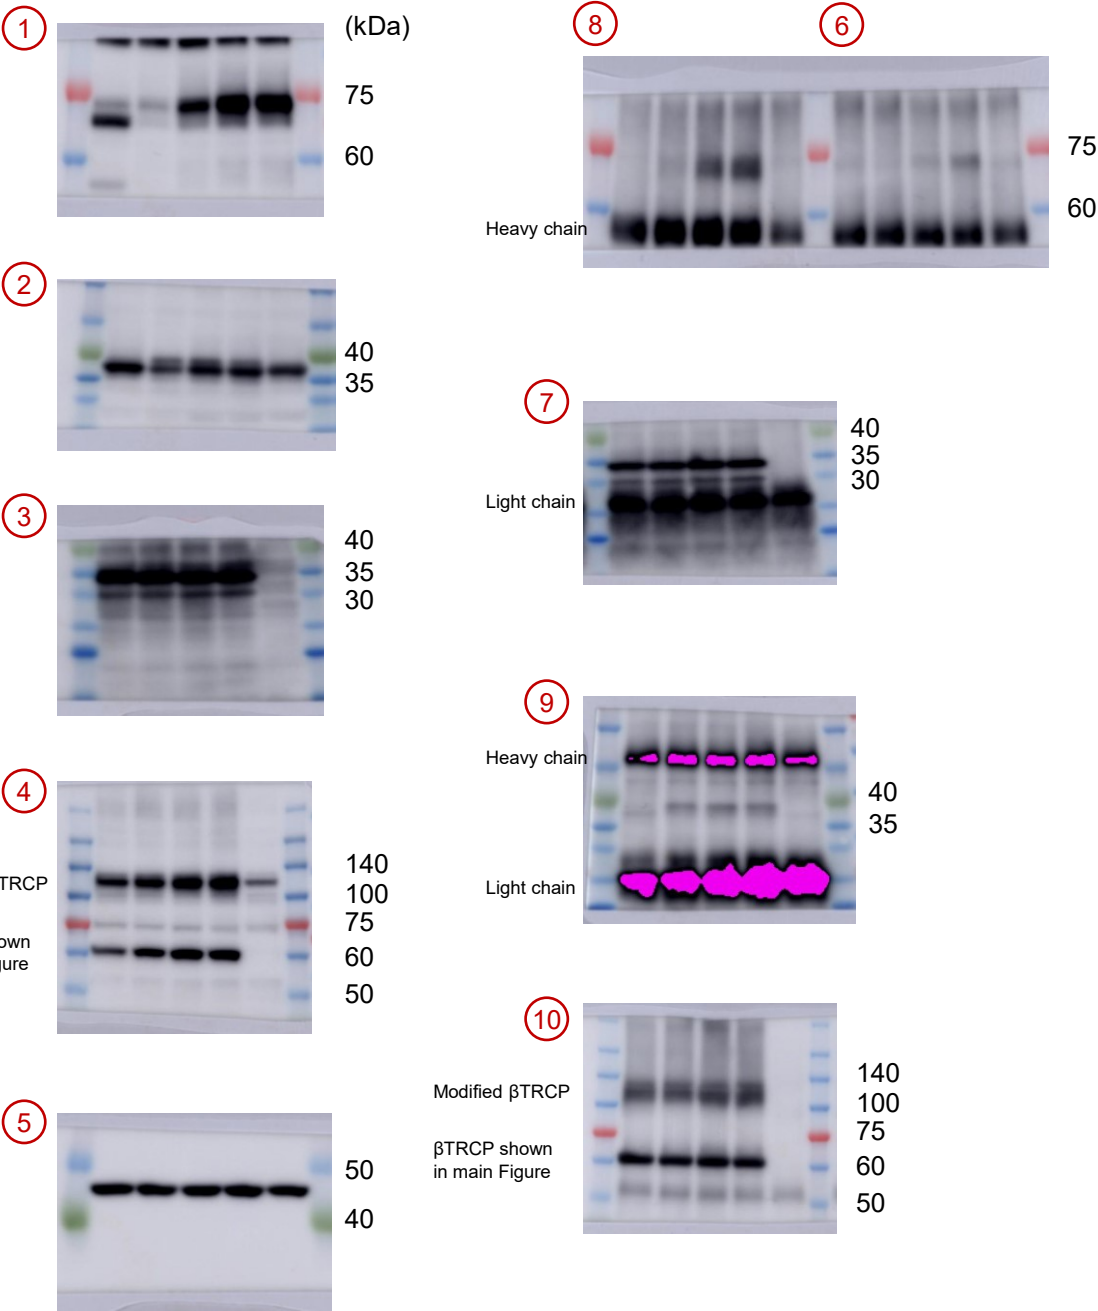

Figure 1-D

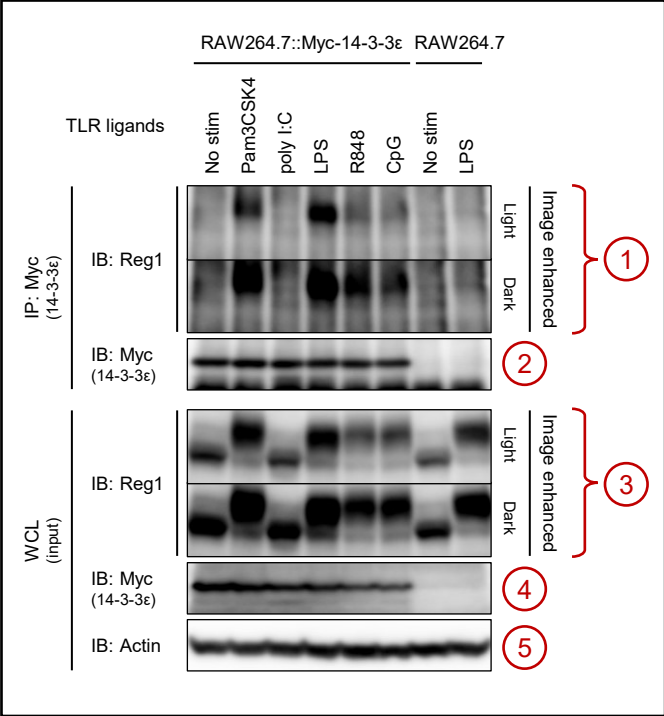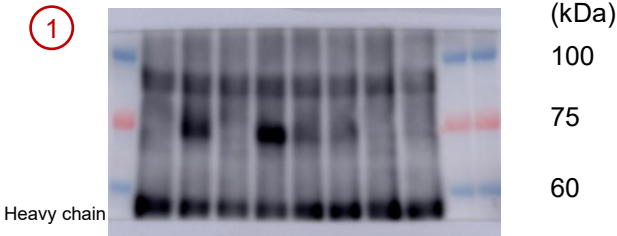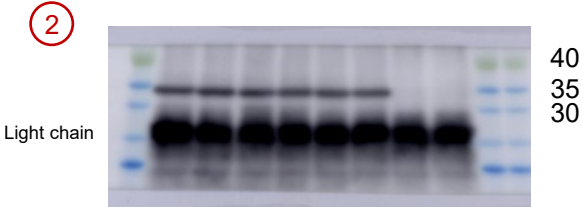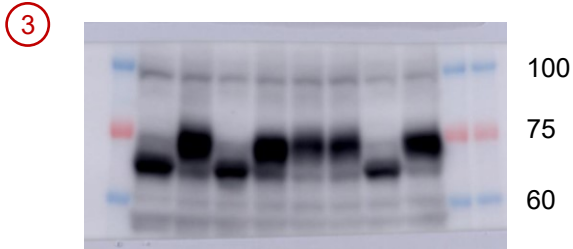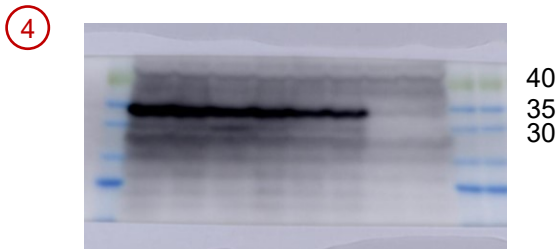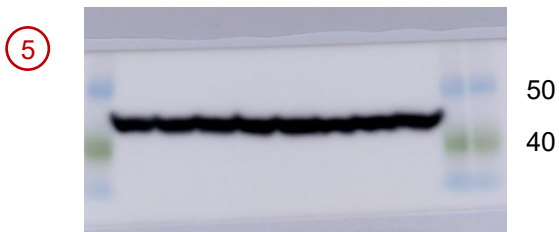

|            |        | Input (WCL) |   |   |   | IP: HA |   |   |   |   |
|------------|--------|-------------|---|---|---|--------|---|---|---|---|
| HA-14-3-3ε |        | +           | + |   |   | +      | + |   |   |   |
| IL-1β      |        | -           | + |   |   | -      | + |   |   |   |
| APP        |        | -           | + | - | + | -      | + | - | + |   |
| IB: Reg 1  | S.E.   |             |   |   |   |        |   |   |   | ① |
|            | L.E.   |             |   |   |   |        |   |   |   | ② |
|            | IB: HA |             |   |   |   |        |   |   |   | ③ |

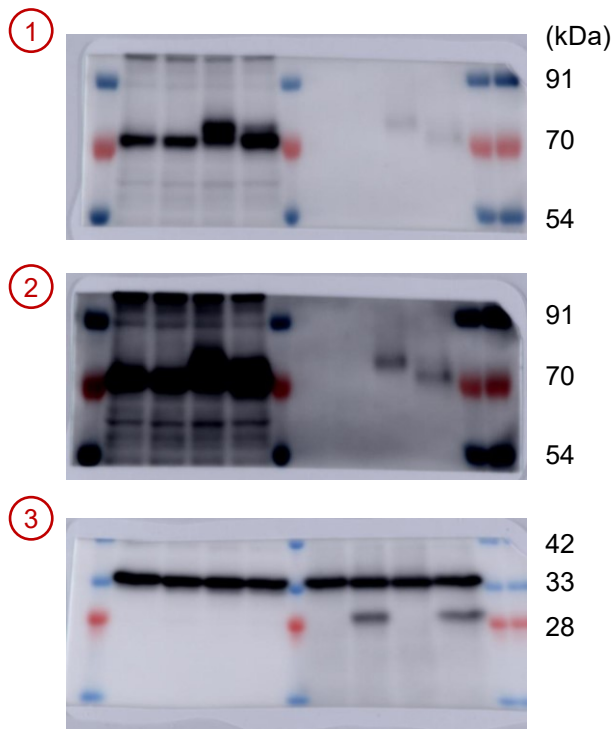

Figure 2-D

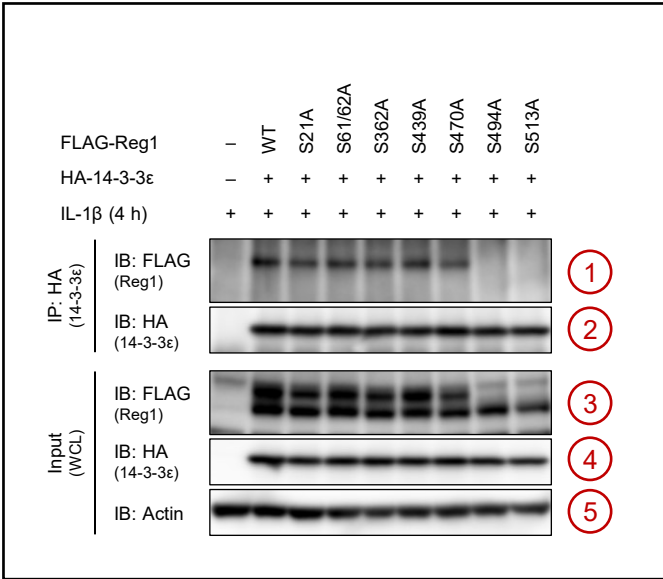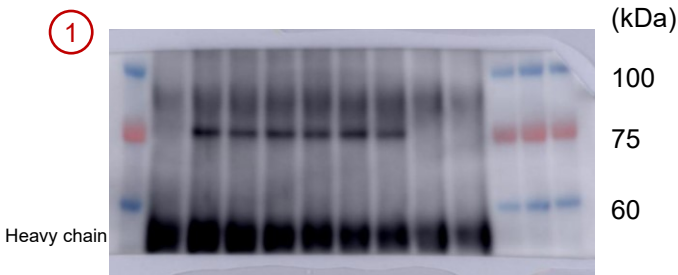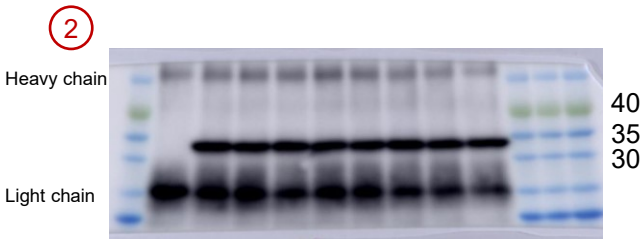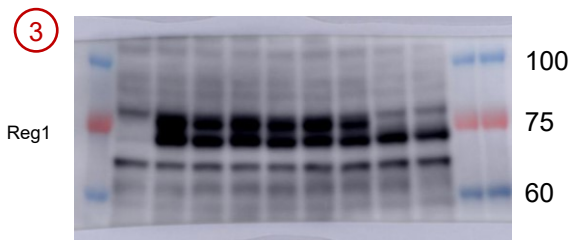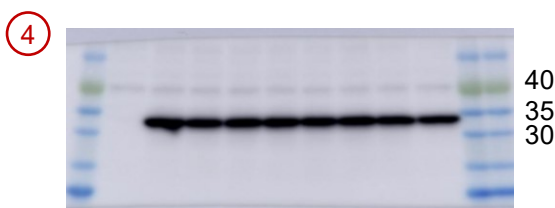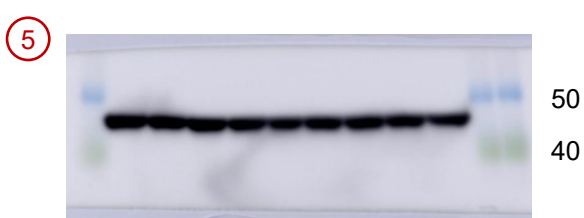

Figure 2-G

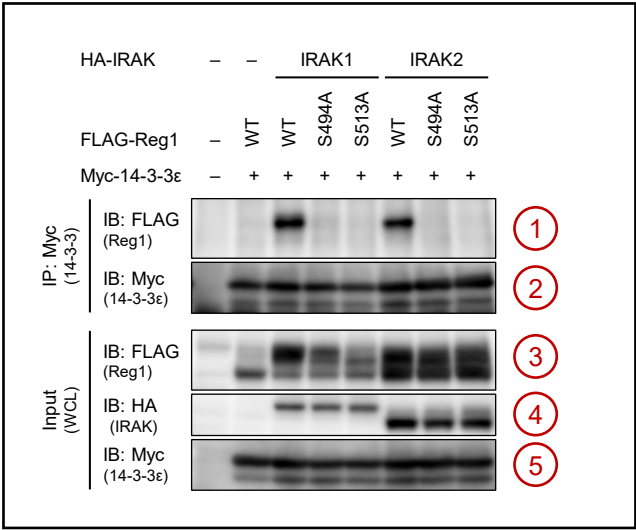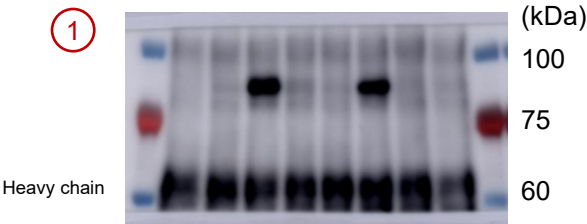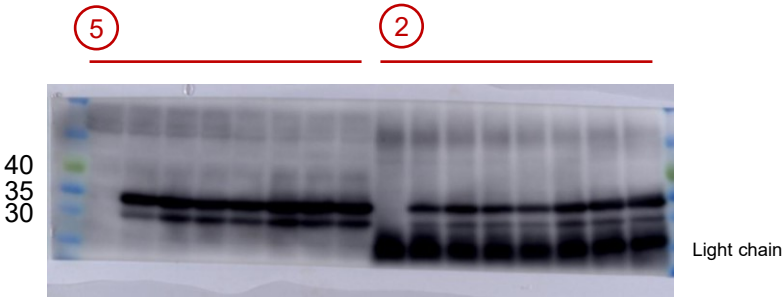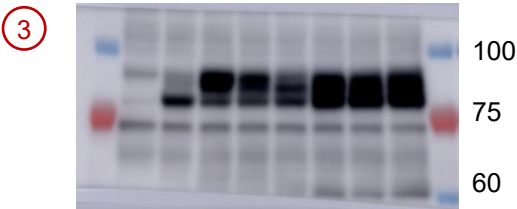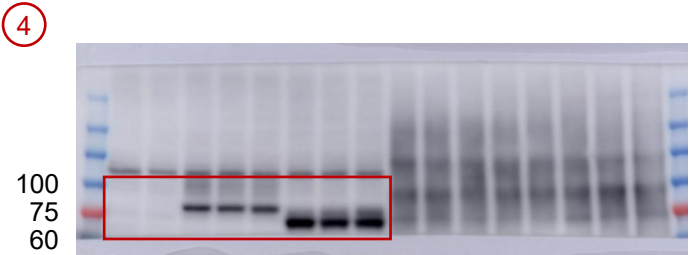

|                                | Myc-IRAK1                      | -                                                                                 | - | WT | T209A | $\Delta$ 1-103 | $\Delta$ 619-710 | E541/584/704A | R663/K665A |   |
|--------------------------------|--------------------------------|-----------------------------------------------------------------------------------|---|----|-------|----------------|------------------|---------------|------------|---|
|                                | FLAG-Reg1                      | -                                                                                 | + | +  | +     | +              | +                | +             | +          |   |
|                                | HA-14-3-3 $\epsilon$           | -                                                                                 | + | +  | +     | +              | +                | +             | +          |   |
| IP: HA<br>(14-3-3 $\epsilon$ ) | IB: FLAG<br>(Reg1)             | 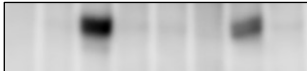 |   |    |       |                |                  |               |            | ① |
|                                | IB: HA<br>(14-3-3 $\epsilon$ ) |  |   |    |       |                |                  |               |            | ② |
| Input<br>(WCL)                 | IB: FLAG<br>(Reg1)             | 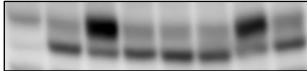 |   |    |       |                |                  |               |            | ③ |
|                                | IB: HA<br>(14-3-3 $\epsilon$ ) |  |   |    |       |                |                  |               |            | ④ |
|                                | IB: Myc<br>(IRAK1)             | 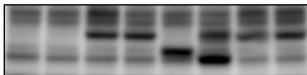 |   |    |       |                |                  |               |            | ⑤ |
|                                | IB: Actin                      |  |   |    |       |                |                  |               |            | ⑥ |

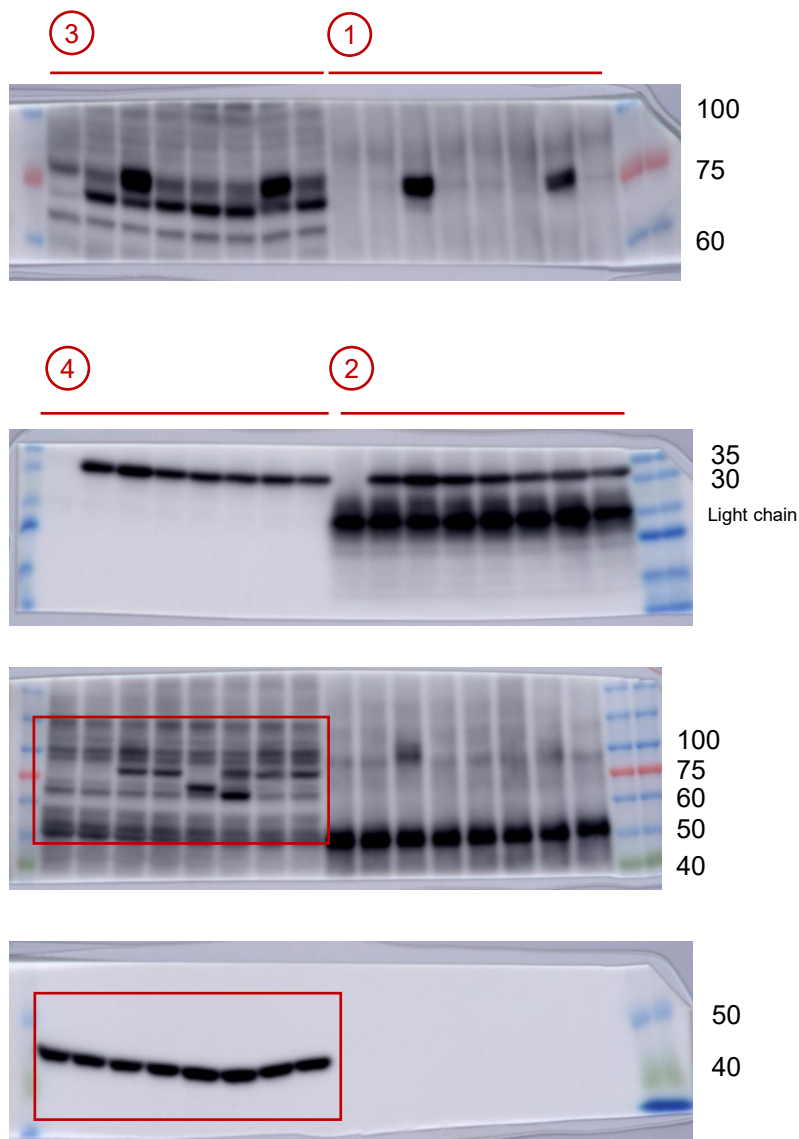

|                      |                      | -                                                                                 | WT | WT | S435/439A | S494A | S513A |   |
|----------------------|----------------------|-----------------------------------------------------------------------------------|----|----|-----------|-------|-------|---|
| HA-Reg1              |                      | -                                                                                 | +  | +  | +         | +     | +     |   |
| Myc-14-3-3ε          |                      | -                                                                                 | +  | +  | +         | +     | +     |   |
| IL-1β (4 h)          |                      | -                                                                                 | -  | +  | +         | +     | +     |   |
| IP: Myc<br>(14-3-3ε) | IB: HA<br>(Reg1)     | 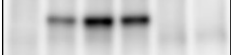 |    |    |           |       |       | ① |
|                      | IB: Myc<br>(14-3-3ε) | 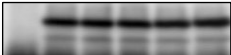 |    |    |           |       |       | ② |
| WCL                  | IB: HA<br>(Reg1)     | 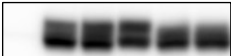 |    |    |           |       |       | ③ |
|                      | IB: Myc<br>(14-3-3ε) | 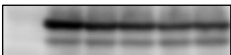 |    |    |           |       |       | ④ |
|                      | IB: Actin            | 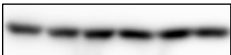 |    |    |           |       |       | ⑤ |

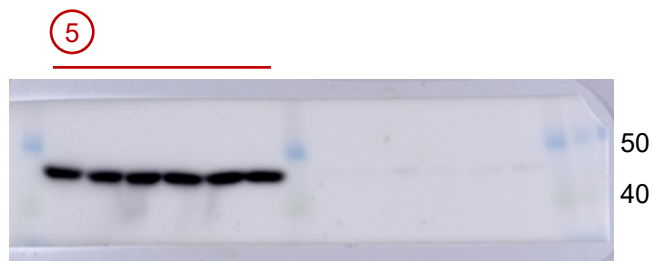

Figure 3-B

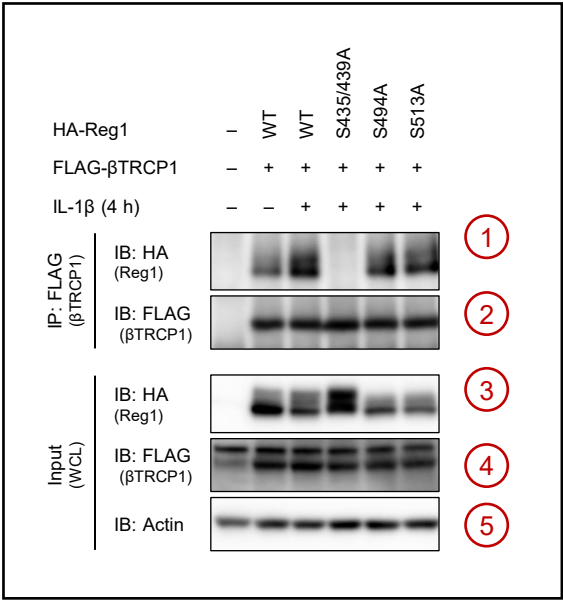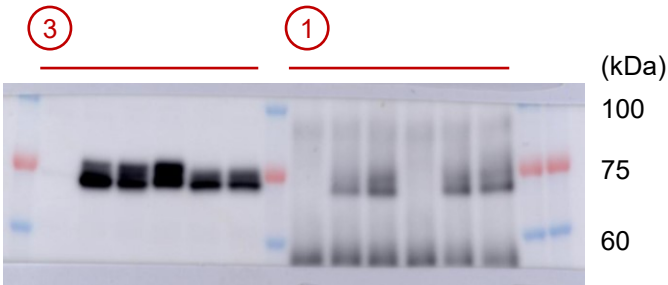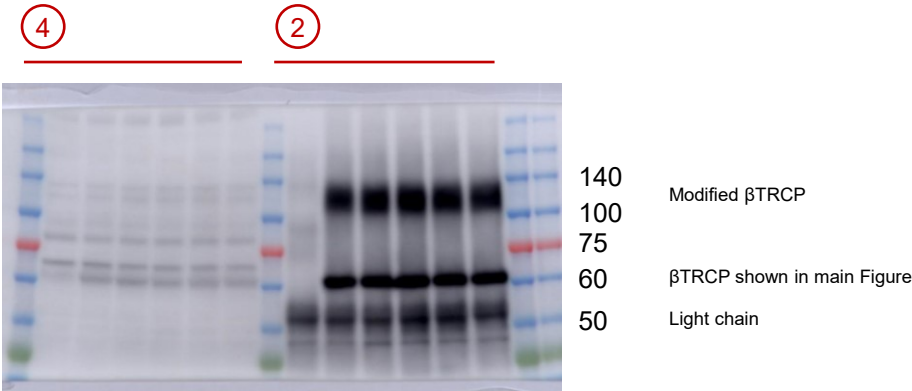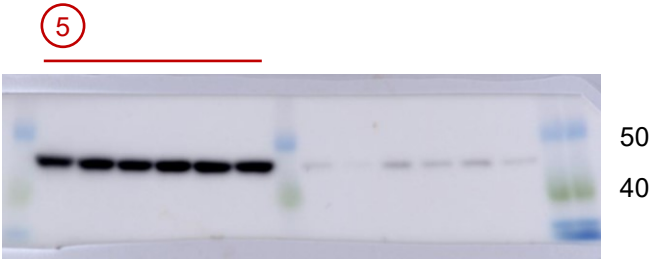

Figure 3-C

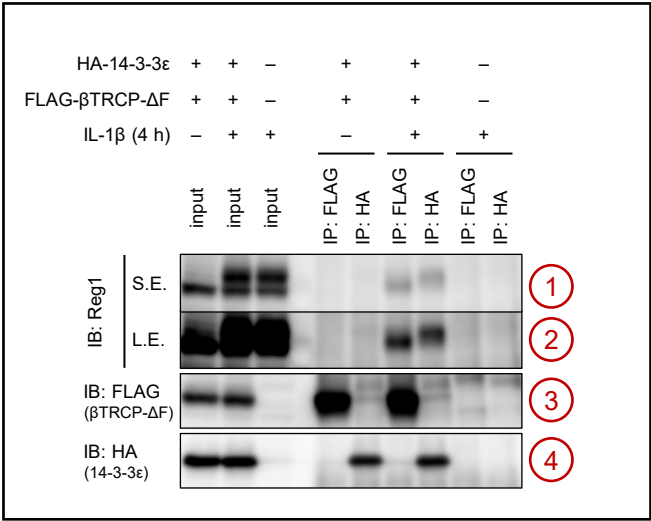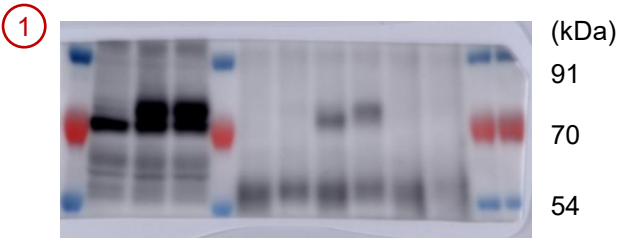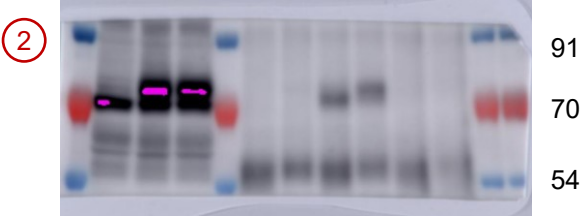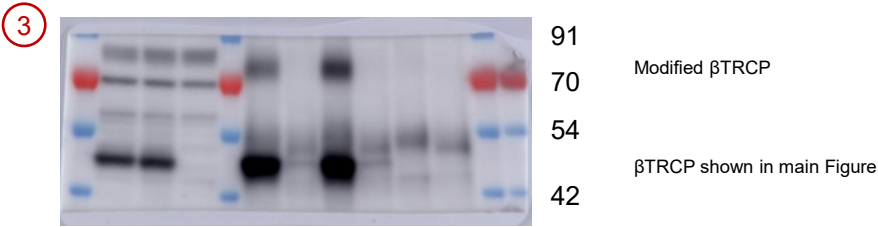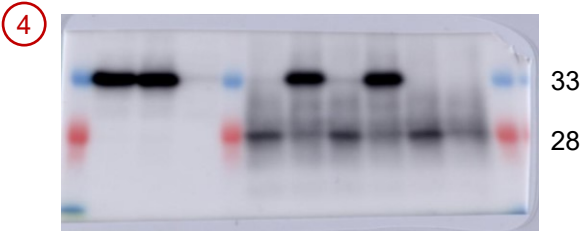

Figure 4-A

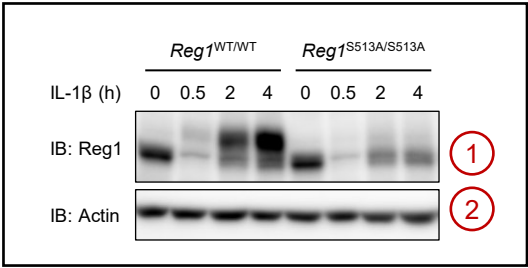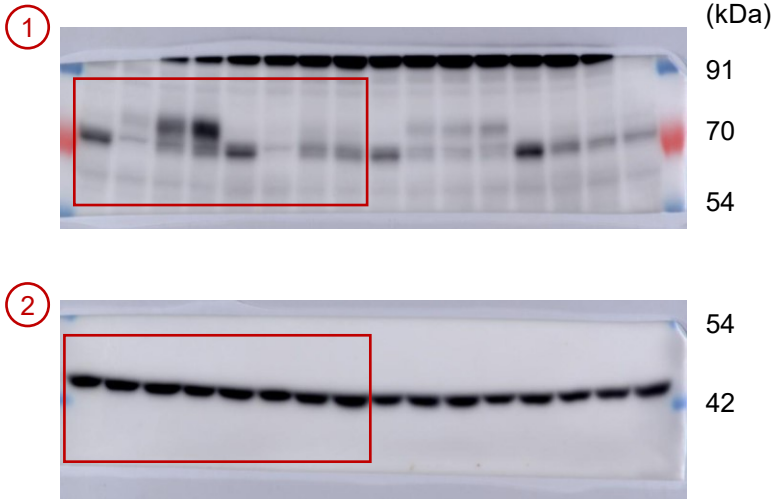

Figure 4-B

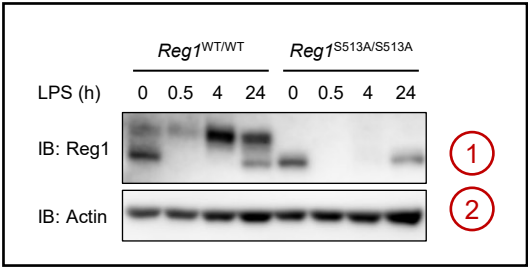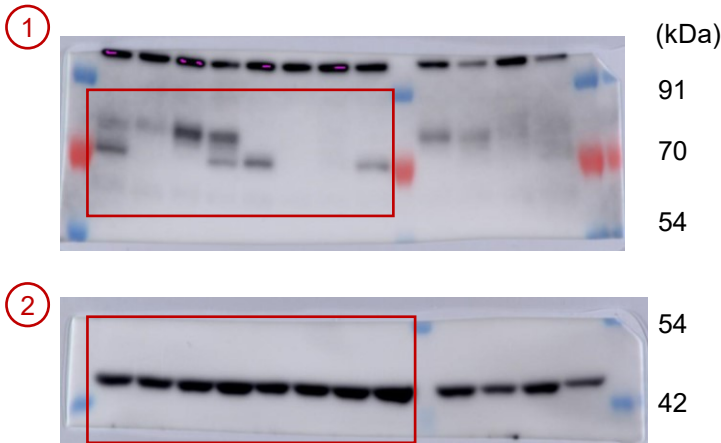

Figure 4-C

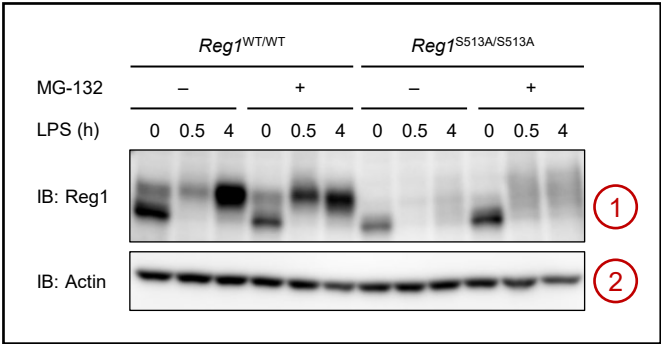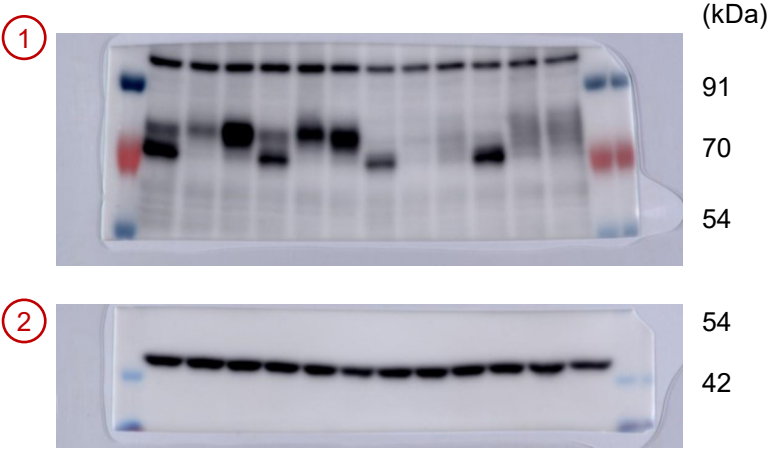

Figure 5-A

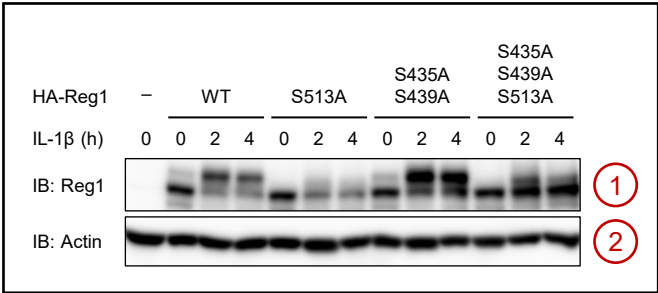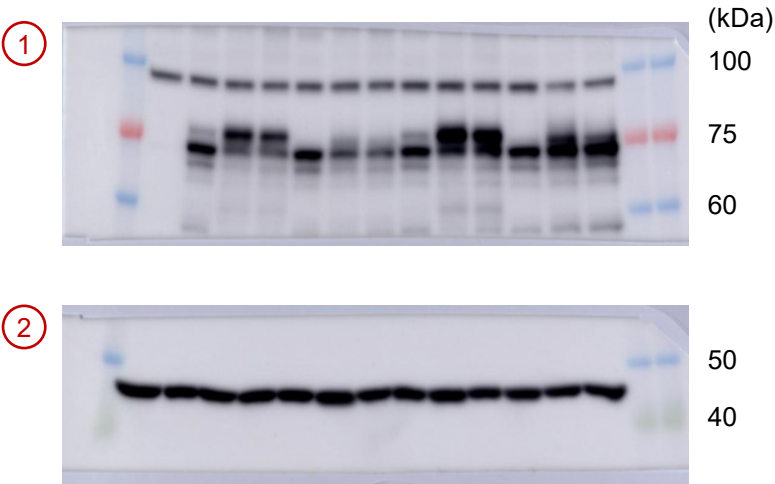

Figure 5-C

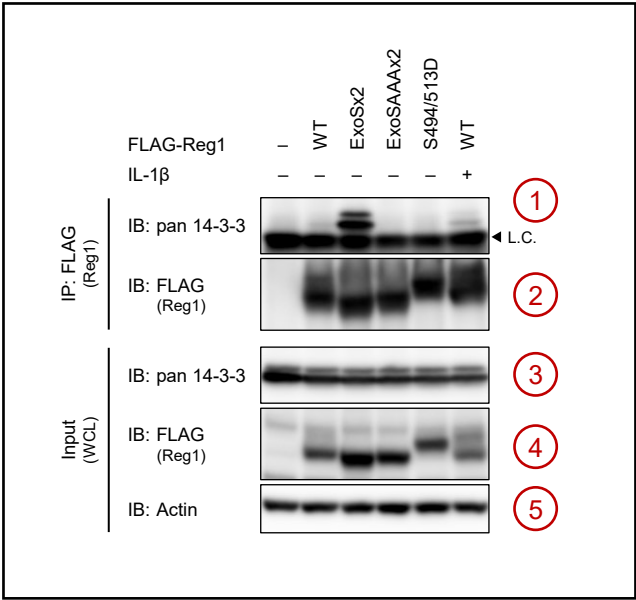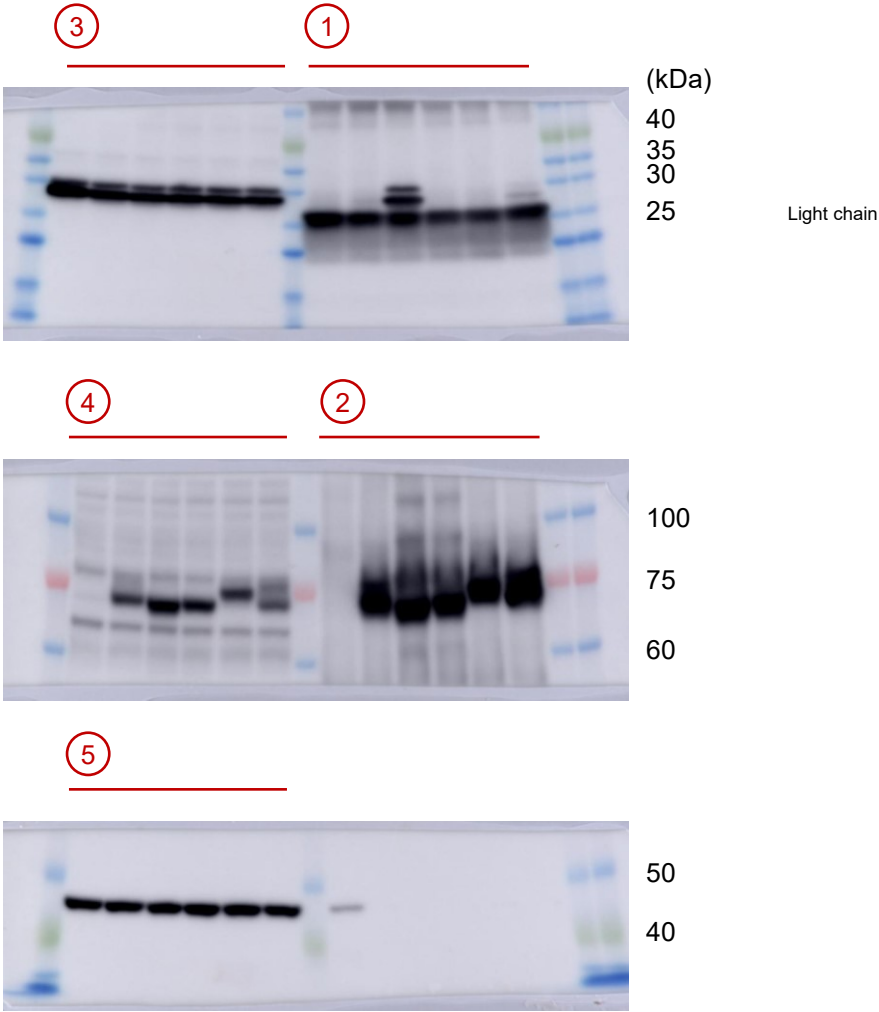

**Supplement:** Source data 1.

How the deposited data were processed for this re-analysis (not part of the article)

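RNA-seq of thioglycollate-elicited PECs from WT and *Zc3h12a* S513A/S513A (S513A) mice was re-analysed, with 2 libraries of each genotype at 0, 4 and 8 hr of LPS (100 ng/ml), 12 libraries in all. The authors mapped the reads on the mouse genome mm10 with HISAT2 in paired-end, unstranded mode and counted them with featureCounts. The authors deposited log2 CPM values, normalized before deposition: each value is the log2 of the reads plus 0.5, divided by an effective library size. The lowest value of each library was taken as a gene without reads, which is 0.5 after the addition, and gave that size. With it, every gene had a whole number of reads, with a largest departure of 0.00156 read. The effective sizes differ from the sums of the reads by factors whose product over the libraries is 1.00. The program that made the values, the gene annotation and the filter behind the list of genes are not named in the paper's text. Every listed gene reached 0.5001 CPM or more in at least 2 libraries. The deposited columns were all used.

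Reads on the listed genes numbered 9525979 to 12439960 per library, with a median of 11137241. At this depth, 3 reads, taken as the floor, correspond to a log2 CPM between -2.04 and -1.30 depending on the library. Floors and intervals on reads cover counting error only, while the confidence intervals of log2 fold changes come from the spread between libraries.

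Differences were tested on the deposited log2 values with limma 3.58.1 in R 4.3.3, using a linear model with a mean for each of the 6 groups, which leaves 6 residual degrees of freedom, and an empirical Bayes prior that follows the mean log2 value. Genes with at least 1 CPM in at least 2 libraries were kept, which left 11885 genes. The contrasts were S513A against WT at each time point and averaged over the 3 time points, the genotype by LPS interaction at 4 and 8 hr, and LPS against 0 hr in each genotype. All tests were two-sided, p values were adjusted by the Benjamini-Hochberg method over the genes tested in each contrast, and the threshold was an adjusted p of 0.05. The 5 targets annotated in Figure 4—figure supplement 5 and the mouse genes with the names of human transcripts marked as binding targets in Figure 5—figure supplement 2 were joined in a list of 10 Regnase-1 targets, which was tested as a set with camera at a preset correlation of 0.01, adjusted over the 4 contrasts between genotypes. The genes named in the text are the 5 annotated in Figure 4—figure supplement 5 and, for each contrast between genotypes, the 3 with the largest change among those past the threshold whose S513A libraries all lie on one side of the WT libraries of their time point. Other called genes are named as chosen after their values were seen. Gene positions were taken from the GRCm38 annotation, in which 97.7% of the listed genes were matched by identifier, and transcript length and GC content were found for 93.1%. Tables were assembled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

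The model, the contrasts, the list of targets, the lists of marker genes and the first set of alternatives were fixed before the data were examined. These alternatives were no filter and a stricter filter (a mean of at least 5 CPM), a further pseudocount of 1, median-ratio scaling, quantile normalization, a replicate block, correlated libraries of one genotype and replicate number, a prior without a trend, a robust prior, a model of only the 4 libraries compared, each library left out in turn, fry, camera with an estimated correlation, and the 5 annotated targets alone. Alternatives chosen after seeing the data were voom weights with and without the filter, one weight per group, removal from each library of a trend with transcript length and GC content (splines with 5 degrees of freedom), and a hidden factor as a term. The model was also tested on simulated data drawn with the means, library sizes and per-gene spread of these libraries. There were 200 changed genes per set and, without any change, 100 sets. Genes were drawn independently with the same spread in all groups, without a factor shared by libraries. Marker lists for neutrophils, B cells, T cells, eosinophils, mast cells, mesothelial cells, erythroid cells and resident macrophages, genes for 14-3-3 proteins, genes of the signaling and degradation pathway in the paper, and sex-linked genes were examined as checks on the preparations. The paper's quantitative PCR, immunoblot, proteomics and reporter experiments were not analysed here.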

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

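In this part, the removal of the length and GC trend and both tests on *G530011O06Rik* were chosen only after the result was seen.

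Averaged over the 3 time points, *G530011O06Rik*, *Cdc42bpg*, *Gbp5* and *Ccl5* were higher in S513A than in WT PECs, with log2 fold changes of 3.14, 1.93, 0.73 and 0.53. They stand out because the paper does not discuss these genes and their level lies above that of the WT cells. Whether a grouping of libraries by chance gives as many was examined by splitting the 4 libraries of each time point 2 against 2 in other ways. Of 100 splits drawn from the 108 possible ones, 2 gave at least as many called genes as the 8 between the genotypes, the real split included. Splits that mix the genotypes at a time point put their difference into the residual spread. Few calls in such splits are therefore weak evidence. The split that called 3371 genes set both WT 0 hr libraries, WT 4 hr replicate 2, S513A 4 hr replicate 1 and both S513A 8 hr libraries against the rest. It separates libraries that share a factor described under the other observations. With each library's score on that factor as a term, 8 of the 8 genes were still called, and 8 were still called after the trend with transcript length and GC content was removed from each library, which argues against either as the whole cause. Over all time points, depth overlapped between the genotypes, with 10712083 to 12439960 reads in WT and 9525979 to 11213135 in S513A libraries. Within a time point it overlapped at 8 hr only. Both S513A libraries had fewer reads than both WT libraries at 0 hr (10769208 and 11187000 against 12439960 and 11464468) and at 4 hr. Depth is therefore not separated from genotype at 0 and 4 hr. Scaling did not account for the calls, as the median of all genes moved by at most 0.038 on the log2 scale under the other scalings. A variant that the S513A line or its donors carry near these genes, from the editing or from the strain, may contribute. It was not tested, and an effect of the mutation itself stays open.

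For *G530011O06Rik*, the log2 fold change was already 2.96 at 0 hr, which argues against a change in the response to LPS as the source of the difference. *Mid1*, whose bounds contain this long non-coding RNA, had a log2 fold change of 1.65 (limma, Benjamini-Hochberg adjusted p = 0.0763; higher in every S513A library than in the WT libraries of its time point). Mean levels rose by 6.11 CPM for *G530011O06Rik* and by 4.42 CPM for *Mid1*. *Erdr1*, close by on chromosome X (170010526 to 170018797), had an averaged log2 fold change of 0.60 (limma adjusted p = 0.909). Its counts were 64 and 2 in the S513A libraries at 4 hr. In S513A cells *Erdr1* was higher in replicate 1 at each time point, as was *G530011O06Rik*. Counts near this locus therefore also varied between libraries of the same genotype. Reads of *Mid1* counted on *G530011O06Rik* and a rise of *G530011O06Rik* itself cannot be told apart, because the reads were mapped as unstranded, the strand setting of the counting is not stated and the WT libraries hold only 5 to 11 reads of it.

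LPS raised 2684 genes in WT and 2741 in S513A PECs at 4 hr, and 2309 in WT and 2486 in S513A PECs at 8 hr, past the threshold and above the unstimulated cells. They stand out because the paper reports no comparison of stimulated with unstimulated cells from these libraries. Across genes, the LPS responses of the genotypes correlated with r = 0.95 at 4 hr and 0.82 at 8 hr, although genes are not independent replicates. LPS is the condition that the design names. The counts of genes changed in either direction ranged from 3602 to 5018 at 4 hr and from 3497 to 5959 at 8 hr in WT cells under the alternatives fixed before the data were examined, and no technical explanation was tested for them beyond these.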

How the results depend on the processing

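The alternatives with voom, one weight per group, the length and GC trend and the hidden factor were chosen only after the data were seen, and the cause was not tested for any change below unless one is given.

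With the stricter filter, the number of genes called between S513A and WT was 2 at 0 hr, 0 at 4 hr and 3 over the 3 time points, in place of 4, 2 and 8. Fewer genes were tested there. A further pseudocount of 1 left 0 genes at 0 hr. Without a trend in the prior, 0 genes were called at 0 hr, 0 at 4 hr and 5 over the time points. A model of only the 4 libraries compared called 693 genes at 0 hr, 0 at 4 hr and 1 at 8 hr, from fewer libraries. When libraries of one genotype and replicate number were treated as correlated (consensus correlation 0.0455), 4 genes were called over the time points. With the replicate block, 2 genes were called at 0 hr and 1 at 4 hr. Across genes, the replicate differences of WT and S513A cells had r = -0.25 at 0 hr, -0.74 at 4 hr and 0.36 at 8 hr, so the numbers do not pair the genotypes in one direction. Within a genotype, they had r = 0.76 between 4 and 8 hr in S513A cells, and from -0.36 to 0.15 in the 5 other comparisons, WT cells included. Libraries of one number in S513A cells at 4 and 8 hr were therefore not shown to be independent. The values of r were taken across genes and do not show independence for single genes at the other times or in WT cells. In S513A cells, *G530011O06Rik* and *Cdc42bpg* were higher in replicate 1 at each time point, while *Cxcl13* and *Gbp5* were not. Apart from the fit with correlated libraries and the replicate block, the averaged tests took libraries of a genotype as independent. Beside the counts of 0, the number of genes with an unadjusted p under 0.05 was 949 at 0 hr and 833 at 4 hr in the model of all libraries, and 274 at 4 hr in the model of its 4 libraries. Counts with no filter, median-ratio scaling, quantile normalization and a robust prior stayed within 1.5 times.

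Over the time points, from 4 to 12 genes were called across the 12 fits that each left out one library. The target list's median at 0 hr ran from -0.062 without WT replicate 2 to 0.51 without WT replicate 1, and over the time points from 0.017 without WT 0 hr replicate 2 to 0.19. At 4 hr it ran from 0.0058 without S513A replicate 2 to 0.14 without S513A replicate 1, and at 8 hr from 0.18 to 0.26. The averaged log2 fold change of *Il6* ran from -0.21 to 0.58 and that of *Nfkbiz* from -0.038 to 0.087, the lowest of both without WT 0 hr replicate 2. Those of *Zc3h12a*, *Ptgs2* and *Il12b* kept their sign, as did those of *G530011O06Rik* (at least 2.97), *Cdc42bpg* (1.84 to 2.02), *Cxcl13* (-2.00 to -1.72) and *Gbp5* (0.68 to 0.79).

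Among the alternatives added later, voom, with and without the filter, called 0 genes at 0 hr, 1 at 4 hr and 1 at 8 hr. One weight per group called 14 genes at 0 hr, 0 at 4 hr and 4 over the time points. Removing the length and GC trend called 13 genes over the time points. The hidden factor as a term called 7, 4 and 11 genes at 0, 4 and 8 hr and 98 over the time points. The same values gave the factor, so those p values are not independent of it.

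The target list's calls at 8 hr (median 0.21) and over the time points (0.14) were lost under fry, under camera with an estimated correlation and with the 5 annotated genes alone (medians 0.21 and 0.14). Under quantile normalization the call at 8 hr was lost (median 0.21, adjusted p = 0.0588), as it was after removal of the length and GC trend (median 0.14). At 0 hr the list passed the threshold after removal of that trend (median 0.0796) and with the hidden factor (median 0.055). The adjusted p of the list over the time points ranged from 0.0034 to 0.36 under the alternatives fixed in advance.

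Log2 fold changes near 0 changed sign. *Il6* at 0 hr, at the floor, was -0.035 with the further pseudocount and -0.18 with the hidden factor. *Il6* at 8 hr, -0.0010 as reported, was 0.0026 with the further pseudocount, 0.0064 with median-ratio scaling, 0.0402 with quantile normalization, 0.10 without the length and GC trend and 0.41 with the hidden factor. *Nfkbiz* over the time points was -0.017 with quantile normalization. *Nfkbiz* at 4 hr was 0.11 without the length and GC trend and 0.066 with the hidden factor. *Il12b* and *Zc3h12a* at 4 hr were -0.0048 and 0.026 with the hidden factor. None of these values passed the threshold. For single genes, 298 values under the alternatives fixed in advance kept their direction and side of the threshold, 16 became weaker, 1 stronger and 5 changed sign. Under the alternatives added later, 156 kept both, 14 became weaker, 3 stronger and 7 changed sign.

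Tests that model read counts directly, and a pseudocount of 0.1 for linear values, were planned for other kinds of values and were not run on the log2 values. For *Il6* at 0 hr, with 1 to 8 reads per library, a fall or a small change was not detectable at this depth. A large rise might have been, since *G530011O06Rik* was called at 0 hr with 5 reads in each WT library and 50 and 26 in the S513A libraries. *Il12b* had 3 to 6 reads per library at 0 hr, with an unadjusted p of 0.023 that did not pass when adjusted (limma adjusted p = 0.586 over all genes and 0.103 over the list alone).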

Differences from the paper's values

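No test in this part was chosen only after the result was seen, apart from the alternatives named as such.

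The paper's number of genes that differ between S513A and WT PECs at an adjusted p under 0.05 is 0 at 0, 4 and 8 hr, and the numbers found here were 4, 2 and 4. At 0 hr, of the alternatives set before the data were examined, the further pseudocount of 1 and the prior without a trend gave 0 genes. The other alternatives gave 2 genes (stricter filter and replicate block), 4 genes (no filter, median-ratio scaling, quantile normalization and robust prior) or 693 genes (only the 4 libraries compared). Voom weights, with and without the filter, also gave 0 genes at 0 hr and were chosen after seeing the values. At 4 hr, the stricter filter, the prior without a trend and the model of only the 4 libraries compared gave 0 genes, the replicate block gave 1, and no filter, the further pseudocount, median-ratio scaling, quantile normalization and the robust prior gave 2. One weight per group also gave 0 genes at 4 hr and was chosen after seeing the values. At 8 hr, none of the alternatives gave 0 genes, with counts from 1 to 5 among those set before the data were examined. The prior without a trend gave 0 genes at 0 and 4 hr and 5 at 8 hr.

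The legend of Figure 4—figure supplement 5 states that no transcript differs significantly between the genotypes, while *G530011O06Rik* and *Cdc42bpg* passed the threshold here at each time point, *Gbp5* and *Ccl5* at 0 hr, and *Cxcl13* and *Phlda3* at 8 hr.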

Other observations

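In this part, the tests of the spread at 0 hr, of resident macrophages, and of length and GC content and the shared factor in the WT libraries at 4 hr were chosen only after the result was seen.

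The differences between replicates share one factor, which holds 67.6% of their variance. Its score was 0.94 and 0.45 in the WT libraries and -0.73 and -0.65 in the S513A libraries at 0 hr. At 4 hr it was -0.51 and 1.69 in WT and 0.15 and -1.33 in S513A, and at 8 hr -0.53 and -0.96 in WT and 1.68 and -0.19 in S513A libraries. The source of the factor was not identified. In every library its score had the same sign as the rank correlation between transcript length and the library's deviation from its time point. That correlation was 0.38 in WT 4 hr replicate 2 and 0.37 in S513A 8 hr replicate 1. It was -0.33 in S513A 4 hr replicate 2 and -0.36 in WT 8 hr replicate 2. The factor therefore overlaps with the trend in transcript length, and the tests of each are not independent.

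When only the 4 libraries of 0 hr were fitted, 693 genes were called, 454 higher and 239 lower in S513A cells, with a median absolute log2 fold change of 0.50 and 27 genes over 2-fold. The other ways of splitting these 4 libraries called 0 genes, with 68 and 118 at an unadjusted p under 0.05. Those splits mix the genotypes, so any difference between them widens the residual spread. Few calls there do not tell what caused the 693. The trend with transcript length and GC content does not account for the whole of it, since 452 genes were called after its removal, against 671 before over the genes with both features. A lower replicate spread at 0 hr may contribute, as the SD of the replicate difference was 0.22 and 0.16 at 0 hr against a mean of 0.298 at 4 and 8 hr. The shared factor may contribute too: across genes, the difference at 0 hr had r = -0.84 with the factor's loadings estimated from the 4 and 8 hr replicates alone. This is not specific to 0 hr, since the differences between genotypes at 4 and 8 hr had r = -0.81 and 0.82 with the loadings, from libraries that the loadings share, while the models of 4 libraries called 0 and 1 genes there (274 and 1751 at an unadjusted p under 0.05). An effect of the mutation in unstimulated cells stays open, since at 0 hr the factor's scores separate the genotypes.

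The WT libraries at 4 hr had the widest replicate spread of the 6 groups, with an SD of 0.40. It was 0.361 after the trend with transcript length and GC content was removed and still the widest, which argues against that trend as the whole cause. The shared factor may lie behind it, since across genes the WT replicate difference at 4 hr had r = -0.739 with that of the S513A replicates at 4 hr and -0.749 with that at 8 hr. A difference in the timing or strength of the LPS response cannot be told apart from it: the WT difference had r = -0.50 with the change from 4 to 8 hr in S513A cells, which itself includes the factor, and 0.023 with the change from 0 to 4 hr.

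The 200 genes most induced by LPS at 4 hr were higher in unstimulated S513A than WT cells. Chosen with one WT library of 0 hr and measured against the other, their median log2 difference was 0.18 or 0.081, depending on which was used. Of 10000 random lists matched on mean level, 0 and 9 reached these medians, which is consistent with a weak LPS-like activation before stimulation. After removal of the length and GC trend, 0 lists reached them in both choices, which argues against that trend. Once the part of each gene that follows the shared factor was taken off, the medians were 0.09, reached by 0 lists, and -0.0044, reached by 9272 lists. The shared factor may therefore account for the difference in one of the choices, and the pattern is not shown to be biological.

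The 10 Regnase-1 targets of the list were higher in S513A cells by a median of 0.14 over the time points. Of 10000 random lists matched on mean level and LPS response, 6608 reached that median, so a general shift of LPS-induced genes may account for it. The call of camera held after removal of the length and GC trend (adjusted p = 0.00255, median 0.11), and the adjusted p over the alternatives fixed in advance ranged from 0.0034 to 0.36.

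*Cxcl13*, a marker of resident peritoneal macrophages, had an averaged log2 fold change of -1.86, with an upper 95% limit of -1.50. The other 4 markers of that list, *Gata6*, *Timd4*, *Icam2* and *Selp*, had a median of -0.48 and ranged from -0.75 to -0.20. All 4 were below 0 and none passed the threshold. This comparison left out the error of the markers' own values. At 0 hr the log2 fold change was -1.33 for *Cxcl13* and -1.31 for *Selp*. It was -0.44 for *Gata6*, -0.37 for *Timd4* and 0.0038 for *Icam2*. At 8 hr *Selp* had only 2 to 4 reads per library. A smaller share of resident macrophages in the S513A preparations may contribute, and whether it accounts for the whole fall of *Cxcl13* is not settled. All 5 genes passed the filter on low values in these elicited cells. An effect of the mutation stays open.

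For the other lists, the median averaged log2 fold change was 0.016 over 2 neutrophil genes, -0.42 over 5 B cell genes, 0.11 over 2 T cell genes, 0.21 over 2 mast cell genes and -0.85 over 2 mesothelial genes, and 0 genes of these lists were called. The resident macrophage list had a median of -0.65 over 5 genes, of which 1, *Cxcl13*, was called. The eosinophil and erythroid lists had no gene that could be tested and were not analysed here. The 7 genes of 14-3-3 proteins had a median of 0.057 and the 8 pathway genes one of 0.075, with 0 called. The 4 sex-linked genes listed, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, lie on the Y chromosome and were counted in all 12 libraries, with a mean log2 CPM between 4.66 and 5.15 in each.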
